# Multiome-based identification of molecular markers for prospective identification of platelet-biased HSCs

**DOI:** 10.1016/j.stemcr.2026.102959

**Published:** 2026-06-11

**Authors:** Bowen Zhang, Yiran Meng, Esther Rodríguez Correa, Xiying Ren, Alexandre Fagnan, Michael D. Milsom, Claus Nerlov

**Keywords:** hematopoietic stem cells, lineage bias, platelet-biased HSCs, single-cell multiomics

## Abstract

Platelet-biased hematopoietic stem cells (PLT-HSCs) play key roles in normal physiology, aging, and blood cancer. However, currently, no markers allow their accurate identification or prospective isolation. We here combine single-mouse hematopoietic stem cell (HSC) gene expression, chromatin accessibility, and surface proteome profiling to identify subtype-specific markers. Using machine learning, we identified markers (CD61^hi^CD274^hi^CD357^lo^CD27^lo^) that isolate PLT-HSCs to high purity, validated by single-cell transplantation. Furthermore, we develop a minimal expression marker panel that discriminates PLT- and multi-lineage (MUL-)HSCs using microfluidics-based single-cell RT-qPCR. We show that both methods detect the age-associated increase in PLT-HSCs, while poly(I-C)-induced chronic inflammation did not alter HSC lineage bias. In contrast, romiplostim treatment increased MUL-HSC prevalence. Finally, using spectral flow cytometry to simultaneously quantify cell cycle and HSC lineage bias, we show that platelet depletion selectively activates PLT-HSCs. Together, these approaches allow accurate isolation of PLT-HSCs and robust quantification of lineage bias under perturbation.

## Highlights

• Multiome profiling identified markers for platelet-biased HSCs
• 4-marker panel isolated PLT-HSCs with ∼85% purity
• Aging increased PLT-HSCs, whereas chronic inflammation did not
• Platelet depletion activated PLT-HSCs; romiplostim favored MUL-HSCs

## Introduction

Hematopoietic stem cells (HSCs) sustain blood cell production throughout the mammalian lifespan and are the central cell type in bone marrow transplantation, the most widely used cell therapy. HSC populations are functionally heterogeneous, with single-cell transplantation showing that clonal HSC long-term reconstitution can generate both myeloid and lymphoid lineages at similar levels (hereafter referred to as multi-lineage- or MUL-HSCs) or lack lymphoid output and show bias toward platelet-myeloid output (platelet-biased or PLT-HSCs) (Meng and Nerlov, 2025). PLT-HSCs were first identified based on their expression of a *Vwf*-EGFP transgene (Sanjuan-Pla et al., 2013), and this transgene has been used to show selective expansion of PLT-HSCs during physiological aging (Grover et al., 2016), to identify specific PLT-HSC niches (Pinho et al., 2018), and to show that PLT-HSCs initiate JAK2-induced myeloproliferation (Kimmerlin et al., 2024). However, while *Vwf-*EGFP+ HSCs have enhanced platelet output compared to *Vwf*-EGFP− HSCs (Sanjuan-Pla et al., 2013), subsequent single-cell transplantations showed that the *Vwf*+ HSC fraction was composed of roughly equal proportions of PLT- and MUL-HSCs, whereas *Vwf*− HSCs were composed of MUL- and lymphoid-biased (L)-HSCs (Carrelha et al., 2018). This, along with the absence of other specific PLT-HSC markers, significantly limits our ability to accurately identify PLT-HSCs using simple molecular markers, by imaging or with flow cytometry, and to prospectively isolate them by cell sorting. Consequently, molecular characterization of HSC subtypes has relied on cellular barcoding combined with single-cell transcriptome analysis (Pei et al., 2020; Rodriguez-Fraticelli et al., 2020) and profiling of clonal HSC populations (Meng et al., 2023), where PLT-HSCs can be retrospectively identified based on their lineage output or using markers such as *Vwf*-EGFP that are only moderately selective. To address this knowledge gap, we here profile single HSCs by simultaneous RNA sequencing (RNA-seq), assay for transposase-accessible chromatin (ATAC) using sequencing (ATAC-seq), and CITE-seq, using antibodies against antigens that are predicted to be differentially expressed across HSC subtypes. This allowed the identification of genes and surface markers expressed preferentially by PLT-HSCs (CD274 and CD61) and MUL-HSCs (CD27 and CD357). We show that combining these markers allows PLT-HSCs to be prospectively identified and isolated to ∼85% purity from young adult mice, as measured by single-cell transplantation. Furthermore, we use this dataset to develop a simple gene expression profile that can quantify platelet bias at the single-HSC level. Finally, we use these two platforms to show that aging and acute platelet depletion, but not chronic inflammatory stress, generate platelet bias of the HSC population.

## Results

### Identification of surface markers selective for HSC subtypes

To identify putative surface markers specific to HSC subtypes, we used previously generated gene expression profiles obtained from HSC clones with defined fate restriction (Meng et al., 2023). These clones were obtained by transplantation of single *Vwf*-tdTomato+ HSCs and classified by regular analysis of their lineage output over 4 months (Figure 1A). DESeq2 was used to compare PLT-HSCs, MUL-HSCs, and platelet-erythroid-myeloid (PEM)-HSCs, and differentially expressed genes were filtered for cell surface expression and the availability of antibodies. This yielded 24 putative marker genes for downstream analysis (Figure 1B). We stained HSCs (defined as Lin−Sca-1+c-Kit+CD150+CD48−CD34−; Figure S1) from *Vwf*-EGFP transgenic mice (Sanjuan-Pla et al., 2013) with PE-conjugated antibodies against the candidate markers and observed significant signal from 12 of these antibodies (Figure 1C).

**Figure 1:**
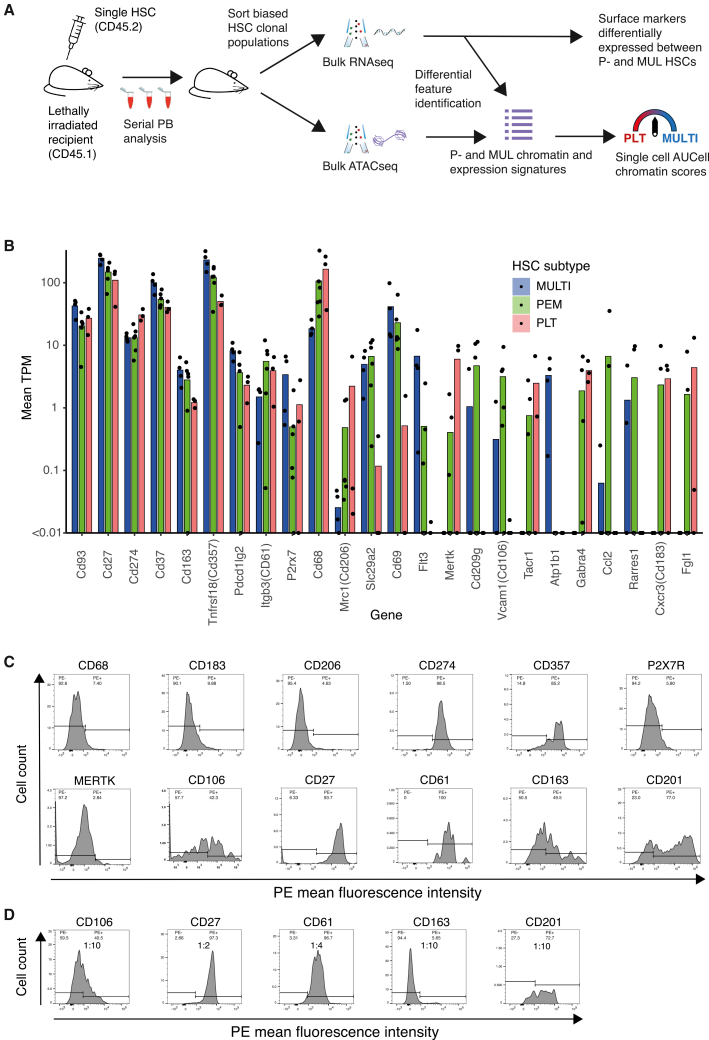
Development of the CITE-seq antibody panel (A) Experimental workflow for profiling lineage-restricted HSC subtypes. Single HSCs (LSKCD150+CD48−CD34−*Vwf*+) were transplanted into lethally irradiated recipient mice along 200,000 competitor bone marrow cells. Serial peripheral blood analysis identified lineage-restricted donor cells. Clonal HSC populations were re-isolated for bulk RNA-seq and ATAC-seq. The differential gene expression and accessible chromatin signatures were utilized for scoring molecular lineage bias of individual HSCs. The differentially expressed genes from RNA-seq analysis were used to identify candidate subtype-specific cell-surface markers for CITE-seq. (B) Mean transcripts per million (TPM) values of CITE-seq candidate genes across clonally amplified HSC subtypes from (A). Number of independent single-HSC-derived clones: PLT-HSCs, *N* = 3; PEM HSCs, *N* = 6; MUL-HSCs, *N* = 4. (C) PE antibody staining intensity of the proteins encoded by CITE-seq candidate genes from (B) on mouse HSCs. (D) Candidate markers with high staining intensities in (C) were titrated with their unconjugated forms to standardize staining levels across the panel. These titration ratios shown were used in the final CITE-seq antibody panel to ensure balanced detection of antigens.

To correlate surface marker expression to HSC fate restriction, we used DOGMA-seq (Mimitou et al., 2021), which allows simultaneous measurement of transcriptome, chromatin accessibility, and antibody surface binding at the single-cell level. 

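The data analysed here came from 1 preparation of HSCs, sorted as LSKCD150+CD48−CD34− bone marrow cells of 8-week-old mice, so no value below has a replicate. The deposited record describes the mice as female, and the paper's text gives neither their sex nor their number. The preparation gave 3 libraries that share cell barcodes: open chromatin (ATAC), RNA, and antibody-derived tags (ADTs), which are oligonucleotides carried by antibodies and read out by sequencing. The authors mapped the ATAC and RNA reads with Cell Ranger ARC 2.0.2 to the mm10 (GRCm38) genome. They deposited counts of reads, unique molecular identifiers (UMIs) and fragments for each barcode, and the position of each unique ATAC fragment. The ADT reads were counted with CITE-seq-Count into a matrix of UMIs. None of these counts was normalized. The RNA counts per gene were not analysed here, so what follows rests on open chromatin.

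The ATAC library held 211561468 read pairs, 92.0% of them in the 3757 barcodes called as cells. All its read pairs divided by the number of called cells gave 56311. The RNA library held 163982094 read pairs, 75.5% of them in called cells, and the same division gave 43647. The paper's methods state 25000 paired reads per cell for the ATAC library and 20000 for the RNA and ADT libraries together. The values here use all read pairs in the deposited barcode counts. Among called cells, 69.1% of ATAC read pairs were duplicates and 1.42% were mitochondrial. After removal of duplicates, called cells held 38470179 of 42000180 fragments (91.6%), each supported by 4.49 read pairs on average. The median called cell had 10691 ATAC fragments, 3834 RNA UMIs and 2014 genes detected. Introns contributed 48.1% of the RNA UMIs in called cells.

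From the fragments, cells were filtered and clustered on 500-bp tiles of the genome, and fragments on genes were summed per cluster. Sums of fragments are given with exact 95% counting intervals. These cover counting error only, and say nothing about variation between mice or preparations. Cells of 1 preparation are not replicates, so no p-value is given for any difference between clusters.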

In order to balance the detection of antibodies during sequencing, we first established suitable dilutions of antibodies with high staining intensity on HSCs (Figure 1D). Using this optimized antibody panel of oligonucleotide-conjugated antibodies, we stained and purified HSCs from 8-week-old mice (using the gating strategy from Figure S1) followed by 10× multiome profiling using the DOGMA-seq protocol. 

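Because the RNA counts per gene were not analysed here, the WNN integration was replaced by clustering on the ATAC fragments alone. The 100000 tiles of 500 bp that were open in the largest numbers of the 3108 passing cells were normalized by TF-IDF and reduced by SVD to 30 components. Of these, 2 correlated with the log10 number of fragments per cell (absolute r over 0.5) and were dropped. Weaker links to depth stayed, with r of 0.387 for component 4 and −0.226 for component 5. Leiden clustering at a resolution of 0.8 gave 4 clusters. Cluster 1 held 924 cells (29.7%), cluster 2 held 894 (28.8%), cluster 3 held 755 (24.3%) and cluster 4 held 535 (17.2%). These counts include 6 cells that had formed clusters of their own and were joined to the cluster of their nearest neighbor, a step added after the clusters were seen.

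The clusters had similar depth and quality. Their median fragments per cell ranged from 10841 in cluster 3 to 11863.5 in cluster 2, and median RNA UMIs from 3640 in cluster 3 to 4014 in cluster 4. Between 7.05% and 8.87% of the cells of each cluster bore the mark of doublets. Cycling cells could not be set apart without RNA, so any cycling HSCs remain in these clusters, and where they lie is not known. The number of clusters depended on the settings. It was 2 at a resolution of 0.4, 8 at a resolution of 1.2, and 7 with 5000-bp tiles. The cluster membership of single cells was nearly the same under a second random seed (adjusted Rand index 0.941, where 1 is identity), and much less so with 15 components (0.463). When each cell was thinned to 3000 fragments, the membership was almost unrelated (0.0311). In a simulation of 3108 cells that all shared 1 accessibility profile, the same steps gave 5 clusters. A number of clusters by itself therefore does not show that cells differ.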

After mapping of reads to the 3 modalities, single HSCs were clustered using weighted nearest neighbor (WNN) integration of RNA-seq and ATAC-seq (Figure 2A). Clusters representing cycling HSCs were identified using transcriptional cell cycle signatures (Figures S2A and S2B). To assign HSC subtype identity to non-cycling HSC clusters, we used ATAC signatures specific for MUL- and PLT-HSCs generated from the aforementioned fate-restricted HSC clones (Meng et al., 2023). 

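The peak signatures of the HSC clones were not used here. In their place stand the genes of Table S2, which the paper reports as differing between PLT and MUL clones. All 129 genes were found in the GENCODE vM21 annotation, 3 of them through an older symbol. After the 12 genes named in the text were left out, 61 PLT genes and 56 MUL genes remained, and fragments over each gene body and the 2000 bp upstream were summed per cluster. Cluster 2 had the highest ratio of fragments on PLT genes to fragments on MUL genes, at 1.49 (1.47 to 1.52), from 42244 and 28266 fragments. Cluster 4 had the lowest, at 1.37 (1.34 to 1.40), from 23033 and 16829 fragments. Clusters 1 and 3 lay between them, both at 1.40. Their intervals overlapped that of cluster 4, but not that of cluster 2.

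The ratio in cluster 2 was 1.09 times that in cluster 4, a log2 difference of 0.127 (counting interval 0.0909 to 0.163). Shuffling the cluster labels among the cells 200 times gave differences of at most 0.0809. Over 2000 pairs of random gene lists matched to the signature on gene length, GC content and fragments, the central 95% of differences between the same 2 clusters ran from −0.0553 to 0.0698. The difference was spread over many genes. Among genes with at least 100 fragments in clusters 2 and 4, 37 of 52 PLT genes (71.2%) were more accessible in cluster 2, against 18 of 49 MUL genes (36.7%) and 50.1% of all protein-coding genes. Clusters 2 and 4 are the extremes by this ratio, so a difference above 0 between them is partly a product of the choice. To remove this, cells were clustered and ranked on the even-numbered chromosomes and X alone, and the genes of the odd-numbered autosomes were then measured. This gave a difference of 0.139 (0.0995 to 0.178). Clusters from the odd-numbered autosomes gave 0.130 (0.0740 to 0.185) for the genes of the other chromosomes.

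The alternative that moved the difference most was thinning each cell to 3000 fragments before clustering, which left 0.0128, within the range of its own shuffles (up to 0.0781). A resolution of 0.4, with 2 clusters, also left a difference within its shuffles, at 0.0196. With the clusters kept and the thinned fragments counted, which was chosen after seeing the data, the difference was 0.130 (0.0583 to 0.202), only just above its shuffles (up to 0.127).

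**Figure D1:**
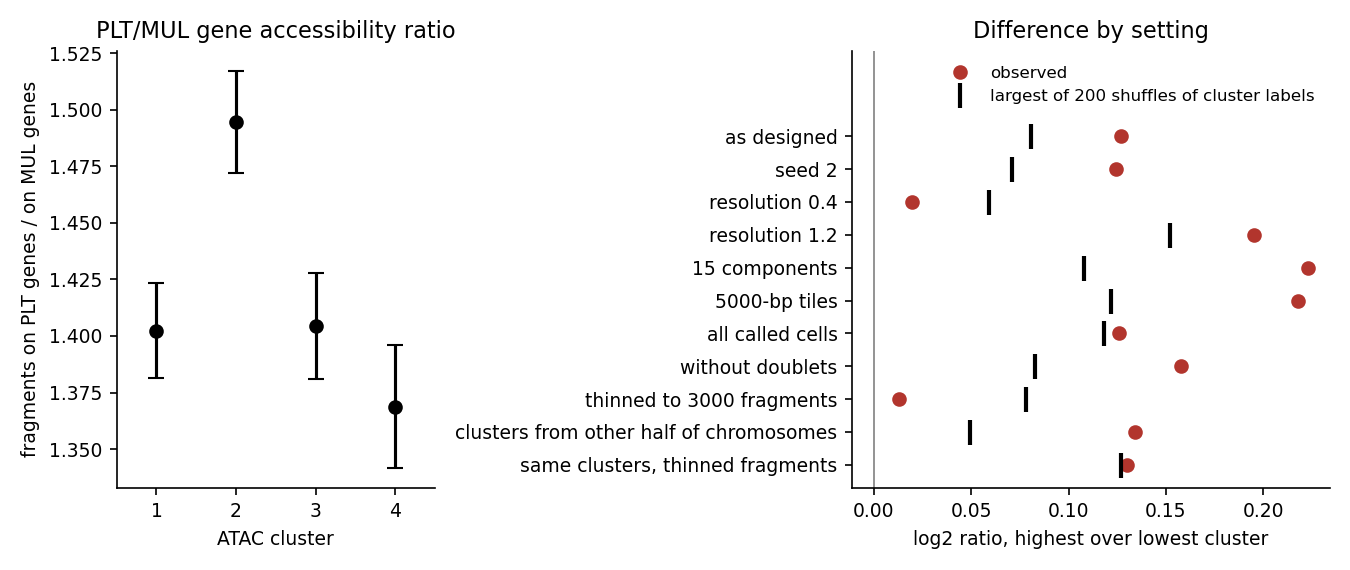
Left, ratio of fragments on PLT genes to fragments on MUL genes in the 4 ATAC clusters, with 95% counting intervals (the axis does not start at 0). Right, log2 difference of this ratio between the highest and the lowest cluster under each setting (points), with the largest difference from 200 shuffles of the cluster labels (bars). The points at a resolution of 0.4 and after thinning before clustering fall below their bars.

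The paper's own reasoning starts from clones whose output in transplanted mice is known. Regions open in PLT clones or in MUL clones form its 2 signatures, and it reads the balance of these signatures in a cluster as that cluster's fate restriction. The paper then takes motif accessibility, the expression of known marker genes and the enrichment of published PLT and MUL expression signatures as further evidence for the same assignment. The markers drawn from these clusters are later tested in the paper by transplanting single sorted cells.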

Based on the PLT/MUL ATAC signature ratio, clusters were classified as PLT-HSCs (high signature ratio), MUL-HSCs (low signature ratio), or INT-HSCs (intermediate signature ratio), likely representing PEM-HSCs (Meng et al., 2023) (Figure 2B). This molecular classification was further supported by transcription factor (TF) motif enrichment analysis. 

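Motif accessibility was measured between cluster 2, the cluster with the highest PLT/MUL ratio, and cluster 4, the one with the lowest. The motif matrices and chromVAR scores of the paper were not used here. Instead, the sequence of each of the 100000 tiles was searched for a consensus string per motif family, fixed before the data were examined, and the share of open tiles with the motif was compared between the 2 clusters. The mean of 50 sets of tiles matched on GC content and accessibility was then subtracted. These sets were drawn from all tiles, including those with the motif, which tends to shrink the differences. Such tiles make up 28.6% of the tiles for MEIS/TGIF, 27.7% for GATA and 18.3% for RUNX. The SD over the sets gives the spread between matched sets of tiles, not of replicates.

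Of 11 families that Figure 2C places with PLT or MUL cells, 7 differed in the same direction between clusters 2 and 4, namely 4 of 6 PLT families and 3 of 5 MUL families. In 4 of the 7, the difference was larger than 2 background SDs. Tiles with the RUNX string TGTGGTY, where Y is C or T, were less often open in cluster 2 (−0.747%, −4.87 background SDs). Those with the MEIS/TGIF string TGACAG differed by −0.429% (−2.91 SDs), and those with the NEUROG/BHLHE22 string CATATG by −0.806% (−2.57 SDs). The STAT5 string TTCYNRGAA, a PLT family, was more often open in cluster 2 (0.736%, 2.78 SDs). GFI1B, MXI1, GATA and EWSR1-FLI1 went against Figure 2C, each by less than 2 background SDs. In other settings the distance was larger, with GATA at −3.22% (−19.6 SDs) when cells were clustered on 5000-bp tiles. Tiles with GATA strings differed by −0.0629% at a background SD of 0.179. Between clusters 2 and 4, the differences of the 11 families were below 1% of the accessibility of a motif, except that of EWSR1-FLI1 (−1.70%), whose string occurs in only 490 tiles. Among families with no single group in Figure 2C, SPI1 tiles were less accessible in cluster 2 (−2.22%, −7.44 SDs) and KLF tiles more (0.909%, 5.13 SDs).

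The tally moved most when all called cells were clustered, where 4 of the 11 families went as in Figure 2C. Not all families beyond 2 SDs held their direction. RUNX and NEUROG/BHLHE22 changed sign without the background correction, NEUROG/BHLHE22 and STAT5 in all called cells, and STAT5 and KLF with 5000-bp tiles. At a resolution of 0.4 and after thinning before clustering, the order of the clusters is not determined, so no sign there counts for or against Figure 2C.

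**Figure D2:**
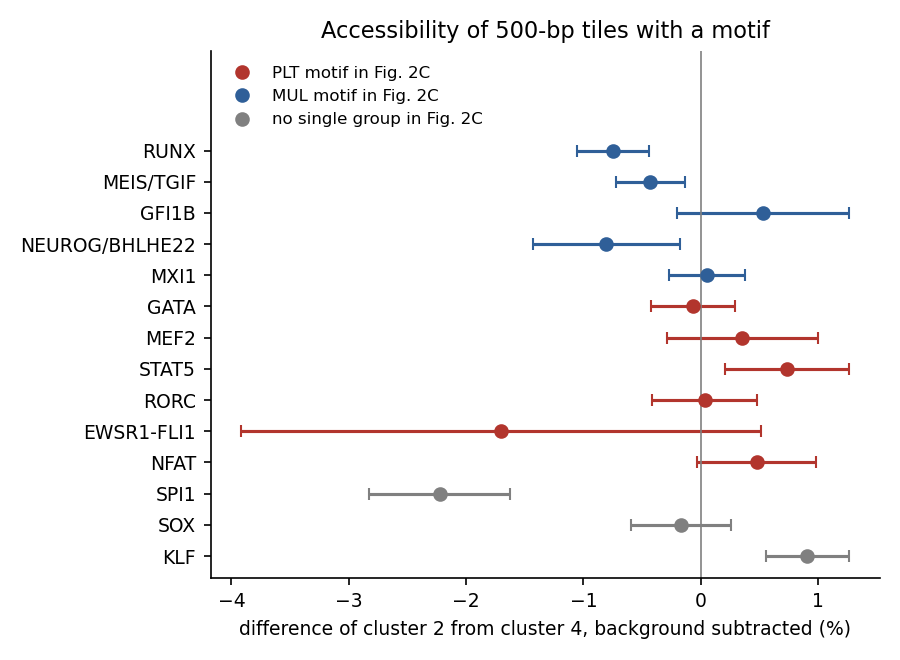
Difference in accessibility of tiles with each motif, cluster 2 relative to cluster 4, after subtraction of matched background tiles (x axis, percent). Bars span 2 background SDs either side, and colors give the group in Fig. 2C. RUNX, MEIS/TGIF and NEUROG/BHLHE22 lie below 0 and STAT5 above 0 with bars that do not reach it.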

Comparison of PLT, MUL, and INT clusters revealed enrichment of previously identified MUL-specific motifs in MUL-HSCs and PLT-specific motifs in PLT-HSCs, whereas the INT clusters exhibited the characteristic intermediate TF motif accessibility profile of PEM-HSCs (Figure 2C). 

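Expression could not be measured without the RNA counts per gene, so the accessibility of the same genes was compared between clusters 2 and 4, the extremes of the PLT/MUL ratio. Fragments over the gene body and the 2000 bp upstream were divided by all fragments of the cluster, 11002586 in cluster 2 and 6359096 in cluster 4. Coordinates are those of GRCm38. *Neo1* (ENSMUSG00000032340.8), on chromosome 9 from 58874687 to 59036441, had 0.590 fragments per 10000 in cluster 2 and 0.439 in cluster 4, a log2 difference of 0.43 (counting interval 0.22 to 0.63). *Ctla2a* (ENSMUSG00000044258.10), on chromosome 13 from 60934155 to 60936625, had 0.210 and 0.302 per 10000, a log2 difference of −0.52 (−0.81 to −0.24). For *Sox4* (ENSMUSG00000076431.4), on chromosome 13 from 28948919 to 28953713, the difference was −0.12 (−0.34 to 0.09). For *Vwf* (ENSMUSG00000001930.17), on chromosome 6 from 125546774 to 125686679, it was 0.09 (−0.03 to 0.21). The intervals of *Sox4* and *Vwf* include 0 here, but not in every setting. In the paper's direction, *Sox4* was at −0.30 (−0.55 to −0.04) within 1000 bp of the TSS, −0.36 (−0.65 to −0.07) with 15 components and −0.29 (−0.49 to −0.09) in clusters from the other chromosomes. *Vwf* was at 0.36 (0.21 to 0.51) with 15 components and 0.14 (0.01 to 0.27) when cells were clustered on 5000-bp tiles. At a resolution of 0.4, *Vwf* lay the other way, at −0.14 (−0.23 to −0.05), but the order of the clusters is not determined there. Counting both ends of each fragment left *Vwf* at 0.09 with a narrower interval (0.01 to 0.18), but the ends of a fragment are not independent counts.

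The direction was that of the paper's expression groups for all 4 genes, but this tally was not stable. It was 2 of 4 at a resolution of 1.2. At a resolution of 0.4 it was 0 of 4. There the difference in PLT/MUL ratio lies within the range of shuffled labels, so which cluster is the highest is not determined. With the order turned, the tally is 4 of 4. After thinning and new clusters, where the order is not determined either, it was 2 of 4 in both orders. Counting only fragments within 1000 bp of the TSS left 2 of 4, with *Neo1* at −0.36 (−0.74 to 0.02). For *Vwf* this window lies at the first annotated start of the gene, not at that of its principal transcript, and held only 3 and 2 fragments. In the PLT and MUL genes of the qPCR panels (Tables S5 and S6), 4 of 8 further genes lay in the stated direction. *Cd27*, which Table S6 holds where Table S5 lists *Crip2*, is a MUL gene there and is not among the 8; it also lay in the stated direction (−0.06), with an interval that includes 0. *Inhba* (0.48), *Pdgfc* (0.23) and *Flt3* (−0.24) did so with intervals that exclude 0. *Plek2* (0.09) did so with an interval that includes 0. It kept this sign in 4 other settings and had the other sign in 7, with −0.68 (−1.19 to −0.19) on 5000-bp tiles. *Gpr4* (−0.63) and *Sec16b* (0.27) lay the other way, also with intervals that exclude 0. *Sec16b* changed sign at a resolution of 1.2, in clusters made from the other chromosomes and with thinned fragments in the same clusters. *Pdgfc* changed sign within 1000 bp of the TSS.

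At *Vwf*, 41.6% of the 5428 fragments over the locus in passing cells fell in 3 bins of 1000 bp, none of them at the start of the gene. The bin from 125573001 to 125574000 lies in the intron after exon 6 of the principal transcript, Vwf-203, and held 859 fragments. The bins from 125603001 to 125604000 and from 125604001 to 125605000 overlap exons 14 and 15 and held 818 and 580 fragments. A shorter annotated transcript, Vwf-206, starts at 125603550 in the first of these. The bin with the start of the principal transcript, at 125552948, held 155 fragments. In the 3 bins, the log2 differences between clusters 2 and 4 were 0.22, 0.02 and −0.06, with counting intervals that include 0. Of the 96 bins with fragments in both clusters, 1 had an interval that excludes 0, singled out after its values were seen. It runs from 125594001 to 125595000 in the intron after exon 10, with 66 and 18 fragments and a log2 difference of 1.08 (0.31 to 1.92).

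**Figure D3:**
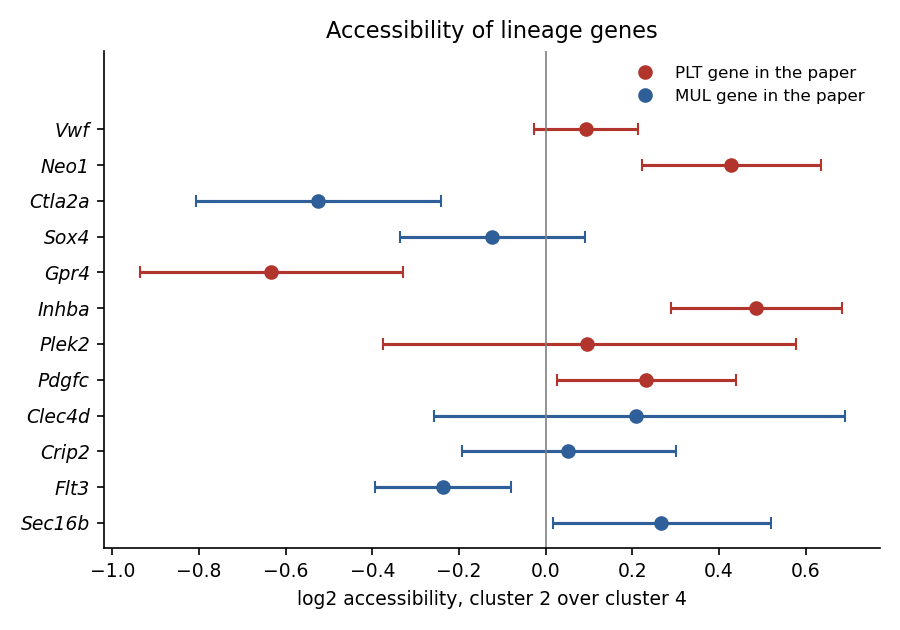
Log2 accessibility of the lineage genes named in the paper, cluster 2 over cluster 4 (points), with 95% counting intervals (bars); colors give the paper's PLT and MUL genes. *Neo1*, *Inhba* and *Pdgfc* lie above 0 and *Ctla2a* and *Flt3* below 0 as in the paper, and *Gpr4* and *Sec16b* lie on the other side.

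**Figure D4:**
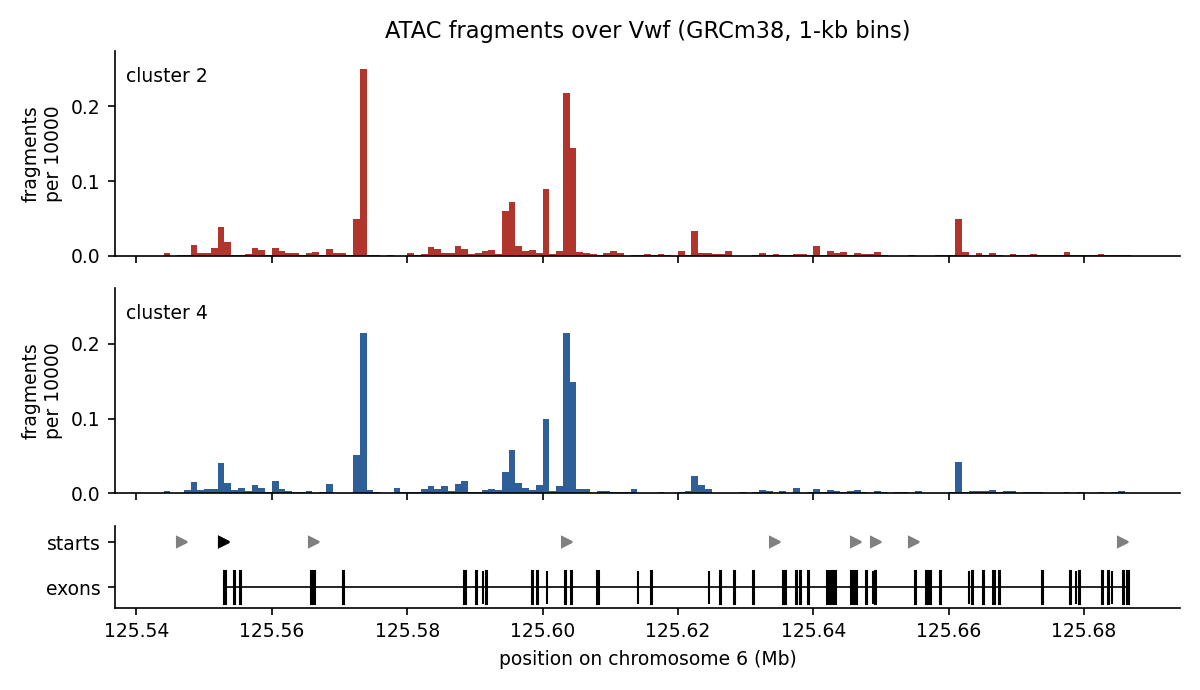
ATAC fragments per 10000 in bins of 1000 bp over *Vwf* in cluster 2 (top) and cluster 4 (middle), with exons of the principal transcript and starts of annotated transcripts (arrowheads, principal transcript in black). The tallest bins lie within the gene body in both clusters.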

Finally, differential gene expression analysis comparing PLT- and MUL-HSC clusters (Figure S3A; Table S1) revealed known marker genes preferentially expressed in PLT-HSCs (*Vwf* and *Neo1*) and MUL-HSCs (*Ctla2a* and *Sox4*) (Figure S3B). Consistently, gene set enrichment analysis (GSEA) confirmed enrichment of previously defined transcriptional PLT- and MUL-HSC signatures in PLT and MUL clusters, respectively (Rodriguez-Fraticelli et al., 2020) (Figure S3C).

**Figure 2:**
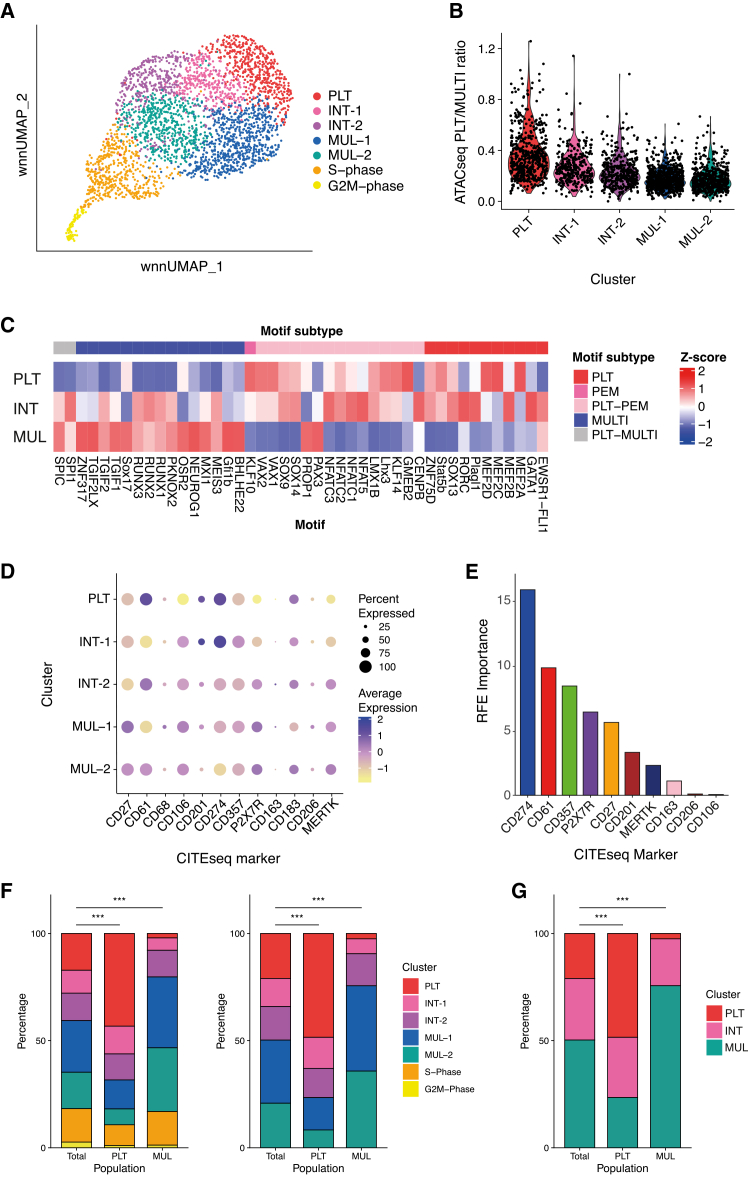
Identification of CITE-seq markers (A) Weighted nearest neighbor (WNN) uniform manifold approximation and projection (UMAP) projection of HSCs from 8-week-old mice. Clusters were annotated by their HSC subtype signature scores and cell cycling status. (B) Per-cell HSC subtype signature scores derived from ATAC-seq signatures in the non-cycling clusters from (A). (C) Heatmap of average accessibility scores (ChromVAR) of transcription factor motifs specific for the indicated HSC subtypes in HSC clusters from (B). INT and MUL clusters have been combined. (D) Expression of CITE-seq markers in clusters from (B). Color intensity indicates scaled expression; dot size represents the fraction of expressing cells. (E) Importance scores of CITE-seq markers for distinguishing PLT and MUL clusters, determined by recursive feature elimination (RFE). (F) *In silico* gating simulation of HSCs from (A) using the top five RFE-ranked markers from (E). The proportion of total, PLT- and MUL-gated cells belonging to each cluster from (A) is shown, including (left) and excluding (right) the cycling clusters. (G) HSC labels from (F) were grouped into PLT, INT (INT-1 and INT-2 combined), and MUL (MUL-1 and MUL-2 combined) populations. Statistical comparisons performed using chi-squared tests for *in silico* gating; ^∗∗∗^*p* < 0.001.

Using the molecularly annotated clusters, antibody tag expression on HSC subtypes was quantified (Figure 2D), and recursive feature elimination (RFE) was used to rank CITE-seq markers by their ability to discriminate PLT- and MUL-HSC clusters (Figure 2E). 

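The deposited ADT matrix gave UMI counts for 13 entries in 605049 columns. Nothing among the sources used here names these entries or the columns, so none could be assigned to an antibody, and no column to a cluster. Table S3 lists 12 antibodies. CITE-seq-Count by default adds an entry for reads that match no antibody, and whether 1 of the 13 is that entry is not known. The entries are called tags here, and any of the shares below can be that of unmatched reads. The order of the columns did not follow that of the ATAC and RNA barcodes. Columns at the places of called cells had a mean of 3.55 tag UMIs, against 3.24 at other places. The values that could be read were therefore totals. The matrix held 1959171 UMIs in 166498 columns with at least 1 UMI. The most abundant tag took 28.8% of the UMIs (exact 95% binomial interval 28.7 to 28.8%), the next 21.1%, and the least abundant 0.210%, a range of 137-fold.

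In the 3109 columns with at least 100 UMIs, whose median was 159, the most abundant tag over all columns took 30.4% of the UMIs and the second took 35.9%. These columns held only 28.3% of all tag UMIs, so most tag UMIs lay outside the columns with high counts. This share differed between tags. Of the UMIs of the second tag, 48.1% lay in these columns, and of the sixth only 5.16%. The median count per column was 55 for the second tag, 45 for the first, and 0 for each of the 4 least abundant.

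**Figure D5:**
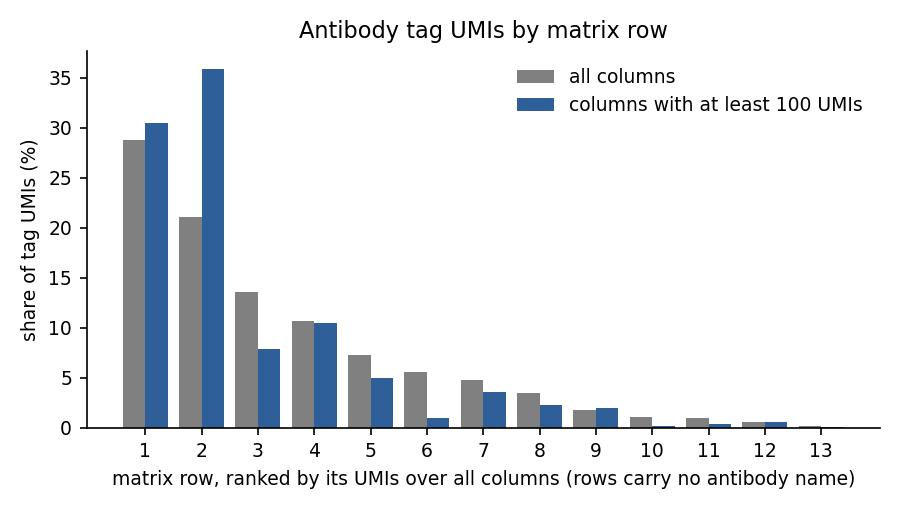
Share of tag UMIs (y axis, percent) taken by each of the 13 entries of the ADT matrix (antibody tags, and possibly reads that match none), ranked by their total (x axis), over all columns and over the 3109 columns with at least 100 UMIs. The first 2 tags take 49.9% of UMIs over all columns, and the second is the largest in columns with at least 100 UMIs.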

*In silico* gating using the top-ranked markers enriched for PLT-HSCs (CD61^hi^CD274^hi^CD357^lo^CD27^lo^P2X7R^lo^) or, conversely, MUL-HSCs (CD61^lo^CD274^lo^CD357^hi^CD27^hi^P2X7R^hi^) (Figures 2F and 2G). As the INT clusters have molecular properties of PEM-HSCs (which are platelet biased), this analysis indicates an approximate 75% enrichment PLT-HSCs using the PLT gating and similar 75% enrichment of MUL-HSCs using the MUL gating, excluding cycling HSCs from the calculation.

### Validation of marker-defined HSC subsets

The identified markers therefore enrich HSC subsets as measured by *in silico* gating. To assess their ability to fractionate HSCs *in vivo*, we first assessed the ability of the identified markers to purify HSCs based on expression of the *Vwf*-EGFP reporter (Sanjuan-Pla et al., 2013). We previously found that this *Vwf* reporter was expressed in the vast majority of PLT-HSCs (93% ± 4%) but only in a small minority of MUL-HSCs (7% ± 4%) (Carrelha et al., 2018). Using the 5-marker panel to gate PLT- and MUL-HSCs from *Vwf*-EGFP transgenic mice, we found these to have the expected proportions of *Vwf*-EGFP+ cells (Figure S4). Elimination of individual markers showed that P2XR7 contributed minimally to the efficiency of the marker panel (Figure 3A), and the resulting 4-marker panel was used for further experiments. To further validate the gating strategy, we generated a panel of genes preferentially expressed in PLT- and MUL-HSCs, respectively (Figure 3B; Table S2). PLT- and MUL-HSCs were sorted as outlined in Figure 3A, and gene expression was profiled by microfluidics-based single-cell PCR followed by principal-component analysis (PCA) (Figure 3C). This showed that the 4-marker panel efficiently segregated PLT- and MUL-HSCs defined by gene expression (Figure 3D). Finally, to functionally validate the PLT-HSC markers, we performed single-HSC transplantation. HSCs were sorted from CD45.1 *Gata1*-EGFP transgenic mice to allow quantification of all lineages, including platelets and erythrocytes, after transplantation into CD45.2 recipients. Lineage bias of HSC clones was determined by quantification of lineage output after 6, 10, and 16 week (Figures 3E, 3F, and S5). We observed the same output patterns as previously described, including a progressively lower contribution to overall platelet production with increasing platelet restriction (Carrelha et al., 2018). Using the 4-marker panel, we were able to obtain 85% purity of PLT-HSCs, defined as HSCs lacking lymphoid output and where platelets were the most abundant output lineage, compared to the previously observed 26% of total HSCs and 30% of *Vwf*+ HSCs (Carrelha et al., 2018) (Figures 3G and 3H). The majority of PLT-HSCs were either platelet or platelet-erythroid restricted (66%), compared to 10% of total HSCs (Carrelha et al., 2018). Gating using the identified markers therefore provides significantly improved PLT-HSC purification compared to previous markers, in addition to being transgene independent.

**Figure 3:**
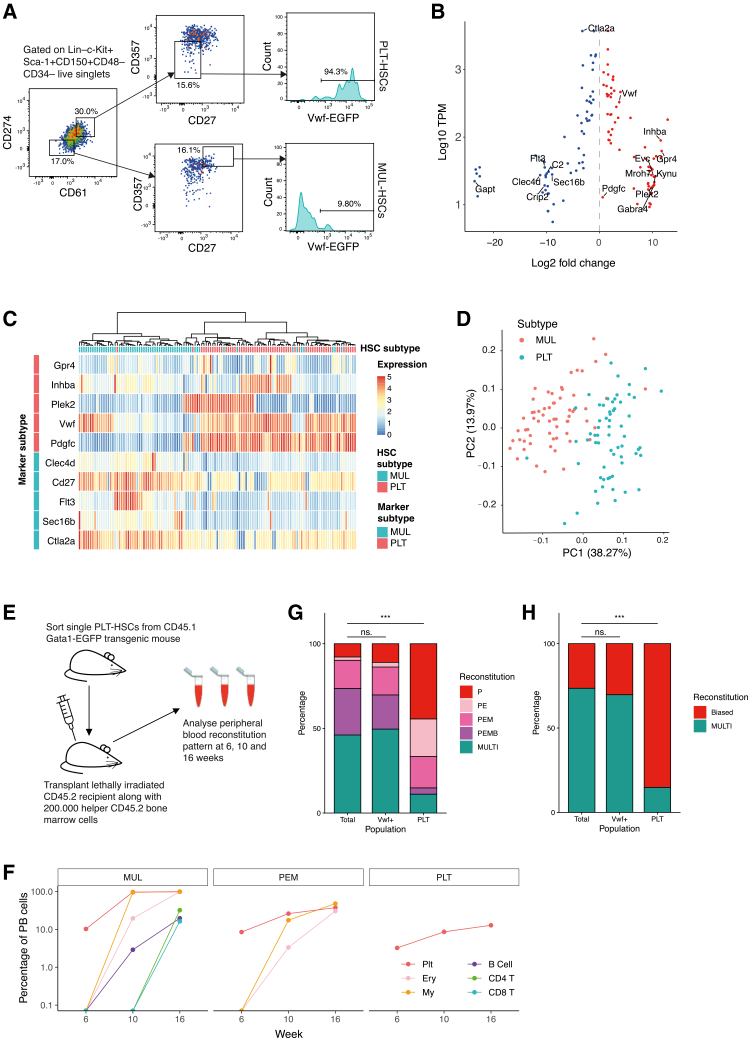
FACS isolation using new markers enriches lineage-biased HSCs (A) Flow cytometry gating strategy for identifying PLT- (LSKCD150+CD48−CD34−CD61^hi^CD274^hi^CD357^lo^CD27^lo^) and MUL-HSCs (LSKCD150+CD48−CD34−CD61^lo^CD274^lo^CD357^hi^CD27^hi^) from *Vwf*-EGFP transgenic mice. The percentage of *Vwf*-EGFP-positive cells in the PLT- and MUL-HSC populations is shown. (B) Volcano plot of genes differentially expressed (*p* < 0.05) between clonal PLT and MUL-HSC populations from Figure 1B. (C) Heatmap of gene expression in single PLT- and MUL-HSCs sorted as in (A) and profiled using microfluidics-based RT-qPCR of the indicated subtype-specific genes. Cells were hierarchically clustered using the normalized gene expression values. Mouse number: *N* = 4. (D) Plot of the PLT- and MUL-HSCs from (C) using the first two components from principal-component (PCA) analysis of their gene expression. Note the efficient separation of HSC subtypes. (E) Experimental workflow for single-cell transplantation of purified PLT-HSCs. Single PLT-HSCs were isolated from 8- to 12-week-old *Gata1*-EGFP mice (CD45.1 allotype) and transplanted into lethally irradiated CD45.2 recipient mice along 200,000 CD45.2 competitor bone marrow cells. Lineage output from single HSCs was assessed by serial peripheral blood analysis. (F) Examples of peripheral blood reconstitution patterns of MUL-, PEM-, and PLT-HSC clones from single HSC transplanted as shown in (E). (G) Distribution of lineage reconstitution patterns in PLT (CD61^hi^CD274^hi^CD357^lo^CD27^lo^), *Vwf*+, and total HSCs. (H) HSCs from (G) were grouped into platelet-biased (P-bias, P; PE or PEM-restricted) and multi-lineage HSCs (multi-PEMB and PEMBT) HSC phenotypes. Number of transplant recipients: PLT-HSC, *N* = 27; *Vwf*+ HSC, *N* = 102; total HSC, *N* = 109. Statistical comparisons performed using DEseq2 Wald’s test for differential gene analysis, chi-squared test for transplanted HSCs; ^∗∗∗^*p* < 0.001.

### Marker-based quantification of HSC perturbation

Both aging and chronic inflammation lead to declining HSC function (Bogeska et al., 2022), which has led to the hypothesis that increased inflammation is a driver of HSC aging. A key characteristic of aged HSCs is their molecular and functional platelet or platelet-myeloid bias (Cho et al., 2008; Grover et al., 2016). However, it is currently not clear if this aspect of the aging process is inflammation driven in the same manner as declining HSC function.

To address this question, we first tested if the identified surface markers could discriminate HSC subtypes in old mice. For this purpose, we profiled HSCs from 24-month-old mice using the same DOGMA-seq workflow and used anchor-based label transfer to identify aged HSCs molecularly similar to the subtypes defined in the young sample (Figures 4A and 4B). Using this annotation, we performed RFE analysis, observing that the same 4 markers were the top discriminators (Figure 4C). *In silico* gating (Figures 4D and 4E) showed similar enrichment of PLT- and MUL-HSCs using the 4 markers as in young mice (Figures 2F and 2G), supporting their robustness across age, the main difference being higher enrichment for PLT-HSCs in old mice, likely reflecting the higher abundance of this subtype.

**Figure 4:**
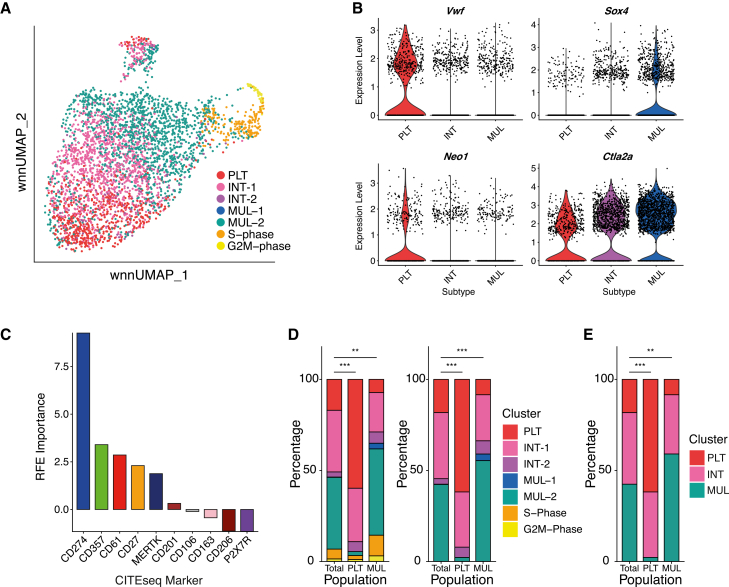
HSC subpopulation marker is conserved during aging (A) Weighted nearest neighbor (WNN) UMAP projection of HSCs from 24-month-old mice. Cells were annotated by anchor-based transferring of 8-week-old mice HSC labels from Figure 2A. (B) Expression levels of selected lineage potential signature genes in label-transferred clusters. (C) Importance scores of CITE-seq markers for separating the PLT and MUL clusters, calculated using recursive feature elimination (RFE). (D) *In silico* gating simulation of aged HSCs from (A) using the top four RFE-ranked markers from (B). The proportion of total, PLT- and MUL-gated cells belonging to each cluster from (A) is shown, including (left) and excluding (right) the cycling clusters. (E) Cluster identities from (D) were grouped into PLT, INT (INT-1 and INT-2 combined), and MUL (MUL-1 and MUL-2 combined) populations. Statistical comparisons performed using chi-squared tests for *in silico* gating; ^∗∗^*p* < 0.005, ^∗∗∗^*p* < 0.001.

To next test if the 4-marker panel could capture changes to HSC composition during normal aging, we used it to quantify PLT- and MUL-HSCs by flow cytometry, observing that the proportion of phenotypic PLT-HSCs was increased from 10% in young (2 months old) mice to 70% in 24-month-old mice (Figures 5A and 5B), in line with previous quantification by single-HSC transplantation (Grover et al., 2016). In contrast, using the previously characterized model of chronic inflammation based on prolonged treatment with poly(I-C), which leads to decline in HSC function (Bogeska et al., 2022), no significant changes to the proportion of HSC subtypes were observed (Figure 5C). Conversely, treatment with the thrombopoietin (TPO) agonist romiplostim (Romi) can enhance multi-lineage output from a depleted HSC pool in aplastic anemia (Lee et al., 2019) and in TPO-deficient mice (Nakamura-Ishizu et al., 2021). To test if Romi stimulation affects the phenotypic composition of the HSC compartment, we Romi treated adult mice. Across 4 weeks of semi-weekly Romi treatment, we observed increased platelet counts (Figure S6A), accompanied by expansion of the HSC and downstream progenitor compartments (Figure S6B). Our marker panel also revealed a significant increase in the proportion of MUL-HSCs relative to controls (Figure 5D).

**Figure 5:**
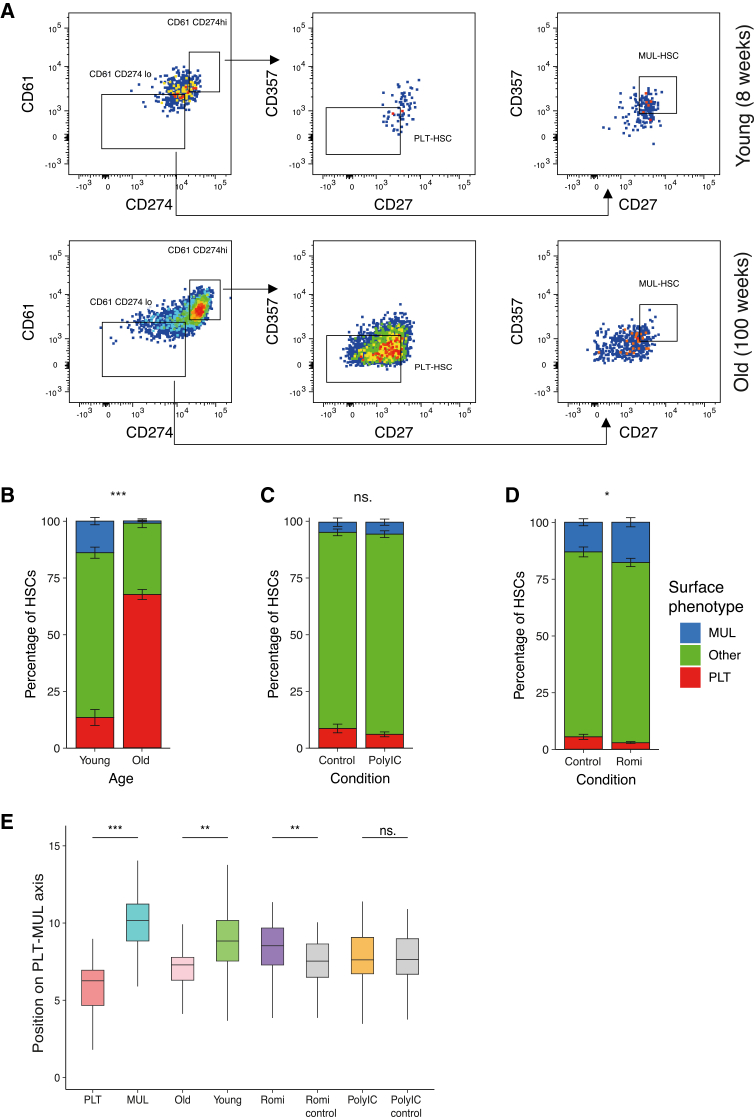
FACS and qPCR panel discriminate HSC subtypes (A) HSC subtype flow cytometry of young (8 weeks) and aged (100 weeks) mouse HSCs. (B) Proportion of gated PLT (CD61^hi^CD274^hi^CD357^lo^CD27^lo^), MUL (CD61^lo^CD274^lo^CD357^hi^CD27^hi^), and non-PLT/MUL-gated (other) HSCs in young and aged mice. (C) Proportion of gated PLT- and MUL-HSCs as in (A) in poly(I-C)-treated and control mice. (D) Proportion of gated PLT- and MUL-HSCs as in (A) in romiplostim-treated and control mice. (E) Lineage bias scores of the FACS-sorted PLT- and MUL-HSCs (Figure 2C), young, aged, poly(I-C) treated, and control HSCs. Scores were calculated by projecting individual cells onto a Slingshot trajectory connecting the PLT- and MUL-HSC populations using principal components derived from microfluidics RT-qPCR gene expression values (Figure 3C). Mouse number: young, *N* = 5; old, *N* = 4; romiplostim, *N* = 4; romiplostim control, *N* = 4; poly(I-C), *N* = 8; poly(I-C) control, *N* = 4. qPCR HSC number: MUL, *N* = 62; PLT, *N* = 63; old, *N* = 80; young, *N* = 85; romiplostim, *N* = 89; romiplostim control, *N* = 89; poly(I-C), *N* = 240; poly(I-C) control, *N* = 263. Statistical comparisons performed using multivariate analyses (MANOVA) for HSC subtype staining and unpaired two-tailed *t* tests for lineage bias scores; ^∗^*p* < 0.05, ^∗∗^*p* < 0.005, ^∗∗∗^*p* < 0.001. Data are presented as mean ± standard deviation.

To further substantiate these findings, we used microfluidics-based RT-qPCR, comparing purified MUL- and PLT-HSCs to aged and treated HSCs. To quantify any changes to lineage bias, we projected each single-cell population onto the axis connecting the fluorescence-activated cell sorting (FACS)-purified MUL- and PLT-HSCs and compared the projected positions along this axis between conditions. This confirmed a quantitative shift toward platelet bias in aged compared to young HSCs and increased multi-lineage signature following Romi treatment, with no significant difference between poly(I-C)-treated and control HSCs (Figure 5E).

Finally, we previously observed that *Vwf*-EGFP+ HSCs were preferentially induced to proliferate compared to *Vwf*-EGFP− HSCs after anti-CD42b-mediated platelet depletion (Luis et al., 2023). While this would be consistent with selective activation of PLT-HSCs, these only comprise 30% of the *Vwf*-EGFP+ HSC population (as discussed, Figure 3H), making a definitive conclusion difficult. Using the 4-marker panel to analyze platelet-depleted mice (Figure 6A), we observed a significant induction of PLT-HSC cycling (Figure 6B), leading to increased prevalence of PLT-HSCs in platelet-depleted compared to control mice (Figure 6C). In contrast, MUL-HSCs were more proliferative at baseline but showed only a modest increase in cell cycling after platelet depletion.

**Figure 6:**
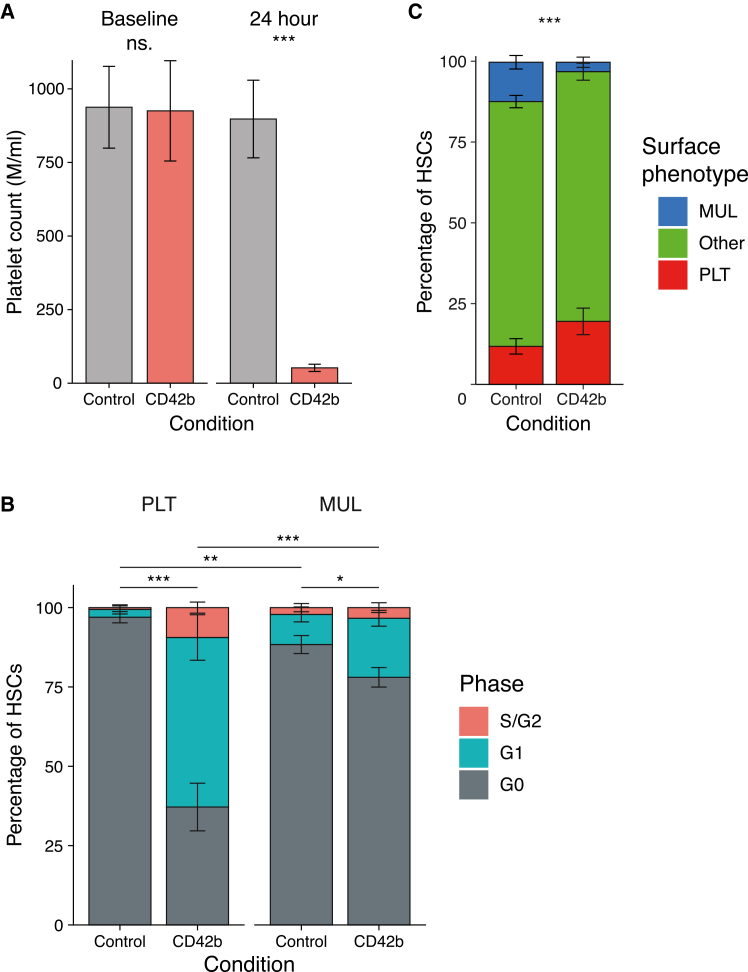
PLT-HSCs are activated by acute platelet depletion (A) Peripheral blood platelet count following anti-CD42b treatment or control. (B) Cell cycle phase distribution of PLT- and MUL-HSCs in CD42b antibody-treated and control mice. (C) Proportion of gated PLT (CD61^hi^CD274^hi^CD357^lo^CD27^lo^), MUL (CD61^lo^CD274^lo^CD357^hi^CD27^hi^), and non-PLT/MUL-gated (other) HSCs after platelet depletion. Mouse number: CD42b treated, *N* = 6; control: *N* = 4. Statistical comparisons performed using unpaired two-tailed *t* tests for platelet count, multivariate analyses (MANOVA) for cell cycle analysis and FACS gating, ^∗^*p* < 0.05, ^∗∗^*p* < 0.005, ^∗∗∗^*p* < 0.001. Data are presented as mean ± standard deviation.

## Discussion

Previously, a number of cell surface markers such as CD41 (Gekas and Graf, 2013), CD150 (Morita et al., 2010), Neogenin-1 (Gulati et al., 2019), and CD62P (Ross et al., 2024) have been associated with PLT- or platelet-myeloid-biased HSCs at the population level, but the extent to which these enrich PLT-HSCs at the single-cell level remains unclear. Currently, the best characterized strategy for PLT-HSC purification involves using a *Vwf* reporter. This partitions essentially all PLT-HSCs into the *Vwf*+ fraction (Carrelha et al., 2018), which is sufficient to generate platelet bias at the population level (Sanjuan-Pla et al., 2013). However, by single-cell transplantation, only 30% of *Vwf*+ HSCs are platelet biased, with the remaining 70% showing multi-lineage, myeloid-biased, and lymphoid-biased reconstitution patterns (Carrelha et al., 2018). We here used multiome profiling to identify a combination of cell surface markers that can identify PLT-HSCs within the HSC population with improved accuracy, allowing PLT-HSC to be prospectively identified and purified to ca. 85% purity, independently of any transgene, allowing more accurate phenotyping of HSC subtypes across multiple scenarios, including genetic and metabolic perturbations, aging and inflammation, as well as more accurate identification of cells-of-origin of hematological malignancies.

Hematopoietic stem cell aging is a complex process that involves both shifts in the abundance of HSC subtypes and changes to HSC function, and inflammation has been proposed to drive this process. However, comparing the effects of aging and chronic inflammation on HSC heterogeneity, we did not find that chronic inflammation increased HSC platelet bias using either cell surface markers or gene expression analysis. This suggests that while important for aging, an interferon-driven, pro-inflammatory response is not in itself sufficient to drive the age-associated change to HSC composition, which may involve a combination of extrinsic drivers such as IL-1 (Caiado and Manz, 2024) or TGF-β (Valletta et al., 2020), as well as changes to the bone marrow stromal microenvironment. While it is important to emphasize that a single inflammatory signal does not mimic the aging, this indicates that loss of HSC functionality, while observed in aging, does not necessarily derive from inflammation alone but is generated through the integrated action of multiple age-associated processes.

Platelet depletion by anti-CD42b antibody treatment releases IL-1, leading to niche-mediated HSC proliferation (Luis et al., 2023). We here find that in this scenario, PLT-HSCs are preferentially activated, consistent with the previous observation that *Vwf*+ HSCs are efficiently induced to expand, but providing greater specificity. In contrast, Romi treatment, which acts through the TPO receptor Mpl, induced a significant shift of the HSC compartment toward a multi-lineage phenotype, as measured using both cell surface and molecular markers. This indicates that sustained high-level Mpl activation can provide a selective advantage to MUL-HSCs, revealing a potential route to rebalancing the aging HSC compartment. While further work will be needed to explore this possibility, and in particular to understand if Romi selectively expands MUL-HSCs or drives PLT-HSCs toward differentiation, these results, along with those discussed earlier, show that an improved molecular phenotyping framework for dissecting HSC lineage bias can guide future modeling and perturbation studies, with an important next step being to test the identified markers on human cells, and if needed identify additional ones, in order to develop a similar panel for human PLT- and MUL-HSCs, as recently identified (Aksoz et al., 2024).

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Claus Nerlov.

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

Code for Fluidigm qPCR data analysis is available from GitHub repository NerlovLab/Fluidigm_PCA_projection. The sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession numbers GEO: GSE306075 and GEO: GSE328367. Raw microfluidics-based RT-qPCR data are available from GitHub: NerlovLab/Fluidigm_PCA_projection.

## Acknowledgments

We thank Xinran Huang and Yifan Bao from the MRC WIMM and Fenia Fotopoulou, Rebecca Lipp, Ian Ghezzi, Sena Alptekin, and Lena Bognar for assistance with poly(I-C) injections, cell sorting, and bone marrow harvests. We also acknowledge the Oxford Biomedical Services (BMS) for support with animal work and the WIMM Flow Cytometry Facility for expert assistance with cell sorting. This work was supported by 10.13039/501100000265MRC Unit grants (MC_UU_12009/7 and MC_UU_00029/9) to C.N.

## Author contributions

B.Z. conceived and designed the study and performed the majority of experiments, bioinformatic analyses, and data interpretations. Y.M. performed the HSC clonal expansion and bulk sequencing experiments, maintained the *Vwf*-EGFP mouse colony, contributed to bone marrow harvests, and provided daily supervision. E.R.C. performed poly(I-C) injections and contributed to bone marrow harvests. X.R. contributed to a substantial number of bone marrow harvests. A.F. maintained the *Gata1*-EGFP mouse colony. M.M. led the poly(I-C) experiments as co-PI. C.N. conceived and designed the study and supervised the projects as principal investigator.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-CD27 antibody-derived tag (ADT) reagent	BioLegend	Cat#124235; RRID: AB_2750344
Anti-CD61 antibody-derived tag (ADT) reagent	BioLegend	Cat#104327; RRID: AB_2832324
Anti-CD68 antibody-derived tag (ADT) reagent	BioLegend	Cat#137001; RRID: AB_2044003
Anti-CD106 antibody-derived tag (ADT) reagent	BioLegend	Cat#105701; RRID: AB_313202
Anti-CD163 antibody-derived tag (ADT) reagent	BioLegend	Cat#156702; RRID: AB_2800711
Anti-CD183 antibody-derived tag (ADT) reagent	BioLegend	Cat#155902; RRID: AB_2750166
Anti-CD201 antibody-derived tag (ADT) reagent	BioLegend	Cat#141509; RRID: AB_2800655
Anti-CD206 antibody-derived tag (ADT) reagent	BioLegend	Cat#141705; RRID: AB_10896421
Anti-CD274 antibody-derived tag (ADT) reagent	BioLegend	Cat#153604; RRID: AB_2783125
Anti-CD357 antibody-derived tag (ADT) reagent	BioLegend	Cat#126319; RRID: AB_2734195
Anti-P2X7R antibody-derived tag (ADT) reagent	BioLegend	Cat#148711; RRID: AB_2800683
Anti-MERTK antibody-derived tag (ADT) reagent	BioLegend	Cat#151502; RRID: AB_2566624
Anti-B220 antibody, PECy5 (lineage cocktail)	BioLegend	Cat#103210; RRID: AB_312995
Anti-CD4 antibody, PECy5 (lineage cocktail)	eBioscience	Cat#15-0042-82; RRID: AB_468698
Anti-CD8 antibody, PECy5 (lineage cocktail)	eBioscience	Cat#15-0081-82; RRID: AB_468706
Anti-Mac-1 antibody, PECy5 (lineage cocktail)	eBioscience	Cat#15-0112-82; RRID: AB_468714
Anti-Gr-1 antibody, PECy5 (lineage cocktail)	eBioscience	Cat#15-5931-82; RRID: AB_468813
Anti-Ter119 antibody, PECy5 (lineage cocktail)	eBioscience	Cat#15-5921-82; RRID: AB_468810
Anti-CD5 antibody, PECy5 (lineage cocktail)	BioLegend	Cat#100610; RRID: AB_312739
Anti-*c*-Kit antibody, APCe780 (Bone marrow)	eBioscience	Cat#47-1171-82; RRID: AB_1272177
Anti-CD150 antibody, BV785 (Bone marrow)	BioLegend	Cat#115937; RRID: AB_2565962
Anti-CD34 antibody, AF700 (Bone marrow)	eBioscience	Cat#56-0341-82; RRID: AB_493998
Anti-CD45.1 antibody, BV650 (Bone marrow)	BioLegend	Cat#110736; RRID: AB_2562564
Anti-CD45.2 antibody, AF700 (Bone marrow)	eBioscience	Cat#56-0454-82; RRID: AB_657752
Anti-Sca-1 antibody, BV421 (Bone marrow)	BioLegend	Cat#108128; RRID: AB_2563064
Anti-CD48 antibody, BV510 (Bone marrow)	BioLegend	Cat#103443; RRID: AB_2650826
Anti-CD274 antibody, BV605 (Bone marrow)	BioLegend	Cat#153606; RRID: AB_2814056
Anti-CD61 antibody, PE (Bone marrow)	BioLegend	Cat#104307; RRID: AB_313084
Anti-CD357 antibody, PECy7 (Bone marrow)	BioLegend	Cat#126318; RRID: AB_2563386
Anti-CD27 antibody, APC (Bone marrow)	BioLegend	Cat#124212; RRID: AB_2073425
Anti-Ki-67 antibody, BV650 (Bone marrow)	BD Biosciences	Cat#563757; RRID: AB_2688008
Anti-Mac1 antibody, PECy7 (WBC)	eBioscience	Cat#25-0112-81; RRID: AB_469587
Anti-CD19 antibody, eF450 (WBC)	eBioscience	Cat#48-0193-80; RRID: AB_2637304
Anti-CD4 antibody, APC (WBC)	eBioscience	Cat#17-0042-82; RRID: AB_469323
Anti-CD8a antibody, APCe780 (WBC)	eBioscience	Cat#47-0081-82; RRID: AB_1272185
Anti-NK1.1 antibody, PECy5 (WBC)	BioLegend	Cat#108716; RRID: AB_493590
Anti-CD41 antibody, BV421 (Platelet/RBC)	BioLegend	Cat#133911; RRID: AB_10960744
Anti-Ter119 antibody, APC (Platelet/RBC)	eBioscience	Cat#17-5921-82; RRID: AB_469473
Anti-CD42b antibody for platelet depletion	Emfret Analytics	Cat#R300
Non-immune rat IgG control antibody	Emfret Analytics	Cat#C301

**Chemicals, peptides, and recombinant proteins**		

CD117 magnetic beads	Miltenyi	Cat#130-097-146
MACS LS column	Miltenyi	Cat#130-042-401
FcR blocking agent	Miltenyi	Cat#130-092-575
Cytofix/Cytoperm buffer	BD	Cat#554714
Single-colour positive and negative compensation beads	BD	Cat#51-90-9001189; Cat#51-90-9001291
UltraComp eBeads	ThermoFisher	Cat#U20250
RNase inhibitor	ThermoFisher	Cat#PN-EO0382
1× nuclei buffer	10× Genomics	Cat#1000285
KAPA HiFi Mix	Roche	Cat#KK2601
SPRI beads	Beckman Coulter	Cat#B23318
TapeStation D5000 screening tapes	Agilent	Cat#5067-5588
NEBNext library quant kit	NEB	Cat#E7630
Amicon Ultra 50 kDa cut-off columns	Millipore	Cat#UFC505024
SYBR Safe dye	Invitrogen	Cat#S33102
Dextran	Sigma	Cat#31392
Ammonium chloride	Stemcell Technologies	Cat#07850
High molecular weight poly(I-C)	As described (Bogeska et al., 2022)	N/A
Romiplostim (Nplate)	N/A	N/A

**Critical commercial assays**		

Lightning-Link kit	Abcam	Cat#ab102921
Fluidigm 192.24 IFC platform	StandardBioTools	Cat#100-6170
10× Multiome pipeline	10× Genomics	CG000338

**Deposited data**		

Sequencing data generated in this study	This paper	GEO: GSE306075; GEO: GSE328367
Raw microfluidics-based qRT-PCR data	This paper	GitHub repository NerlovLab/Fluidigm_PCA_projection

**Experimental models: Organisms/strains**		

Mouse: C57BL/6J wild type	Charles River UK	Model 632; JAX stock#000664; RRID: IMSR_JAX:000664
Mouse: *Vwf*-EGFP reporter mice; Tg(*Vwf*-EGFP)2Nerl	Sten Eirik W. Jacobsen; Sanjuan-Pla et al. (2013)	MGI:6505537
Mouse: *Gata1*-EGFP mice, CD45.1 allotype	Claus Nerlov; Drissen et al. (2016)	N/A

**Oligonucleotides**		

Pre-amp	IDT	CCTTGGCACCCGAGAATTCC
SI-PCR	IDT	AATGATACGGCGACCACCGAGATCTAC ACTCTTTCCCTACACGACGCTC
RPxx (sample index)	IDT	CAAGCAGAAGACGGCATACGAGAT/SampleIndex/GTGACTGGAGTTCCT TGGCACCC GAGAATTCCA
ADT	IDT	/5Biosg/CCTTGGCACCGAGAATCCA/Barcode/GAAAAAAAAAAAAAAAAA AAAAAAAAAAAAA
TaqMan PCR probes	Thermo Fisher Scientific	See Table S5

**Software and algorithms**		

Cellranger-arc	10×	N/A
CITE-seq-Count	Grieshaber-Bouyer et al. (2021)	N/A
Seurat v5	Hao et al. (2024)	N/A
ChromVAR	Schep et al. (2017)	N/A
Signac	N/A	N/A
DESeq2	N/A	N/A
MAST	Finak et al. (2015)	N/A
clusterProfiler	Yu et al. (2012)	N/A
Slingshot	N/A	N/A
pheatmap	R package	N/A
Fluidigm qPCR data analysis code	This paper	GitHub repository NerlovLab/Fluidigm_PCA_projection

**Other**		

BD Fortessa	BD	N/A
BD Aria III, Aria Fusion, and S6 cell sorters	BD	N/A
Sony ID7000 spectral analyser	Sony	N/A
Horiba Pentra Haematology Analyser ES60	Horiba	N/A

### Experimental model and study participant details

#### Animals

All animal procedures, including breeding, maintenance, blood sampling and culling were performed, in accordance with UK Home Office regulations and the U.K. Animals (Scientific Procedures) Act, 1986, and with ethical approval by the University of Oxford Medical Sciences Division Animal Welfare and Ethical Review Body, under UK Home Office project license PP2240412. Experimental mice were all from the C57BL6/J strain. For candidate FACS antibody validation, 8-week *Vwf*-EGFP mice (Sanjuan-Pla et al., 2013) were used. For transplantations, *Gata1*-EGFP mice (Drissen et al., 2016) with a CD45.1 allotype aged 8 to 12 weeks were used as HSC donors. Wild type CD45.2 recipient mice, aged 8 weeks, were obtained from Charles River UK (Model 632). These wild type C57Bl6/J mice were also used for single-cell sequencing, Fluidigm single-cell qPCR, Poly(I-C) and Romiplostim treatments.

### Method details

#### Flow cytometry

Flow cytometric analysis was performed using BD Fortessa. Single-colour positive and negative compensation beads (BD, 51-90-9001189 & 51-90-9001291) were stained with 1:400 antibodies and used for creating the FACS panels. Fresh fluorescence-minus-one (FMO) controls were included in each individual experiment to guide gating and compensation. HSC sorting was carried out using BD Aria III, Aria Fusion, and S6 cell sorters. Bulk purity mode was used for sorting samples destined for bulk sequencing, DOGMAseq and bulk transplantation, while single-cell purity mode with indexing was employed for single-cell transplantation and single-cell qPCR experiments.

Spectral flow cytometry was performed using a Sony ID7000 spectral analyser. Single-colour reference controls were prepared using UltraComp eBeads (ThermoFisher, U20250) stained with individual antibodies and used for spectral unmixing and panel setup. For permeabilised panels, single-colour controls were subjected to the same fixation and permeabilization procedures as experimental samples. Spectral data were unmixed using the instrument’s unmixing algorithm with reference controls acquired under identical settings. Both freshly isolated and permeabilised bone marrow samples treated with anti-CD42b antibody were analyzed by spectral flow cytometry.

#### Bone marrow preparation

Bone marrow was harvested from sternum, femur, tibia and pelvis. Bones were crushed in FACS media (PBS with 5% FCS and 2 mM EDTA), and filtered through a 50 μm sterile filter. Sample leukocyte concentrations were measured by a Horiba Pentra Haematology Analyser ES60. Whole bone marrow (BM) cells were c-Kit enriched using MACS magnetic separation. The filtered BM cells were pelleted by centrifugation at 500*g* for 5 min and resuspended at a concentration of 1 million (M) WBCs/μL of FACS media. The cells were then mixed with CD117 magnetic beads (Miltenyi, 130-097-146) at a ratio of 2.5 μL/100 M WBCs and incubated on ice for 20 min. Subsequently, cells were washed, resuspended in 4 mL of FACS media, and passed through a MACS LS column (Miltenyi, 130-042-401). The column was washed three times with 3 mL of FACS media, removed from the magnet, and the c-Kit enriched cells were collected by flushing 8 mL of FACS media through the column into a new tube. The c-Kit enriched cells were first incubated with 1× FcR blocking agent (Miltenyi, 130-092-575) for 10 min and mixed with a 2× antibody (FACS + CITE-seq) cocktail, incubated further for 25 min, washed, and resuspended in FACS media containing 0.525 μg/μL 7-AAD for FACS, or proceeded for cell cycle analysis.

#### Cell cycle analysis

Stained bone marrow cells were permeabilised by Cytofix/Cytoperm buffer (BD, 554714) on ice for 20 min. Permeabilised cells were then washed in 1× Perm/Wash buffer (BD, 554714) twice, resuspended, and stained with Ki-67 antibody overnight at 4°C. The next day, cells were stained with 1 μg/mL DAPI on ice for 10 min and resuspended in wash buffer for FACS.

#### Single-cell transplantation

Single HSCs were sorted into 100μL of injection media (IMDM Pen/Strep L-Glutamine 0.1mM 2-Mercaptoethanol 20% BIT9500) in a U-bottom 96-well tissue culture plate. After sorting, an additional 100 μL of injection media containing 200,000 fresh CD45.2 competitor BM cells were added to each well, bringing the total injection volume to 200μL. The cells were then loaded into a 30G needle (Omnican50, B.Braun 9151125S) and injected intravenously into lethally irradiated (10.5Gray) recipients via the tail vein. The recipients were then given Baytril water for 4 weeks to prevent infection. PB was collected from the tail vein at week 6, 10, 16 for lineage reconstitution analysis (Platelet, Erythrocyte, Myeloid cell, T4 cell, T8 cell and B cell). PB lineage reconstitution was defined as > 0.1% donor chimerism within a given lineage. HSC fate restriction was defined by long-term reconstitution of peripheral blood cell types, as described (Carrelha et al., 2018).

#### Peripheral blood cell preparation for FACS

Peripheral blood (PB) was collected from the tail vein into heparin-coated tubes. To collect platelets and erythrocytes, blood was centrifuged for 10 min at 100 g; all the supernatant and 1 μL erythrocytes were transferred into a new tube containing 25 μL PB media (PBS 1% FCS 2 mM EDTA). To collect WBCs, the remaining blood was gently mixed with 100 μL PB media and 200 μL 2% Dextran (Sigma, 31392) and incubated at 37°C for 40 min to pellet red blood cells (RBCs). The supernatant was then transferred to a new tube, washed with 1 mL PB media and centrifuged at 1000 g. Next, the pellet was resuspended with 200 μL 0.8% ammonium chloride (Stemcell Technologies, 07850) for 4 min to lyse the remaining RBCs. Finally, the remaining WBCs were washed again with 1 mL PB media and resuspended in 25 μL PB media containing 1× FcR blocking reagents for 10 min before staining. Platelet, erythrocyte and WBC samples were stained with respective 2× antibody cocktail for 25 min, washed with 1 mL PB media and resuspended in PB media for FACS analysis.

#### CITEseq antibody conjugation

For candidates without off-the-shelf CITE-seq antibodies, a biotin-streptavidin conjugation was performed using the Lightning-Link kit (Abcam, ab102921). Antibody-derived tag (ADT) oligos (Table S3) were synthesised with a biotinylated 5′ tail (IDT) and reconstituted to 100 μM in TE buffer. To link the unconjugated antibody with streptavidin, 30 μL of modifier solution was added to 300 μL of 0.5 μg/μL antibody. The antibody was then mixed with 100 μg of lyophilised streptavidin and incubated overnight in the dark at room temperature (RT). The reaction was quenched by adding 30 μL of quenching solution followed by 40 μL of 0.1% Tween 20. To label each antibody molecule with 8 ADT oligos (as 4 docking sites per streptavidin molecule and 2 streptavidin per antibody), 150 μg of antibody was mixed with 8 nM biotinylated oligo and incubated overnight in the dark at RT. Conjugated antibodies were purified using Amicon Ultra 50 kDa cut-off columns (Millipore, UFC505024) according to the manufacturer’s protocol. The purified antibody was recovered with 150 μL PBS and stored at 4°C. To verify the conjugation, 1 μg of tagged conjugated antibody was electrophoresed alongside 1 μL stock oligo, 1 μg unconjugated antibody and 1 μg conjugated antibody stored for 4 weeks at 4°C plus a sample thermally incubated at 37°C for 1 h, on a 4% agarose gel with SYBR Safe dye (Invitrogen, S33102) at 100 V for 60 min.

#### DOGMAseq

The workflow was adopted from (Mimitou et al., 2021) with modifications improving recovery rate for HSC samples. Cells were sorted into 200 μL of FACS media containing 0.2 U/μL RNase inhibitor (ThermoFisher, PN-EO0382) and centrifuged for 7 min at 500 g. The supernatant was carefully removed until 5 μL remained, then 45 μL of DIG permeabilisation buffer (Water, 20 mM Tris-HCl, 150 mM NaCl, 3 mM MgCl2, 0.01% Digitonin, 2 U/μL RNase inhibitor) was added to the pellet, mixed by pipetting three times, and incubated on ice for 5 min. The permeabilised cells (nuclei) were washed with 100 μL of DIG wash buffer (Water, 20 mM Tris-HCl, 150 mM NaCl, 3 mM MgCl2, 2 U/μL RNase inhibitor) and centrifuged for 7 min at 700 g. The supernatant was carefully aspirated until 2 μL remained, and 3 μL of 1× nuclei buffer (10× Genomics, 1000285) was added to resuspended the pellet. The samples were then processed through the 10× Multiome pipeline (CG000338) with modifications to generate the CITEseq library: At step 4.1 pre-amplification, 1 μL of a 0.2 μM pre-amp primer (Table S4) was added. To construct the CITEseq library, 30 μL of the pre-amplified library was mixed with 50 μL of 2× KAPA HiFi Mix (Roche, KK2601), 2.5 μL each of 10 μM SI-PCR and RPxx primers (Table S4), and topped up to 100 μL with water for the sample index PCR: 1: 95°C 3 min, 2: 95°C 20 s, 3: 60°C 30 s, 4: 72°C 20 s, 5: 72°C 5 min. Repeat 3–5 19 times. 6: 4°C hold. The PCR product was purified using SPRI beads (Beckman Coulter, B23318) at a ratio of 1.6×. The library qualities were analyzed by TapeStation D5000 screening tapes (Agilent, 5067–5588) and their concentrations were determined using the NEBNext library quant kit (NEB, E7630) with correction to their average fragment size between 100 and 1000 bp. For sequencing, ADT libraries were mixed with gene expression libraries at a 1:9 ratio based on molecular concentration. The sequencing parameters have followed the 10× Multiome guideline: 50-8-24-49, 25,000 paired reads per cell for ATAC libraries and 28-10-10-90, 20,000 paired reads per cell for RNA+CITEseq libraries.

#### Fluidigm single-cell qRT-PCR

Single-cell qRT-PCR was performed using the Fluidigm 192.24 IFC platform (StandardBioTools, 100–6170). First, single HSCs were FACS-sorted into 96-well PCR plates, each well containing 5 μL Fluidigm reverse transcription buffer (1× Cell Direct 2× Reaction Mix, 12% SuperScript III RT/Platinum Taq Mix, 0.2 U/μL SUPERase·In RNase Inhibitor (Ambion, AM2694), 12% Buffer TE, 0.2× Taqman Assay mix). The plate was then incubated for the reverse transcription and targeted amplification by TaqMan PCR probes (Table S5): 1: 50°C 15 min: 2: 95°C 2 min, 3: 95°C 15 s, 4: 60°C 4 min. Repeat 3–4 22 times. 5: 4°C hold. After the incubation, 20 μL TE buffer was added to each well. Samples were then processed on a 192.24 IFC chip according to the manufacturer’s protocol. Upon completion, a Ct-by-cell matrix was generated. The gene expression levels were normalised according to Fluidigm’s official guide: an assumed baseline Ct value for negative results was set to Ct = 28; and any Ct > 28 were overwritten to 28. Then, 28 was subtracted from the Ct values and the delta Ct against the average Ct value of the two housekeeping genes was calculated. A clustered heatmap was generated using the R package pheatmap. To integrate data, delta Ct values were scaled and centered for each marker within each Fluidigm chip run before merging (Table S6). After integrating data from multiple chips, a PCA analysis was performed. A single-lineage Slingshot pseudotime trajectory was constructed using all principal components, with the FACS-sorted PLT population being the start cluster and the MUL population being the end cluster. The resulting pseudotime values for each cell were then used to infer their molecular proximity relative to these two reference populations.

#### Poly(I-C) treatment

Mice were treated with poly(I-C) as described (Bogeska et al., 2022). Mice were injected a total of 8 times i.p. with high molecular weight poly(I-C), two injections per week for four weeks, followed by a four-week recovery period prior to bone marrow harvest and isolation of HSCs via flow cytometry.

#### Romiplostim treatment

Romiplostim (Nplate) powder was reconstituted to a 500 μg/mL stock solution according to the manufacturer’s instructions and further diluted in PBS to a 10 μg/mL working concentration. Mice were administered Romiplostim or PBS at 10 μL/g body weight via subcutaneous injection on days 1, 5, 8, and 12 (twice weekly for two weeks). Peripheral blood was collected from the tail vein on days 0 (baseline), 7, and 14 for platelet count measurements. Bone marrow was harvested at the experimental endpoint on day 15.

#### Anti-CD42b antibody platelet depletion

Anti-CD42b antibody (Emfret, R300) and control antibody (non-immune rat IgG, Emfret, C301) were administered as a single dose at 2 μg/g body weight via intravenous injection. Peripheral platelet counts were measured at baseline and 24 h post-injection, at which time animals were sacrificed, and bone marrow samples were collected for downstream analyses.

#### Candidate CITEseq and Fluidigm marker identification

For the HSC clone bulk RNAseq data, DESeq2 (Love et al., 2014) was used to perform differential analysis (*p* < 0.05, log2FC > 0.5) between paired HSC subpopulations: Platelet-restricted (P), Platelet-Erythrocytes-Myeloid-restricted (PEM) and Multi-lineage (MULTI). Differentially expressed genes were filtered for based on the following criteria: TPM >5 in at least one clone, maximum TPM variability <200 between clones of the same lineage reconstitution pattern. For CITEseq candidates, localisation to the cell membrane (integral component of plasma membrane (GO:0005887)) and the availability of a FACS antibody were also required.

#### Single-cell multiome data processing

Raw FASTQ data was demultiplexed using Cellranger-arc (10×) with the mm10 reference genome to generate RNA and ATACseq feature-by-barcode count matrices; the pipeline also performs joint-modality cell calling that identifies single-cell associated barcodes. The CITEseq data were demultiplexed using CITE-seq-Count (Grieshaber-Bouyer et al., 2021). Count data from different modalities were combined using Seurat v5 (Hao et al., 2024). For each cell, the nucleosome signal, TSS enrichment score, mitochondrial RNA gene percentage, and ATACseq blacklist region (Amemiya et al., 2019) fragment percentage were calculated. Cells were filtered based on the following criteria: ATAC peak region fragments >3,000, percentage of ATAC reads in peaks >15%, ATAC blacklist reads <5%, nucleosome signal <4, TSS enrichment score >2, and mitochondrial RNA gene percentage <15%. 

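Among the 3757 called cells, 3108 passed the filters that could be applied (82.7%, exact 95% binomial interval 81.5 to 83.9%). The filter on fragments in peaks removed all of the rest. Of the 649 cells that did not pass, 647 were removed by it alone, and the remaining 2 also had a TSS enrichment below the limit. No called cell failed the limits on the share of fragments in peaks or on nucleosome signal. The median passing cell had 11442 fragments, 8039 of them in peaks when medians were taken separately, a TSS enrichment of 6.93, a nucleosome signal of 0.701 and 70.6% of its fragments in peaks. The limits on blacklisted regions and on mitochondrial RNA were not applied here, because the region list and the RNA counts per gene were not used.

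The 649 cells removed had few ATAC fragments (median 1660) but a median of 3713 RNA UMIs, close to the median of 3860.5 in passing cells, and 444 of them (68.4%) had at least 3000 RNA UMIs. Their share of fragments in peaks, a median of 72.6%, was not lower than that of passing cells. Requiring more than 5000 fragments in peaks left 2771 cells, whereas requiring more than 30% of fragments in peaks left 3106. The methods name no doublet removal. In 240 of the passing cells (7.72%), more autosomal sites were covered by more than 2 fragments than a Poisson count allows. This is a mark of droplets with more than 1 cell, but a cycling cell with copied DNA can bear it too. The marked cells had a median of 21822.5 fragments against 11153 in the others, and 6562.5 RNA UMIs against 3770. The Poisson mean was that of all called cells without regard to depth, so their higher number of fragments is partly built in.

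**Figure D6:**
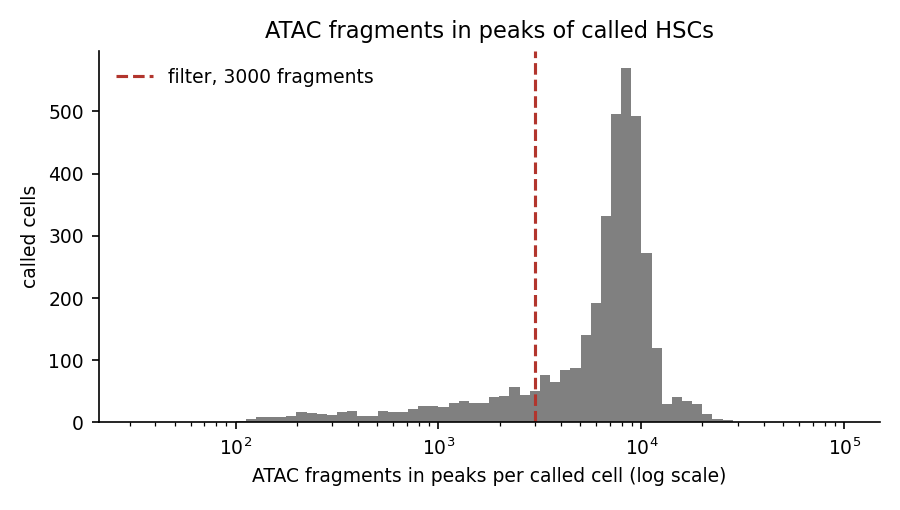
Histogram of the ATAC fragments in peaks of the 3757 called cells (x axis, log scale; y axis, number of cells), with the limit of 3000 as a dashed line. The 649 cells below the line form a long tail under the main group of cells.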

RNA expression data was log-normalised and scaled using Seurat. Antibody-derived tag (ADT) counts were normalised using centered log-ratio transformation. ATAC peak counts were normalised using term frequency-inverse document frequency (TF-IDF), followed by singular value decomposition (SVD). Cell cycle phases were determined by the Seurat CellCycleScoring function using published signatures (Tirosh et al., 2016). The motif accessibility was calculated using the RunChromVar function in Signac.

#### WNN clustering and dimensional reduction

Dimensional reductions were performed on the normalised RNAseq and ATACseq data. For the RNAseq data, JackStraw scores were calculated for principal component analysis (PCA) results to select the best dimensions. For the ATACseq data, dimensions were calculated using latent semantic indexing (LSI), and the correlation between the total counts and LSI-reduced dimensions was computed. To perform RNA+ATACseq joint analysis, the weighted nearest neighbor (WNN) (Hao et al., 2021) was computed using the appropriate dimensions from both modalities; unsupervised clusters and a uniform manifold approximation and projection (UMAP) were then generated.

#### In silico HSC subtype scoring

Signature gene and chromatin regions of platelet-restricted and multi-lineage clones were previously described (Meng et al., 2023). Single HSCs were scored for platelet (P) and multi-lineage (MULTI) potential using the bulk sequencing signatures. ATAC scores were calculated using ChromVAR (Schep et al., 2017) that counts the number of fragments within a given chromatin peak list. Per-cell lineage potential scores were calculated by dividing the PLT score by MULTI score in each modality, a higher lineage potential score indicates more platelet-bias and vice versa.

#### In silico marker selection and gating

Recursive feature elimination was used to rank the importance of CITEseq markers for separating the two extreme clusters, PLT and MUL. The top five ranked CITEseq markers were further validated: the HSCs were filtered by their CITEseq counts to simulated FACS enrichment of platelet-biased or multi-lineage phenotype.

#### Multiome data label transfer

To repeat the marker-based in silico gating analysis in aged HSCs, we transferred cluster labels from the 8-week reference dataset to 24-month-old HSCs using Seurat’s anchor-based multi-omic framework. First, we computed a supervised PCA (sPCA) reduction on the RNA assay of the reference dataset, using the multimodal WNN graph to capture joint transcriptional and chromatin accessibility structure underlying the reference clustering. Based on this sPCA space, a neighbor graph was generated and used as the basis for transfer anchor identification between 8-week and 24-month HSCs with FindTransferAnchors. Cluster identities from the 8-week dataset were then transferred to the 24-month cells using MapQuery. To confirm that these transferred annotations were consistent with the intrinsic structure of the 24-month dataset, we also generated an independent WNN UMAP and visualised transferred labels. This allowed us to assess whether the predicted labels formed coherent groups within the dataset in its own multimodal manifold.

### Quantification and statistical analysis

#### Multiome data analysis

Wilcoxon test was used to compare accessible chromatin sites. Differentially expressed genes or chromatin sites with log2FC > 0.2, adjusted *p* < 0.05 and minimal detection >10% in a cell population were selected. For expression data, MAST (Finak et al., 2015) was used to identify differentially expressed genes. GSEA analyses were subsequently performed using clusterProfiler (Yu et al., 2012).

#### Figure-level statistical analyses

Statistical tests for figure-level analyses were reported in the corresponding figure legends. In silico gating comparisons in Figures 2G and 4E were performed using chi-square tests. Differential gene analysis in Figure 3B was performed using DESeq2 Wald’s test, and transplanted HSC lineage-output comparisons in Figures 3G and 3H were performed using chi-square tests. For Figure 5, HSC subtype staining was analyzed using multivariate analyses (MANOVA), and lineage bias scores were compared using unpaired two-tailed T-tests. For Figure 6, platelet counts were compared using unpaired two-tailed T-tests, and cell cycle analysis and FACS gating were analyzed using MANOVA. For supplementary analyses, Figure S3 used MAST for single-cell differential gene analysis and permutation tests for GSEA enrichment, and Figure S6 used unpaired two-tailed T-tests. Data are presented as mean ± standard deviation where indicated in the figure legends; significance thresholds are shown in the corresponding legends (^∗^*p* < 0.05, ^∗∗^*p* < 0.005, ^∗∗∗^*p* < 0.001).

# Supplementary material for: Multiome-based identification of molecular markers for prospective identification of platelet-biased HSCs
**Source:** Stem Cell Reports. 2026 Jun 11;21(7):102959. doi: 10.1016/j.stemcr.2026.102959
**Supplement:** Document S1. Figures S1–S7

**Stem Cell Reports, Volume 21**

## **Supplemental Information**

### **Multiome-based identification of molecular markers for prospective identification of platelet-biased HSCs**

**Bowen Zhang, Yiran Meng, Esther Rodríguez Correa, Xiyang Ren, Alexandre Fagnan, Michael D. Milsom, and Claus Nerlov**

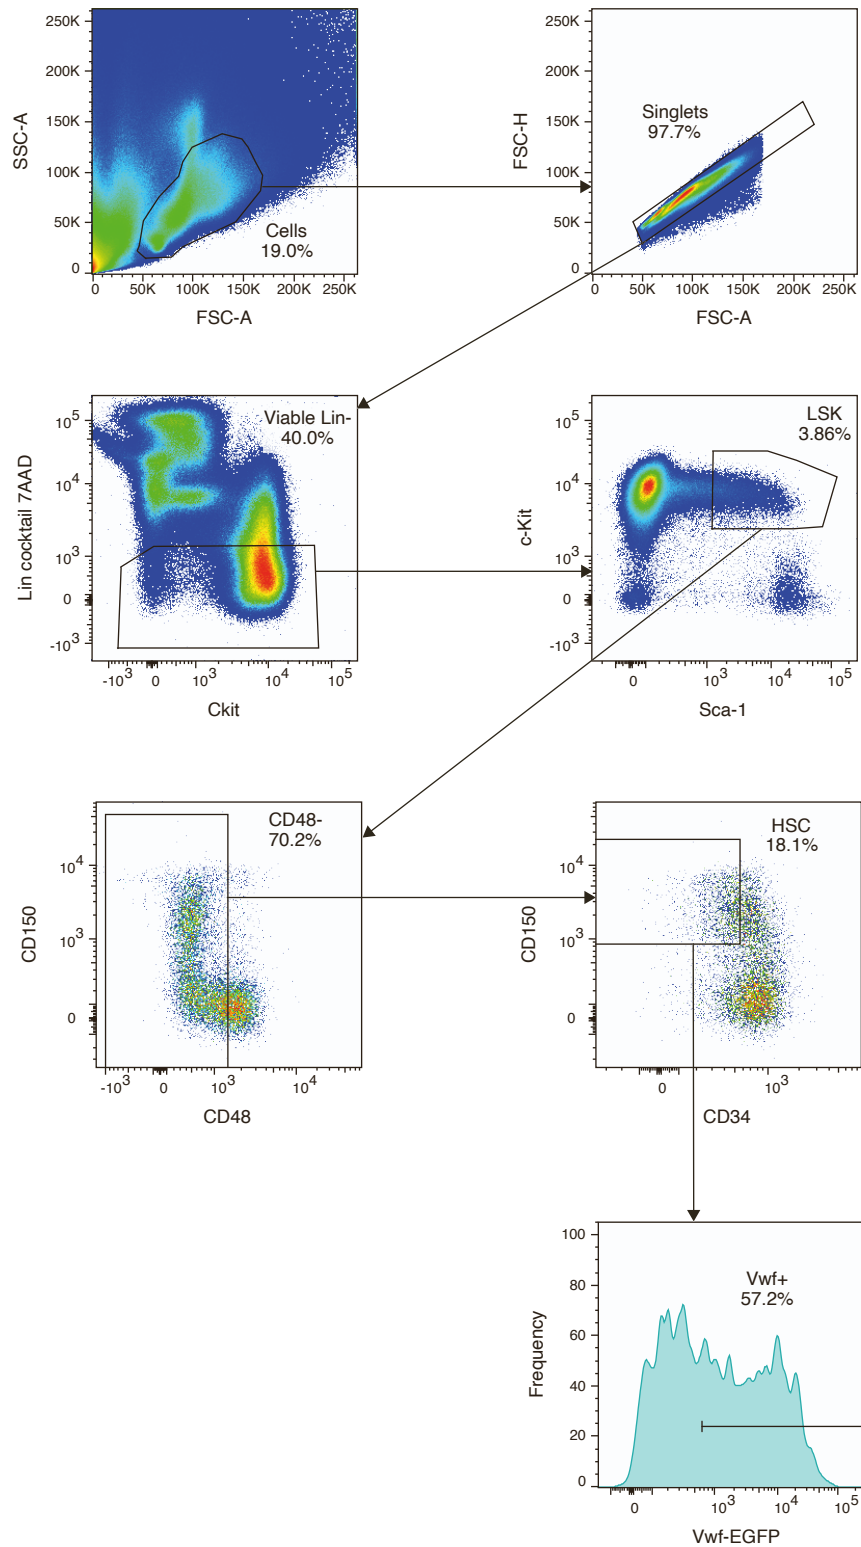

**Supplementary Figure 1**

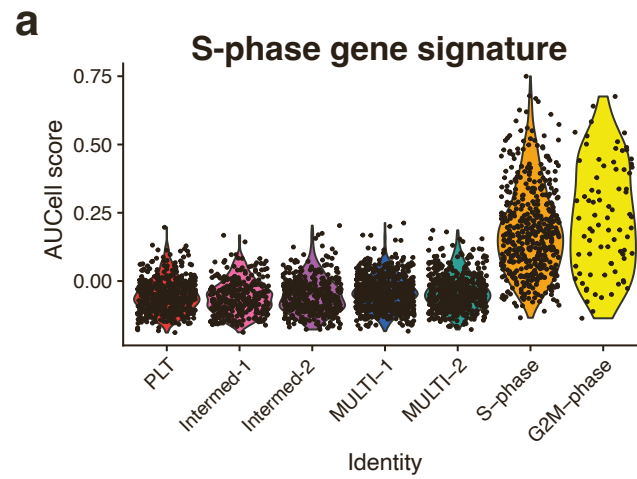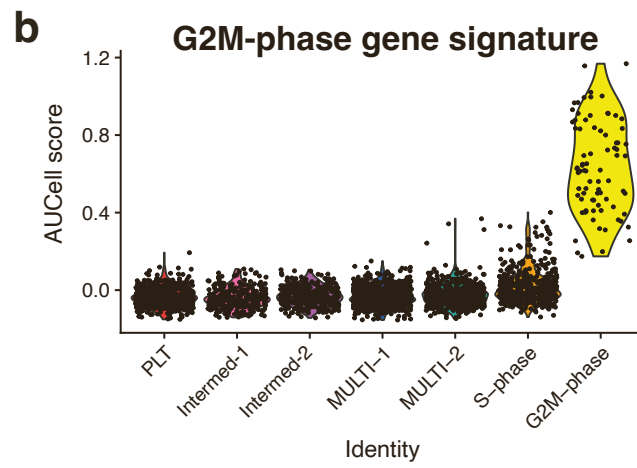

**Supplementary Figure 2**

**a**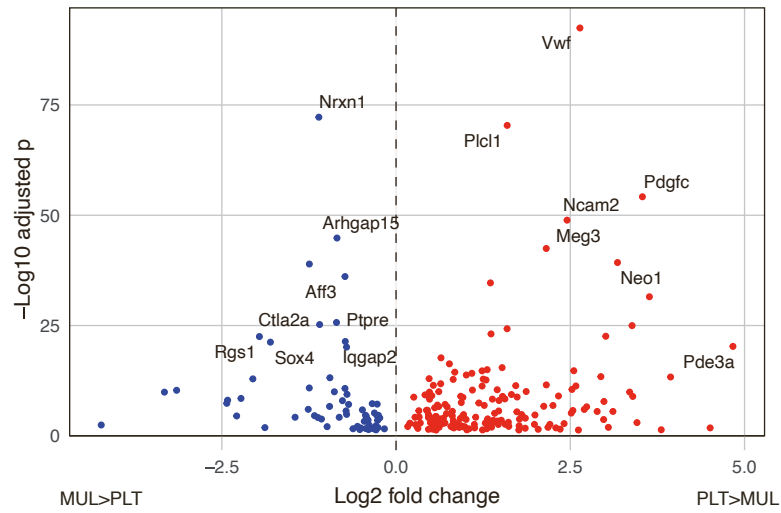**b**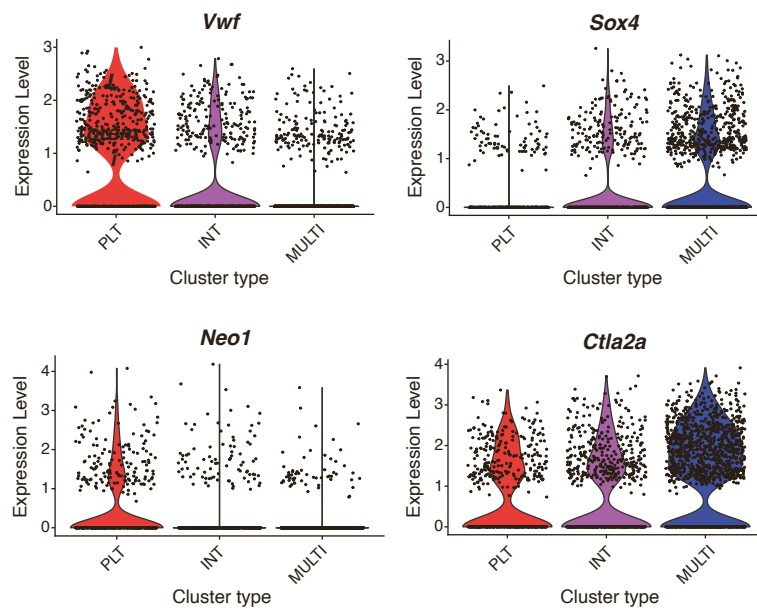**c**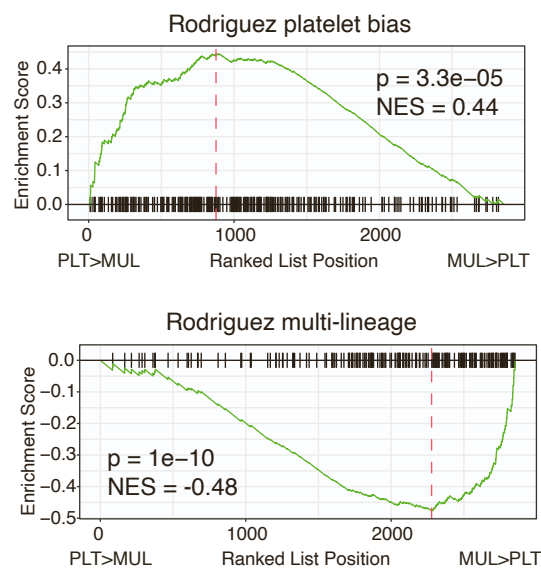**Supplementary Figure 3**

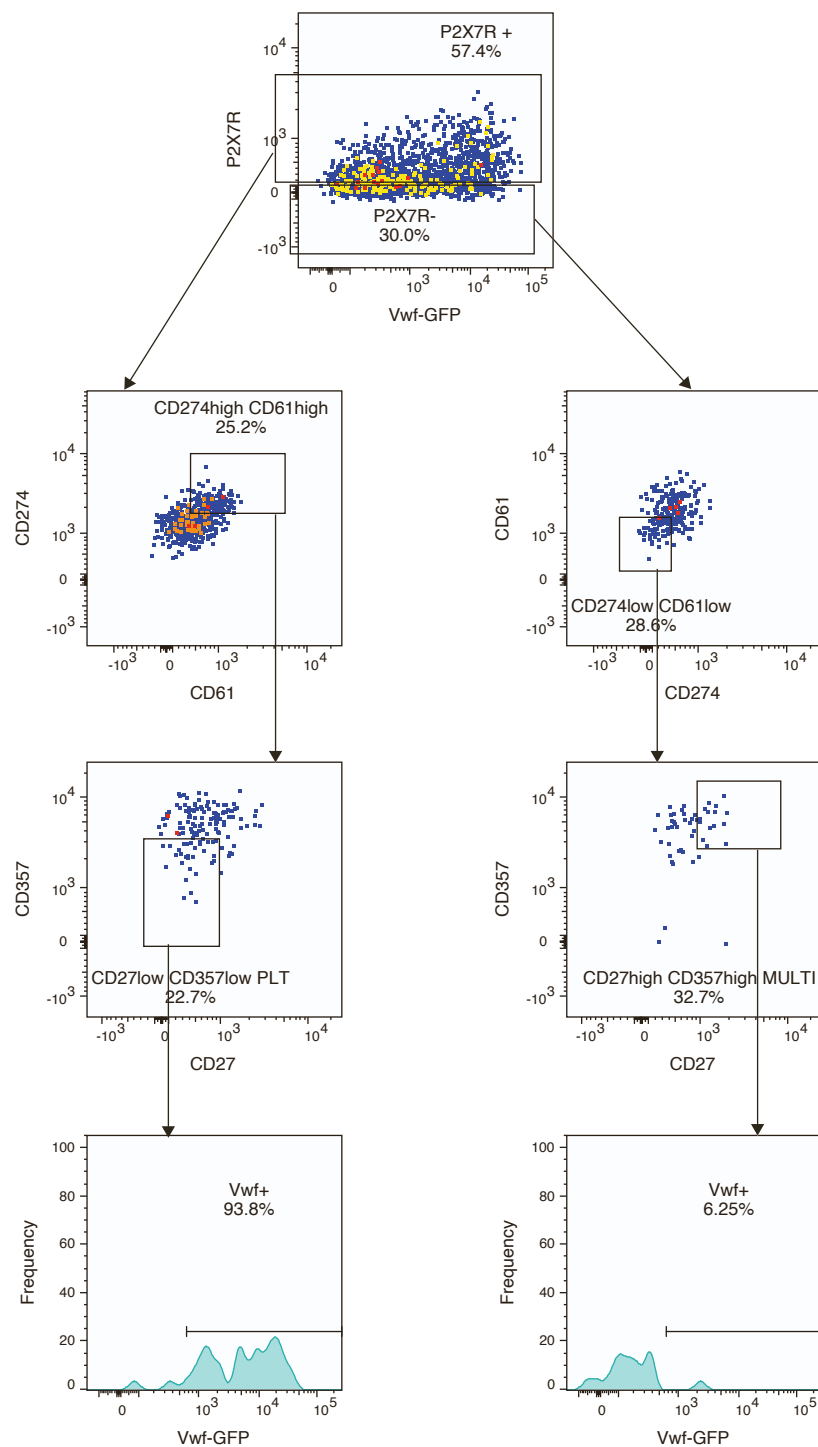

**Supplementary Figure 4**

**a**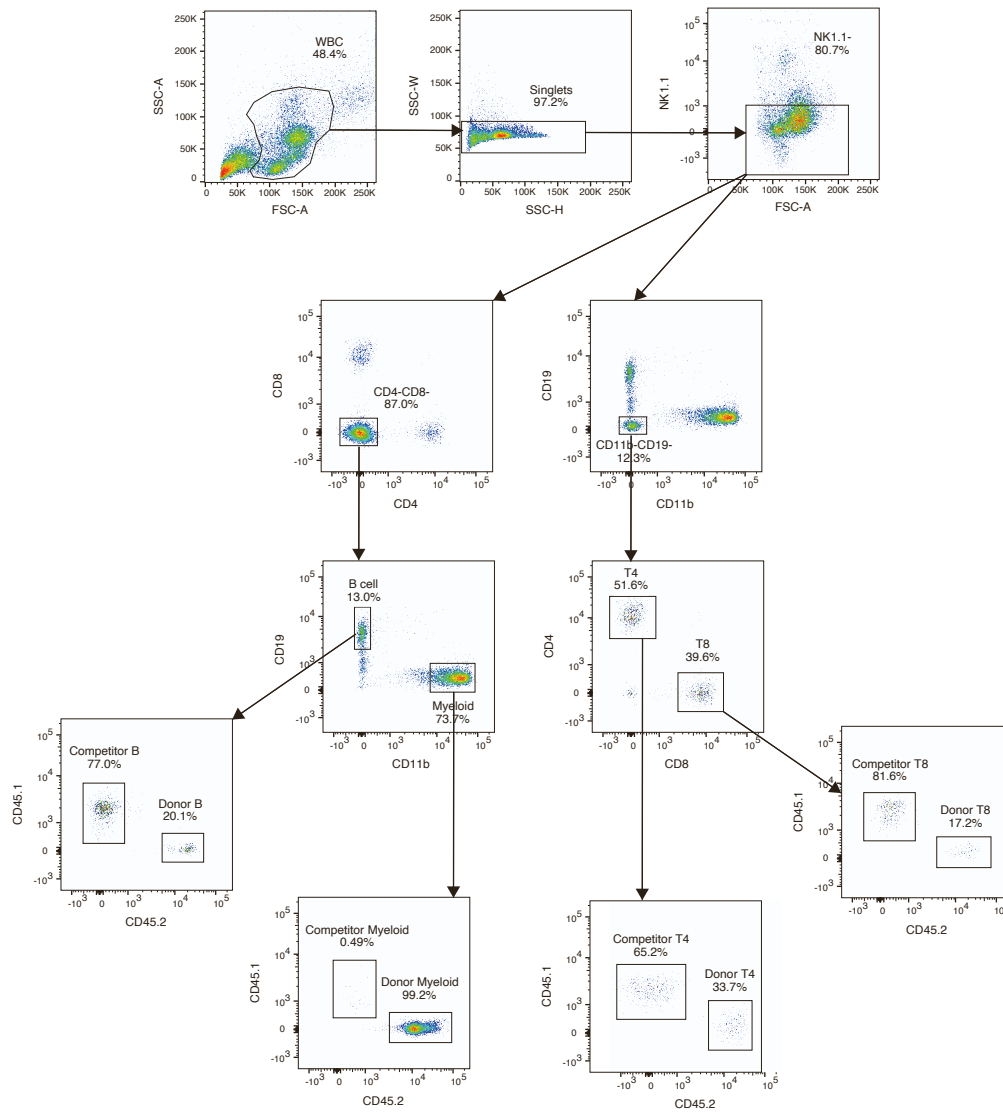**b**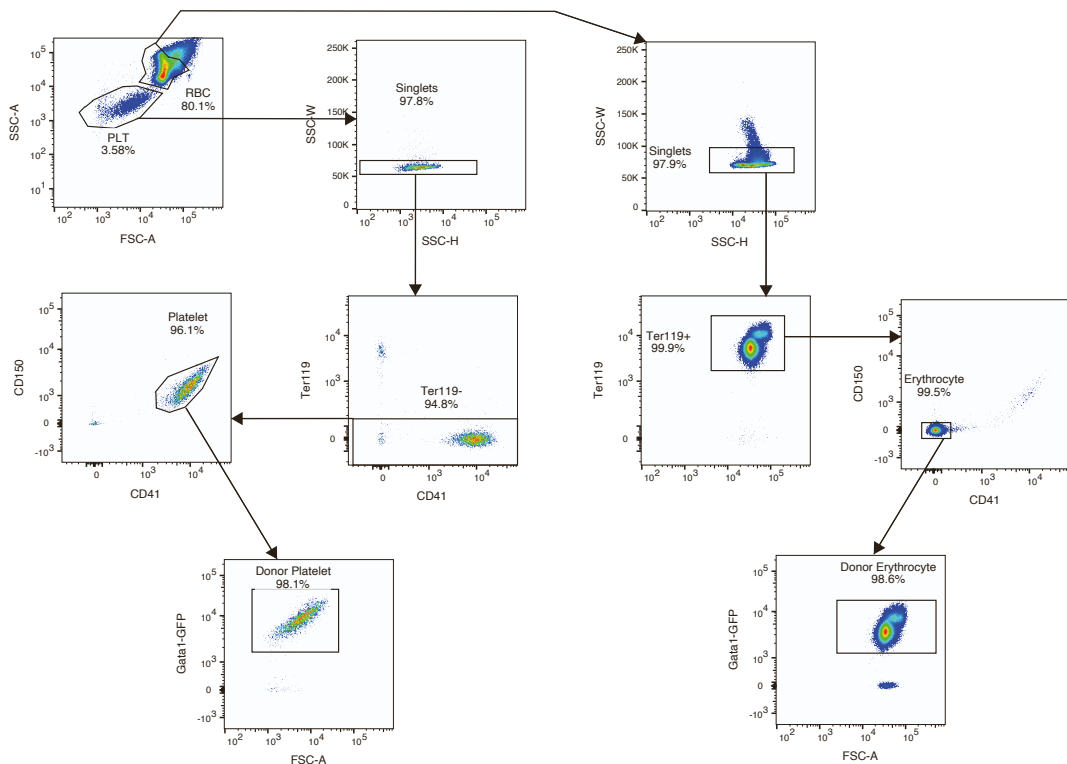**Supplementary Figure 5**

**a**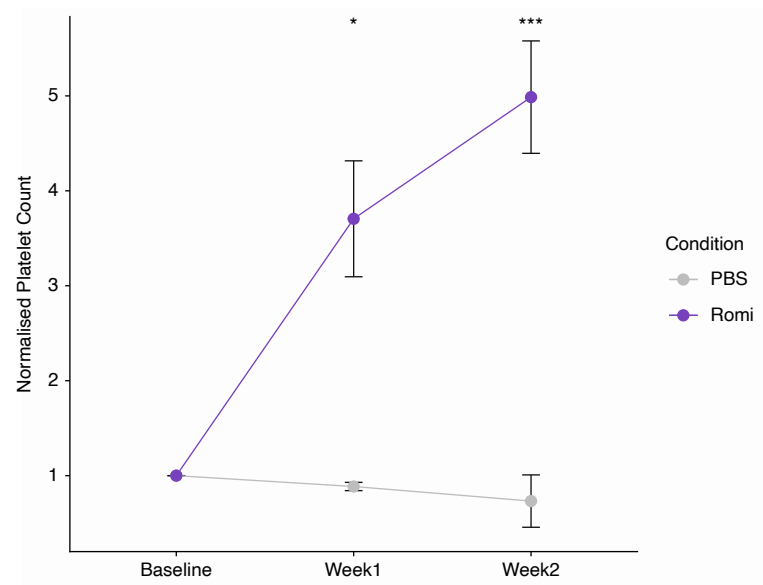**b**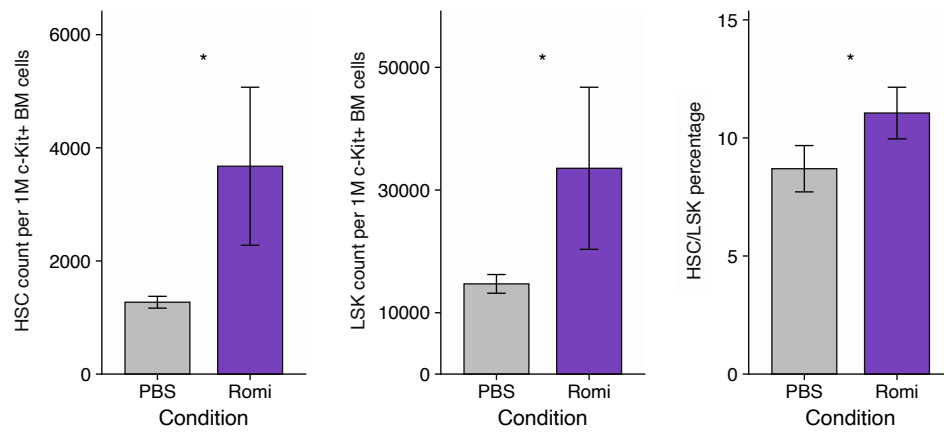**Supplementary Figure 6**

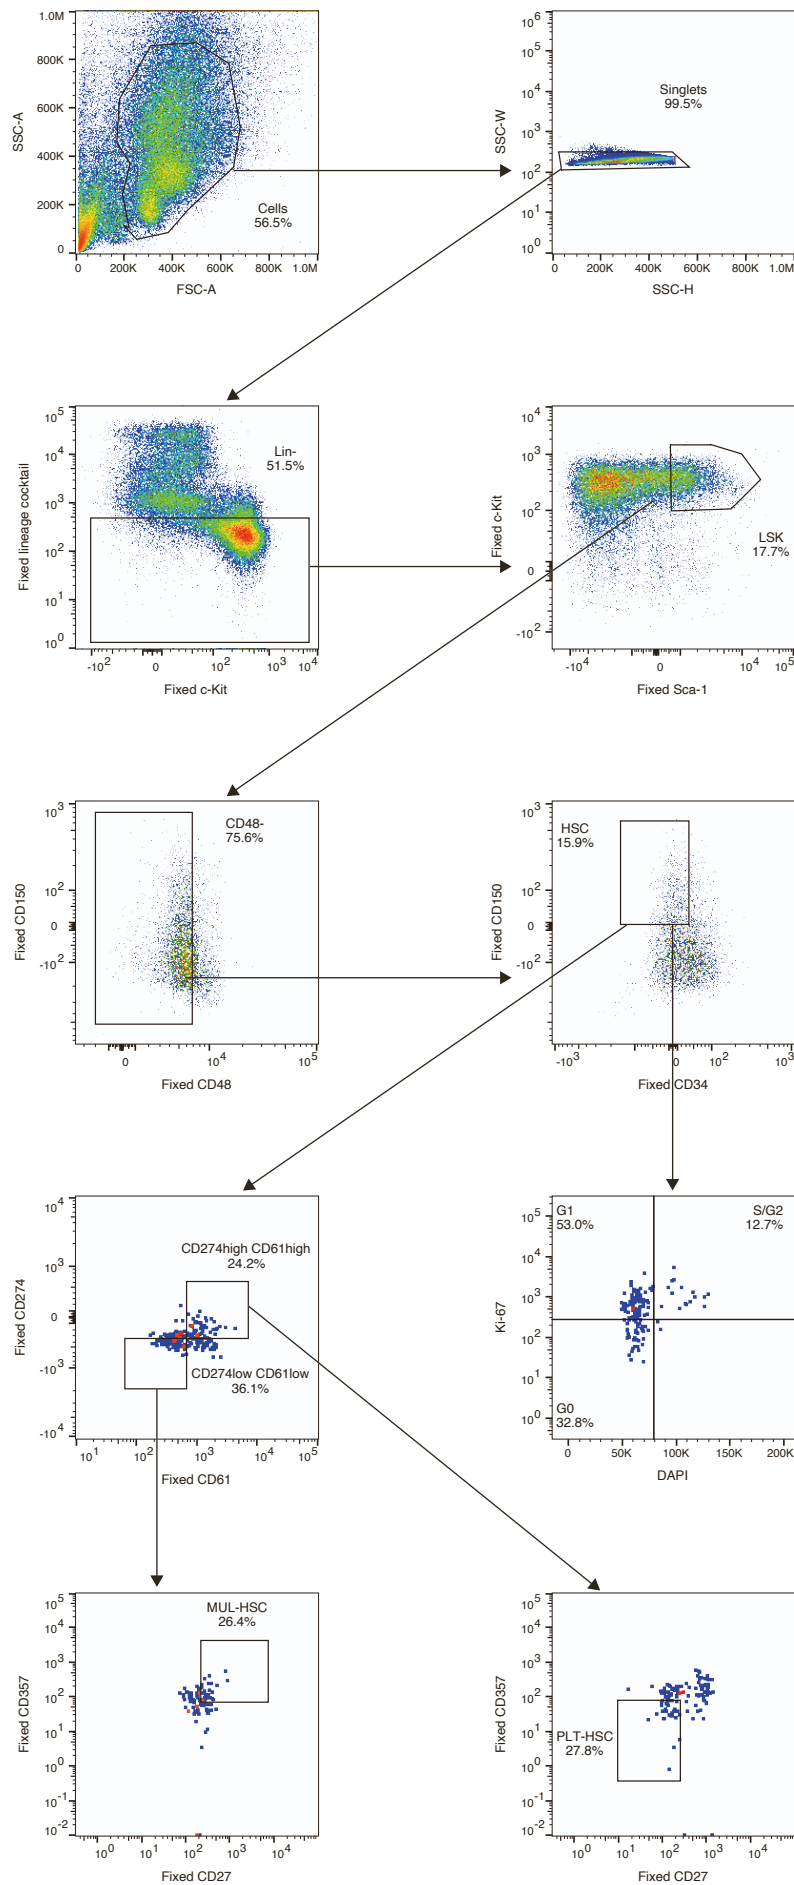

**Supplementary Figure 7**

### Supplementary Figure legends.

#### **Supplementary Figure 1 | Gating strategy for identifying mouse HSCs**

Flow cytometry gating strategy for identifying HSCs (LSKCD150+CD48–CD34–) from *Vwf*-EGFP transgenic mice. The percentage of *Vwf*-EGFP positive cells in the total HSC population is shown. This strategy was also used for purifying HSCs from WT and *Gata1*-EGFP transgenic mice.

#### **Supplementary Figure 2 | Cell cycling scores of 8-week HSCs.**

- A) Gene expression-inferred S phase score of clusters from Figure 2A.
- B) Gene expression-inferred G2M phase score of clusters from Figure 2A.

#### **Supplementary Figure 3 | Annotation of non-cycling WNN clusters**

- A) Volcano plot of genes differentially expressed ( $P < 0.05$ ) between PLT and MUL clusters in HSCs from Figure 2A.
  - B) Expression levels of selected lineage potential signature genes in the PLT, INT and MUL clusters from Figure 2A.
  - C) GSEA analysis comparing the PLT and MUL clusters using previously defined HSC lineage bias signatures for platelet-biased and multi-lineage HSCs.
- Statistical comparisons performed using MAST for single-cell differential gene analysis and permutation test for GSEA enrichment.

#### **Supplementary Figure 4 | FACS enrichment for *Vwf*<sup>+</sup> HSCs with the five-marker strategy**

Flow cytometry gating strategy using the top five RFE-ranked markers from Figure 2E. The percentage of *Vwf*-EGFP positive cells is shown in PLT- (LSKCD150+CD48–CD34–P2X7R+CD61<sup>hi</sup>CD274<sup>hi</sup>CD357<sup>lo</sup>CD27<sup>lo</sup>) and MUL-HSCs (LSKCD150+CD48–CD34–P2X7R-CD61<sup>lo</sup>CD274<sup>lo</sup>CD357<sup>hi</sup>CD27<sup>hi</sup>) from *Vwf*-EGFP transgenic mice.

#### **Supplementary Figure 5 | Peripheral blood lineage reconstitution analysis in mice transplanted with single HSCs**

- A)** Flow cytometry gating strategy for identifying donor-derived CD45.1 myeloid cells, B cells and T cells.
- B)** Flow cytometry gating strategy for identifying donor-derived *Gata1*-EGFP<sup>+</sup> platelets and erythrocytes.

**Supplementary Figure 6 | Peripheral blood and endpoint bone marrow analysis in mice treated with Romiplostim**

- A)** Normalised peripheral blood platelet count after Romiplostim (Romi) treatment or control.
- B)** LSK and HSC (LSKCD150<sup>+</sup>CD48<sup>−</sup>CD34<sup>−</sup>) cell counts per million c-Kit-enriched bone marrow cells and the HSC/LSK ratio.

Mouse number: Romi, N=4; PBS, N=4. Statistical comparisons performed using unpaired two-tailed T-tests; \* $P < 0.05$ , \*\*\* $P < 0.001$ . Data are presented as mean  $\pm$  standard deviation.

**Supplementary Figure 7 | Gating strategy for fixed mouse bone marrow**

Flow cytometry gating strategy for identifying PLT- and MUL-HSC, and assessing cell cycle status in permeabilized mouse bone marrow samples. Cell cycle phases are defined as G0 (DAPI<sup>lo</sup>Ki-67<sup>lo</sup>), G1 (DAPI<sup>lo</sup>Ki-67<sup>hi</sup>) and S/G2/M (DAPI<sup>hi</sup>Ki-67<sup>hi</sup>)

Supplementary Table legends.

**Table S1 | Differentially expressed genes between PLT and MUL-HSC clusters from 8-week-old mice.**

Differential expression analysis was performed using MAST, with a significance threshold of  $P < 0.05$ .

**Table S2 | Differentially expressed genes between clonal PLT and MUL-HSC populations.**

Differential expression analysis was performed using DESeq2, with a significance threshold of  $P < 0.0005$ . The max\_tpm column reports the highest transcript per million (TPM) values

detected across all clones. The var\_PLT and var\_MUL columns represent the maximum variation in TPM between biological replicates within the PLT and MUL clones, respectively.

**Table S3 | Antibody-derived tags.**

The titration column indicates the titration factor relative to the corresponding unconjugated antibody.

**Table S4 | Oligos.**

Shows the sequence of pre-amplification, sample index PCR primers for constructing DOGMAseq libraries, and the antibody derived tag oligo.

**Table S5 | TaqMan assays for microfluidics-based qRT-PCR.**

This panel allows accurate phenotyping of lineage potential in mouse HSCs.

**Table S6 | Normalized gene expression values from microfluidics-based qRT-PCR of HSC populations.**

Shows the integrated lineage potential signature gene expression profiles used in (Figure 5D).

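Table S6 gives, for single HSCs sorted one per well, the expression of 10 lineage genes measured by microfluidics RT-qPCR. The values are delta Ct values that the authors centered and scaled per gene within each chip run, so 0 is the mean of a run and 1 is its SD. They are not a fold of expression. The copy used here holds 793 cells: 63 PLT-HSCs, 62 MUL-HSCs, 85 young, 80 old, 263 poly(I-C) control and 240 poly(I-C) cells. Romiplostim cells were not analysed here. Poly(I-C) is a synthetic double-stranded RNA that induces an interferon response. The table does not name the mouse of each cell, so spread is given over cells, and no test is made.

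Each cell was projected on the straight line between the mean PLT cell (0) and the mean MUL cell (1) over all 10 genes, in place of the Slingshot curve. When each sorted cell was left out of the means it was compared with, 60 of 63 PLT cells (95.2%, exact 95% binomial interval 86.7 to 99.0%) and 54 of 62 MUL cells (87.1%, 76.1 to 94.3%) lay nearer their own group. The cells had been sorted on CD27 protein among other markers, and *Cd27* is 1 of the 10 genes (PLT minus MUL −1.11). Part of the separation may therefore follow from the sort, and the count was not repeated without *Cd27*. *Pdgfc* separated the groups most, with a scaled mean of 0.749 in PLT cells and −1.01 in MUL cells. *Vwf* differed by 1.14, whereas *Gpr4* differed by 0.00585. Old cells had a mean position of 0.300 ± 0.371 (SD over 80 cells) and young cells 0.553 ± 0.386 (SD over 85 cells). The difference of −0.253 is toward the PLT cells. It was larger than the SD of 0.106 between sets of cells that share a name prefix. Both old sets (means of 0.251 and 0.371) lay below all 3 young sets (0.430 to 0.678). Without *Vwf*, which rose by 0.814 with age, the difference was −0.180, and under all alternatives it lay between −0.327 and −0.180.

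Poly(I-C) cells had a mean position of 0.426 ± 0.381 (SD over 240 cells), against 0.434 ± 0.387 (SD over 263 cells) in control cells, a difference of −0.00765. Within the 3 sets of control and poly(I-C) cells that share a number in their names, it was 0.00268, −0.0137 and −0.0127. Single genes moved more, and not all toward the same group. The scaled mean was higher in poly(I-C) than in control cells by 0.260 for *Gpr4* and 0.141 for *Plek2*, which are PLT genes, and the difference was −0.144 for the PLT gene *Pdgfc* and −0.165 for the MUL gene *Ctla2a*. The mean of PLT genes minus the mean of MUL genes, on the same scale of 0 to 1, gave −0.0610. In each set that shares a number, the mean of every gene was within 1.58e-07 of 0, so control and poly(I-C) cells of a set had been scaled together, and their difference within a set is retained. Levels cannot be compared between sets scaled apart, such as poly(I-C) cells and old cells.

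**Figure D7:**
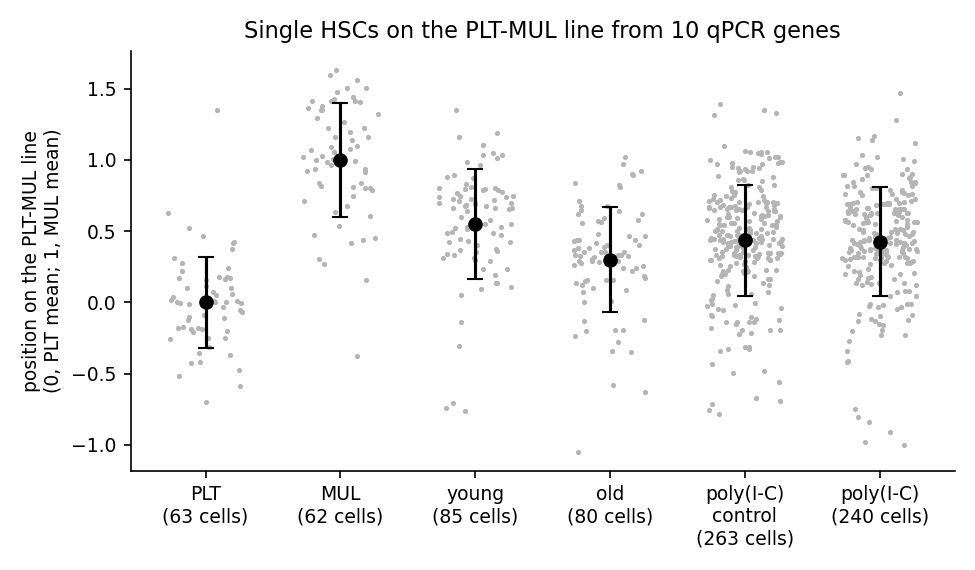
Position of single HSCs on the line from the mean PLT cell (0) to the mean MUL cell (1) over 10 genes (y axis), by group (x axis). Small points are cells, and large points and bars are the mean and SD over cells. Old cells sit lower than young cells, at 0.300 against 0.553, and poly(I-C) and control cells have nearly equal means.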

**Table S7 | FACS antibodies.**

List of antibodies used for flow cytometry and cell sorting.

# Supplementary material for: Multiome-based identification of molecular markers for prospective identification of platelet-biased HSCs
**Source:** Stem Cell Reports. 2026 Jun 11;21(7):102959. doi: 10.1016/j.stemcr.2026.102959
**Supplement:** Document S2. Article plus supplemental information

# Multitome-based identification of molecular markers for prospective identification of platelet-biased HSCs

Bowen Zhang,<sup>1</sup> Yiran Meng,<sup>1</sup> Esther Rodríguez Correa,<sup>2</sup> Xiying Ren,<sup>1</sup> Alexandre Fagnan,<sup>1</sup> Michael D. Milsom,<sup>2</sup> and Claus Nerlov<sup>1,3,\*</sup>

<https://doi.org/10.1016/j.stemcr.2026.102959>

## SUMMARY

Platelet-biased hematopoietic stem cells (PLT-HSCs) play key roles in normal physiology, aging, and blood cancer. However, currently, no markers allow their accurate identification or prospective isolation. We here combine single-mouse hematopoietic stem cell (HSC) gene expression, chromatin accessibility, and surface proteome profiling to identify subtype-specific markers. Using machine learning, we identified markers (CD61<sup>hi</sup>CD274<sup>hi</sup>CD357<sup>lo</sup>CD27<sup>lo</sup>) that isolate PLT-HSCs to high purity, validated by single-cell transplantation. Furthermore, we develop a minimal expression marker panel that discriminates PLT- and multi-lineage (MUL-)HSCs using microfluidics-based single-cell RT-qPCR. We show that both methods detect the age-associated increase in PLT-HSCs, while poly(I-C)-induced chronic inflammation did not alter HSC lineage bias. In contrast, romiplostim treatment increased MUL-HSC prevalence. Finally, using spectral flow cytometry to simultaneously quantify cell cycle and HSC lineage bias, we show that platelet depletion selectively activates PLT-HSCs. Together, these approaches allow accurate isolation of PLT-HSCs and robust quantification of lineage bias under perturbation.

## INTRODUCTION

Hematopoietic stem cells (HSCs) sustain blood cell production throughout the mammalian lifespan and are the central cell type in bone marrow transplantation, the most widely used cell therapy. HSC populations are functionally heterogeneous, with single-cell transplantation showing that clonal HSC long-term reconstitution can generate both myeloid and lymphoid lineages at similar levels (hereafter referred to as multi-lineage- or MUL-HSCs) or lack lymphoid output and show bias toward platelet-myeloid output (platelet-biased or PLT-HSCs) (Meng and Nerlov, 2025). PLT-HSCs were first identified based on their expression of a *Vwf*-EGFP transgene (Sanjuan-Pla et al., 2013), and this transgene has been used to show selective expansion of PLT-HSCs during physiological aging (Grover et al., 2016), to identify specific PLT-HSC niches (Pinho et al., 2018), and to show that PLT-HSCs initiate JAK2-induced myeloproliferation (Kimmerlin et al., 2024). However, while *Vwf*-EGFP+ HSCs have enhanced platelet output compared to *Vwf*-EGFP− HSCs (Sanjuan-Pla et al., 2013), subsequent single-cell transplantations showed that the *Vwf*+ HSC fraction was composed of roughly equal proportions of PLT- and MUL-HSCs, whereas *Vwf*− HSCs were composed of MUL- and lymphoid-biased (L)-HSCs (Carrelha et al., 2018). This, along with the absence of other specific PLT-HSC markers, significantly limits our ability to accurately identify PLT-HSCs using simple molecular markers, by imaging or with flow cytometry, and to prospectively isolate them by cell sorting. Consequently, molecular characterization of HSC subtypes has relied on cellular barcoding

combined with single-cell transcriptome analysis (Pei et al., 2020; Rodríguez-Fraticelli et al., 2020) and profiling of clonal HSC populations (Meng et al., 2023), where PLT-HSCs can be retrospectively identified based on their lineage output or using markers such as *Vwf*-EGFP that are only moderately selective. To address this knowledge gap, we here profile single HSCs by simultaneous RNA sequencing (RNA-seq), assay for transposase-accessible chromatin (ATAC) using sequencing (ATAC-seq), and CITE-seq, using antibodies against antigens that are predicted to be differentially expressed across HSC subtypes. This allowed the identification of genes and surface markers expressed preferentially by PLT-HSCs (CD274 and CD61) and MUL-HSCs (CD27 and CD357). We show that combining these markers allows PLT-HSCs to be prospectively identified and isolated to ~85% purity from young adult mice, as measured by single-cell transplantation. Furthermore, we use this dataset to develop a simple gene expression profile that can quantify platelet bias at the single-HSC level. Finally, we use these two platforms to show that aging and acute platelet depletion, but not chronic inflammatory stress, generate platelet bias of the HSC population.

## RESULTS

### Identification of surface markers selective for HSC subtypes

To identify putative surface markers specific to HSC subtypes, we used previously generated gene expression profiles obtained from HSC clones with defined fate restriction

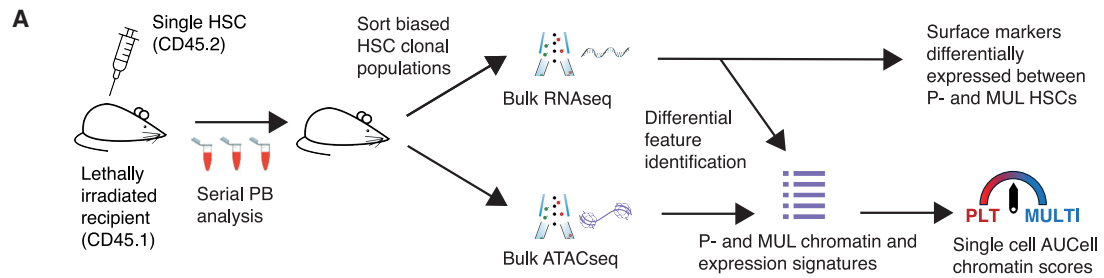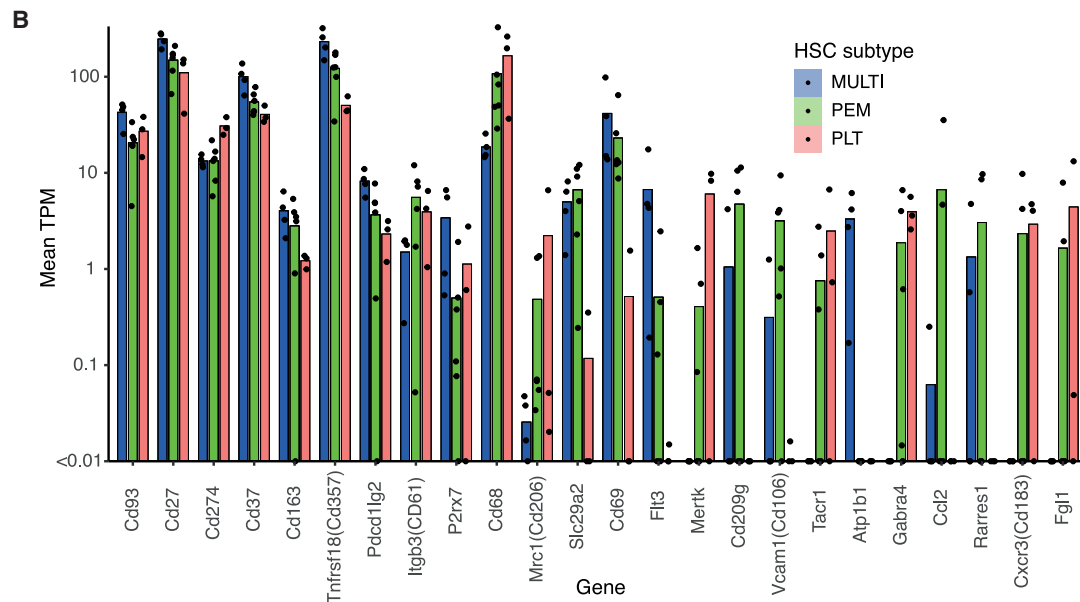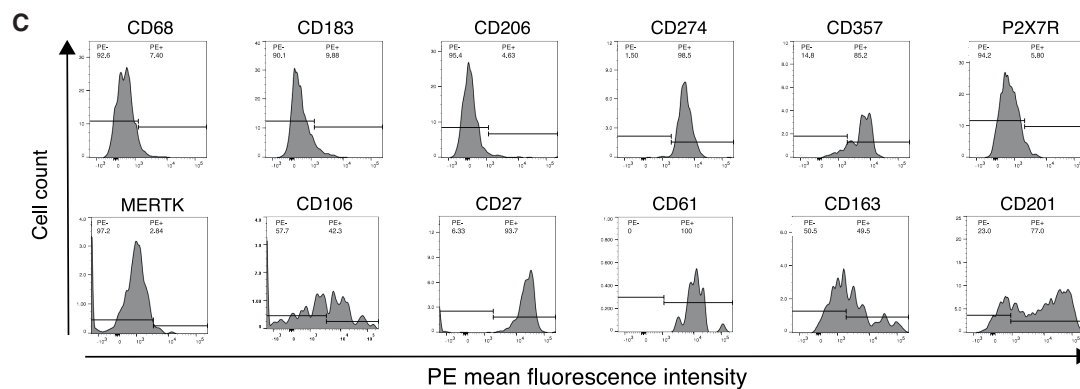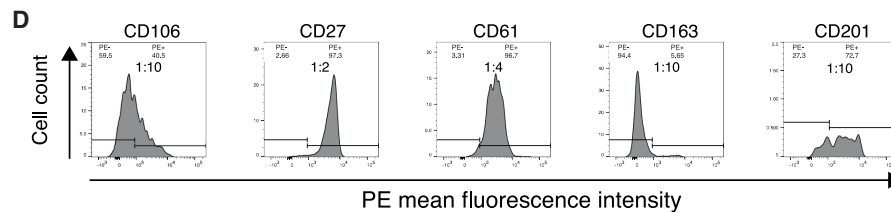

(legend on next page)

(Meng et al., 2023). These clones were obtained by transplantation of single *Vwf*-tdTomato+ HSCs and classified by regular analysis of their lineage output over 4 months (Figure 1A). DESeq2 was used to compare PLT-HSCs, MUL-HSCs, and platelet-erythroid-myeloid (PEM)-HSCs, and differentially expressed genes were filtered for cell surface expression and the availability of antibodies. This yielded 24 putative marker genes for downstream analysis (Figure 1B). We stained HSCs (defined as Lin–Sca-1+c-Kit+CD150+CD48–CD34–; Figure S1) from *Vwf*-EGFP transgenic mice (Sanjuan-Pla et al., 2013) with PE-conjugated antibodies against the candidate markers and observed significant signal from 12 of these antibodies (Figure 1C).

To correlate surface marker expression to HSC fate restriction, we used DOGMA-seq (Mimitou et al., 2021), which allows simultaneous measurement of transcriptome, chromatin accessibility, and antibody surface binding at the single-cell level. In order to balance the detection of antibodies during sequencing, we first established suitable dilutions of antibodies with high staining intensity on HSCs (Figure 1D). Using this optimized antibody panel of oligonucleotide-conjugated antibodies, we stained and purified HSCs from 8-week-old mice (using the gating strategy from Figure S1) followed by 10× multiome profiling using the DOGMA-seq protocol. After mapping of reads to the 3 modalities, single HSCs were clustered using weighted nearest neighbor (WNN) integration of RNA-seq and ATAC-seq (Figure 2A). Clusters representing cycling HSCs were identified using transcriptional cell cycle signatures (Figures S2A and S2B). To assign HSC subtype identity to non-cycling HSC clusters, we used ATAC signatures specific for MUL- and PLT-HSCs generated from the aforementioned fate-restricted HSC clones (Meng et al., 2023). Based on the PLT/MUL ATAC signature ratio, clusters were classified as PLT-HSCs (high signature ratio), MUL-HSCs (low signature ratio), or INT-HSCs (intermediate signature ratio), likely representing PEM-HSCs (Meng et al., 2023) (Figure 2B). This molecular classification was further supported by transcription factor (TF) motif enrichment analysis. Comparison of PLT, MUL, and INT clusters revealed

enrichment of previously identified MUL-specific motifs in MUL-HSCs and PLT-specific motifs in PLT-HSCs, whereas the INT clusters exhibited the characteristic intermediate TF motif accessibility profile of PEM-HSCs (Figure 2C). Finally, differential gene expression analysis comparing PLT- and MUL-HSC clusters (Figure S3A; Table S1) revealed known marker genes preferentially expressed in PLT-HSCs (*Vwf* and *Neo1*) and MUL-HSCs (*Ctla2a* and *Sox4*) (Figure S3B). Consistently, gene set enrichment analysis (GSEA) confirmed enrichment of previously defined transcriptional PLT- and MUL-HSC signatures in PLT and MUL clusters, respectively (Rodriguez-Fraticelli et al., 2020) (Figure S3C).

Using the molecularly annotated clusters, antibody tag expression on HSC subtypes was quantified (Figure 2D), and recursive feature elimination (RFE) was used to rank CITE-seq markers by their ability to discriminate PLT- and MUL-HSC clusters (Figure 2E). *In silico* gating using the top-ranked markers enriched for PLT-HSCs (CD61<sup>hi</sup>CD274<sup>hi</sup>CD357<sup>lo</sup>CD27<sup>lo</sup>P2X7R<sup>lo</sup>) or, conversely, MUL-HSCs (CD61<sup>lo</sup>CD274<sup>lo</sup>CD357<sup>hi</sup>CD27<sup>hi</sup>P2X7R<sup>hi</sup>) (Figures 2F and 2G). As the INT clusters have molecular properties of PEM-HSCs (which are platelet biased), this analysis indicates an approximate 75% enrichment PLT-HSCs using the PLT gating and similar 75% enrichment of MUL-HSCs using the MUL gating, excluding cycling HSCs from the calculation.

### Validation of marker-defined HSC subsets

The identified markers therefore enrich HSC subsets as measured by *in silico* gating. To assess their ability to fractionate HSCs *in vivo*, we first assessed the ability of the identified markers to purify HSCs based on expression of the *Vwf*-EGFP reporter (Sanjuan-Pla et al., 2013). We previously found that this *Vwf* reporter was expressed in the vast majority of PLT-HSCs (93% ± 4%) but only in a small minority of MUL-HSCs (7% ± 4%) (Carrelha et al., 2018). Using the 5-marker panel to gate PLT- and MUL-HSCs from *Vwf*-EGFP transgenic mice, we found these to have the expected proportions of *Vwf*-EGFP+ cells (Figure S4). Elimination of individual markers showed that P2XR7 contributed minimally to the efficiency of the marker panel (Figure 3A),

### Figure 1. Development of the CITE-seq antibody panel

(A) Experimental workflow for profiling lineage-restricted HSC subtypes. Single HSCs (LSKCD150+CD48–CD34–*Vwf*+) were transplanted into lethally irradiated recipient mice along 200,000 competitor bone marrow cells. Serial peripheral blood analysis identified lineage-restricted donor cells. Clonal HSC populations were re-isolated for bulk RNA-seq and ATAC-seq. The differential gene expression and accessible chromatin signatures were utilized for scoring molecular lineage bias of individual HSCs. The differentially expressed genes from RNA-seq analysis were used to identify candidate subtype-specific cell-surface markers for CITE-seq.

(B) Mean transcripts per million (TPM) values of CITE-seq candidate genes across clonally amplified HSC subtypes from (A). Number of independent single-HSC-derived clones: PLT-HSCs, *N* = 3; PEM HSCs, *N* = 6; MUL-HSCs, *N* = 4.

(C) PE antibody staining intensity of the proteins encoded by CITE-seq candidate genes from (B) on mouse HSCs.

(D) Candidate markers with high staining intensities in (C) were titrated with their unconjugated forms to standardize staining levels across the panel. These titration ratios shown were used in the final CITE-seq antibody panel to ensure balanced detection of antigens.

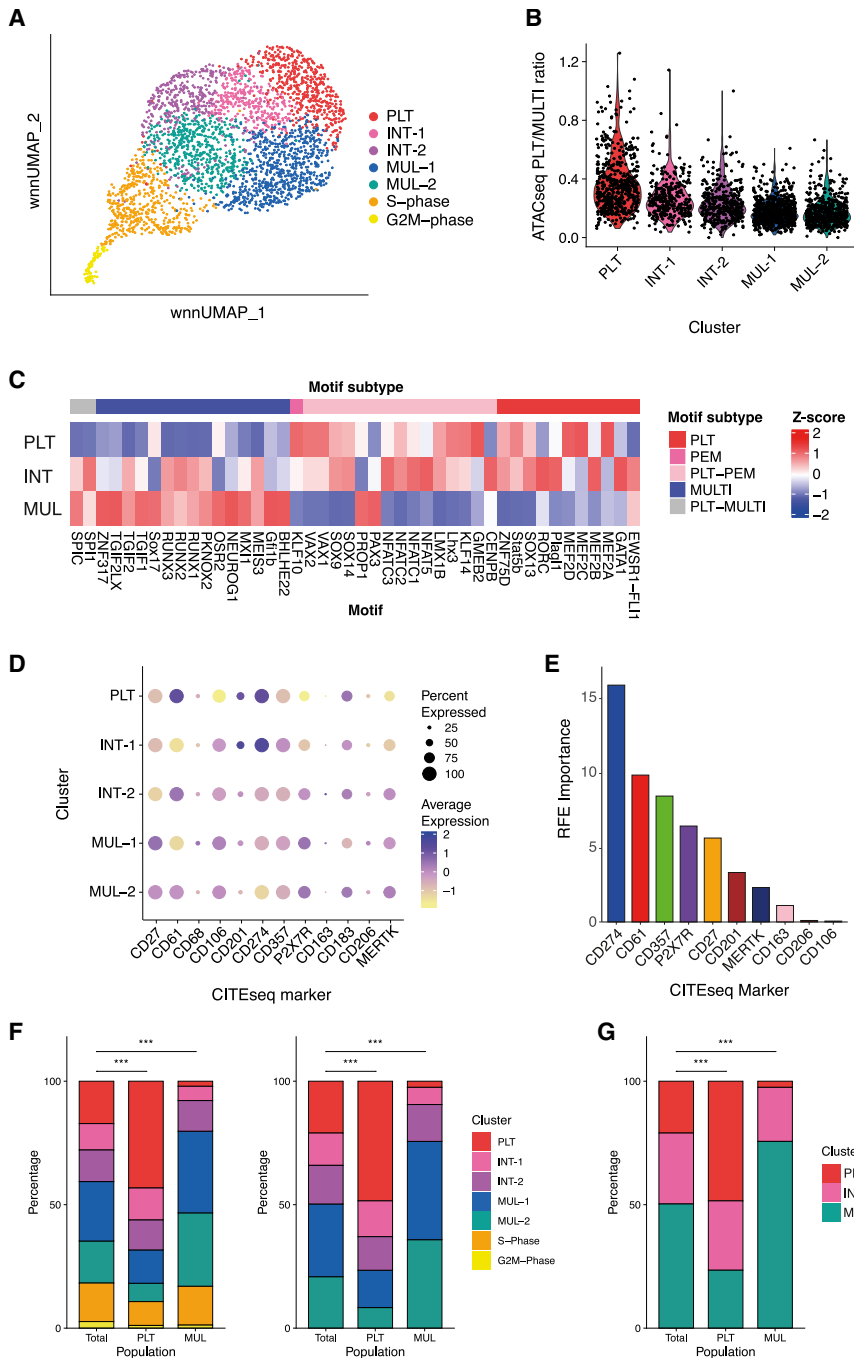

and the resulting 4-marker panel was used for further experiments. To further validate the gating strategy, we generated a panel of genes preferentially expressed in PLT- and MUL-HSCs, respectively (Figure 3B; Table S2). PLT- and MUL-HSCs were sorted as outlined in Figure 3A, and gene expression was profiled by microfluidics-based single-cell PCR followed by principal-component analysis (PCA) (Figure 3C). This showed that the 4-marker panel effi-

ciently segregated PLT- and MUL-HSCs defined by gene expression (Figure 3D). Finally, to functionally validate the PLT-HSC markers, we performed single-HSC transplantation. HSCs were sorted from CD45.1 *Gata1*-EGFP transgenic mice to allow quantification of all lineages, including platelets and erythrocytes, after transplantation into CD45.2 recipients. Lineage bias of HSC clones was determined by quantification of lineage output after 6, 10, and

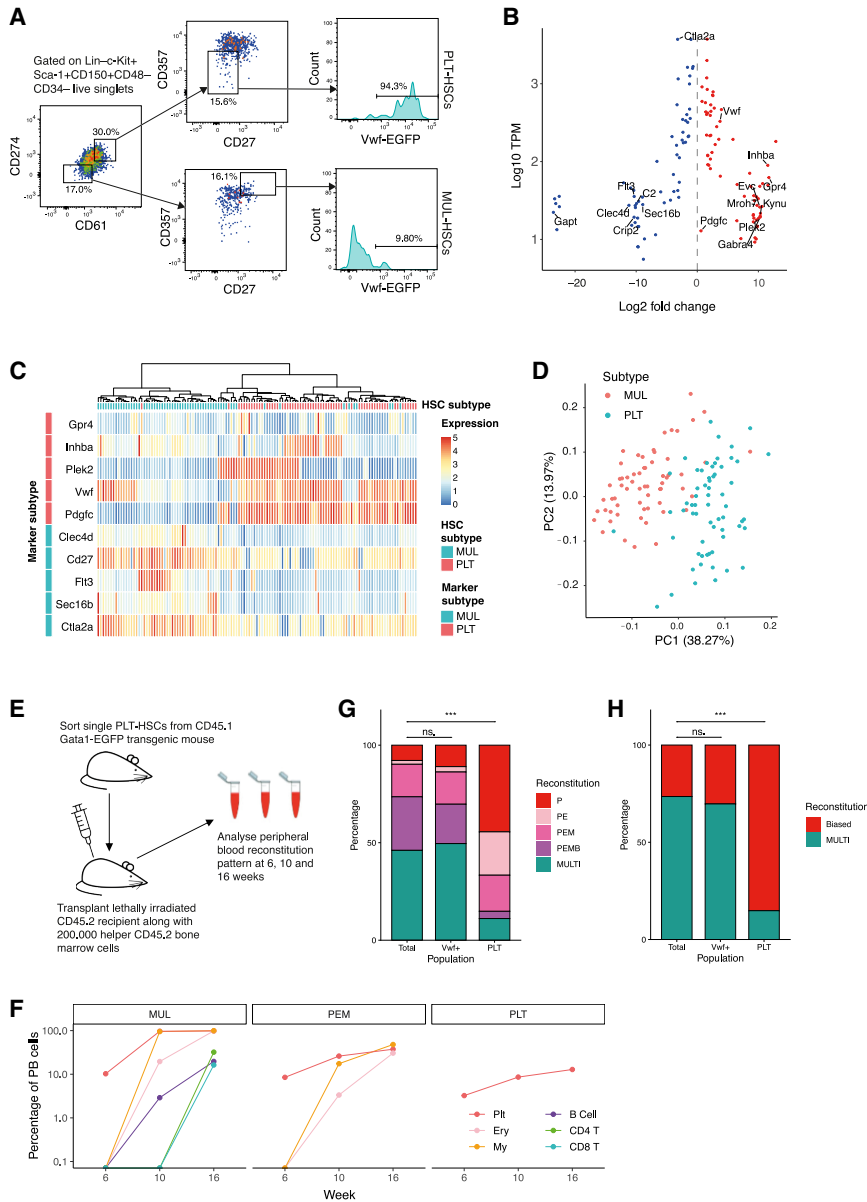

**Figure 3. FACS isolation using new markers enriches lineage-biased HSCs**

(A) Flow cytometry gating strategy for identifying PLT- (LSKCD150+CD48<sup>hi</sup>CD34<sup>lo</sup>CD61<sup>hi</sup>CD274<sup>hi</sup>CD357<sup>lo</sup>CD27<sup>lo</sup>) and MUL-HSCs (LSKCD150+CD48<sup>hi</sup>CD34<sup>lo</sup>CD61<sup>lo</sup>CD274<sup>lo</sup>CD357<sup>hi</sup>CD27<sup>hi</sup>) from *Vwf*-EGFP transgenic mice. The percentage of *Vwf*-EGFP-positive cells in the PLT- and MUL-HSC populations is shown.

(B) Volcano plot of genes differentially expressed ( $p < 0.05$ ) between clonal PLT and MUL-HSC populations from Figure 1B.

(C) Heatmap of gene expression in single PLT- and MUL-HSCs sorted as in (A) and profiled using microfluidics-based RT-qPCR of the indicated subtype-specific genes. Cells were hierarchically clustered using the normalized gene expression values. Mouse number:  $N = 4$ .

(D) Plot of the PLT- and MUL-HSCs from (C) using the first two components from principal-component (PCA) analysis of their gene expression. Note the efficient separation of HSC subtypes.

(E) Experimental workflow for single-cell transplantation of purified PLT-HSCs. Single PLT-HSCs were isolated from 8- to 12-week-old *Gata1*-EGFP mice (CD45.1 allotype) and transplanted into lethally irradiated CD45.2 recipient mice along with 200,000 CD45.2 competitor bone marrow cells. Lineage output from single HSCs was assessed by serial peripheral blood analysis.

(F) Examples of peripheral blood reconstitution patterns of MUL-, PEM-, and PLT-HSC clones from single HSC transplanted as shown in (E).

(G) Distribution of lineage reconstitution patterns in PLT (CD61<sup>hi</sup>CD274<sup>hi</sup>CD357<sup>lo</sup>CD27<sup>lo</sup>), *Vwf*+, and total HSCs.

(H) HSCs from (G) were grouped into

platelet-biased (P-bias; P; PE or PEM-restricted) and multi-lineage HSCs (multi-PEMB and PEMBT) HSC phenotypes.

Number of transplant recipients: PLT-HSC,  $N = 27$ ; *Vwf*+ HSC,  $N = 102$ ; total HSC,  $N = 109$ . Statistical comparisons performed using DESeq2 Wald's test for differential gene analysis, chi-squared test for transplanted HSCs; \*\*\* $p < 0.001$ .

16 week (Figures 3E, 3F, and S5). We observed the same output patterns as previously described, including a progressively lower contribution to overall platelet production with increasing platelet restriction (Carrelha et al., 2018). Using the 4-marker panel, we were able to obtain 85% purity of PLT-HSCs, defined as HSCs lacking lymphoid output and where platelets were the most abundant output lineage, compared to the previously observed 26% of total HSCs and 30% of *Vwf*+ HSCs (Carrelha et al., 2018) (Figures 3G and 3H). The majority of PLT-HSCs were either platelet or platelet-erythroid restricted (66%), compared to

10% of total HSCs (Carrelha et al., 2018). Gating using the identified markers therefore provides significantly improved PLT-HSC purification compared to previous markers, in addition to being transgene independent.

### Marker-based quantification of HSC perturbation

Both aging and chronic inflammation lead to declining HSC function (Bogeska et al., 2022), which has led to the hypothesis that increased inflammation is a driver of HSC aging. A key characteristic of aged HSCs is their molecular and functional platelet or platelet-myeloid bias (Cho

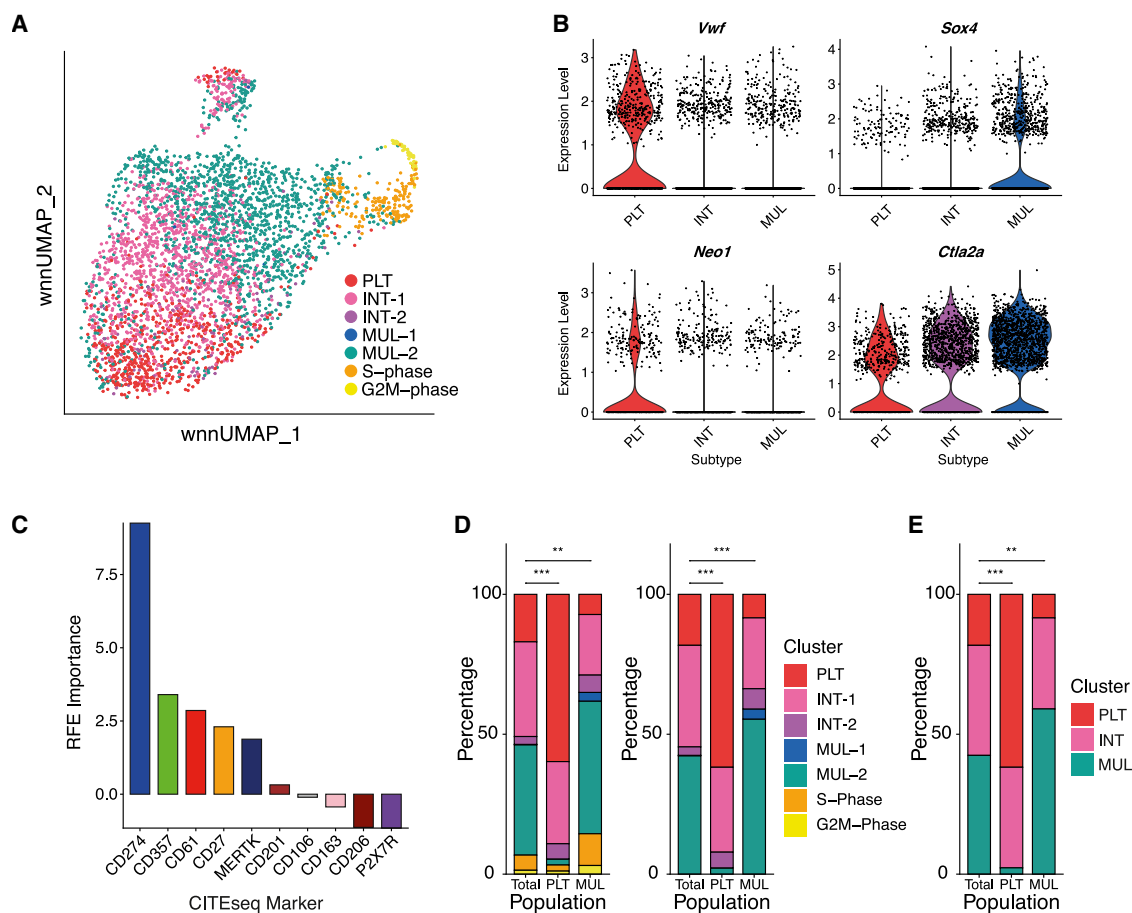

**Figure 4. HSC subpopulation marker is conserved during aging**

(A) Weighted nearest neighbor (WNN) UMAP projection of HSCs from 24-month-old mice. Cells were annotated by anchor-based transferring of 8-week-old mice HSC labels from Figure 2A.

(B) Expression levels of selected lineage potential signature genes in label-transferred clusters.

(C) Importance scores of CITE-seq markers for separating the PLT and MUL clusters, calculated using recursive feature elimination (RFE).

(D) *In silico* gating simulation of aged HSCs from (A) using the top four RFE-ranked markers from (B). The proportion of total, PLT- and MUL-gated cells belonging to each cluster from (A) is shown, including (left) and excluding (right) the cycling clusters.

(E) Cluster identities from (D) were grouped into PLT, INT (INT-1 and INT-2 combined), and MUL (MUL-1 and MUL-2 combined) populations.

Statistical comparisons performed using chi-squared tests for *in silico* gating; \*\* $p < 0.005$ , \*\*\* $p < 0.001$ .

et al., 2008; Grover et al., 2016). However, it is currently not clear if this aspect of the aging process is inflammation driven in the same manner as declining HSC function.

To address this question, we first tested if the identified surface markers could discriminate HSC subtypes in old mice. For this purpose, we profiled HSCs from 24-month-old mice using the same DOGMA-seq workflow and used anchor-based label transfer to identify aged HSCs molecularly similar to the subtypes defined in the young sample (Figures 4A and 4B). Using this annotation, we performed RFE analysis, observing that the same 4 markers were the top discriminators (Figure 4C). *In silico* gating (Figures 4D and 4E) showed similar enrichment of PLT- and MUL-

HSCs using the 4 markers as in young mice (Figures 2F and 2G), supporting their robustness across age, the main difference being higher enrichment for PLT-HSCs in old mice, likely reflecting the higher abundance of this subtype.

To next test if the 4-marker panel could capture changes to HSC composition during normal aging, we used it to quantify PLT- and MUL-HSCs by flow cytometry, observing that the proportion of phenotypic PLT-HSCs was increased from 10% in young (2 months old) mice to 70% in 24-month-old mice (Figures 5A and 5B), in line with previous quantification by single-HSC transplantation (Grover et al., 2016). In contrast, using the previously characterized

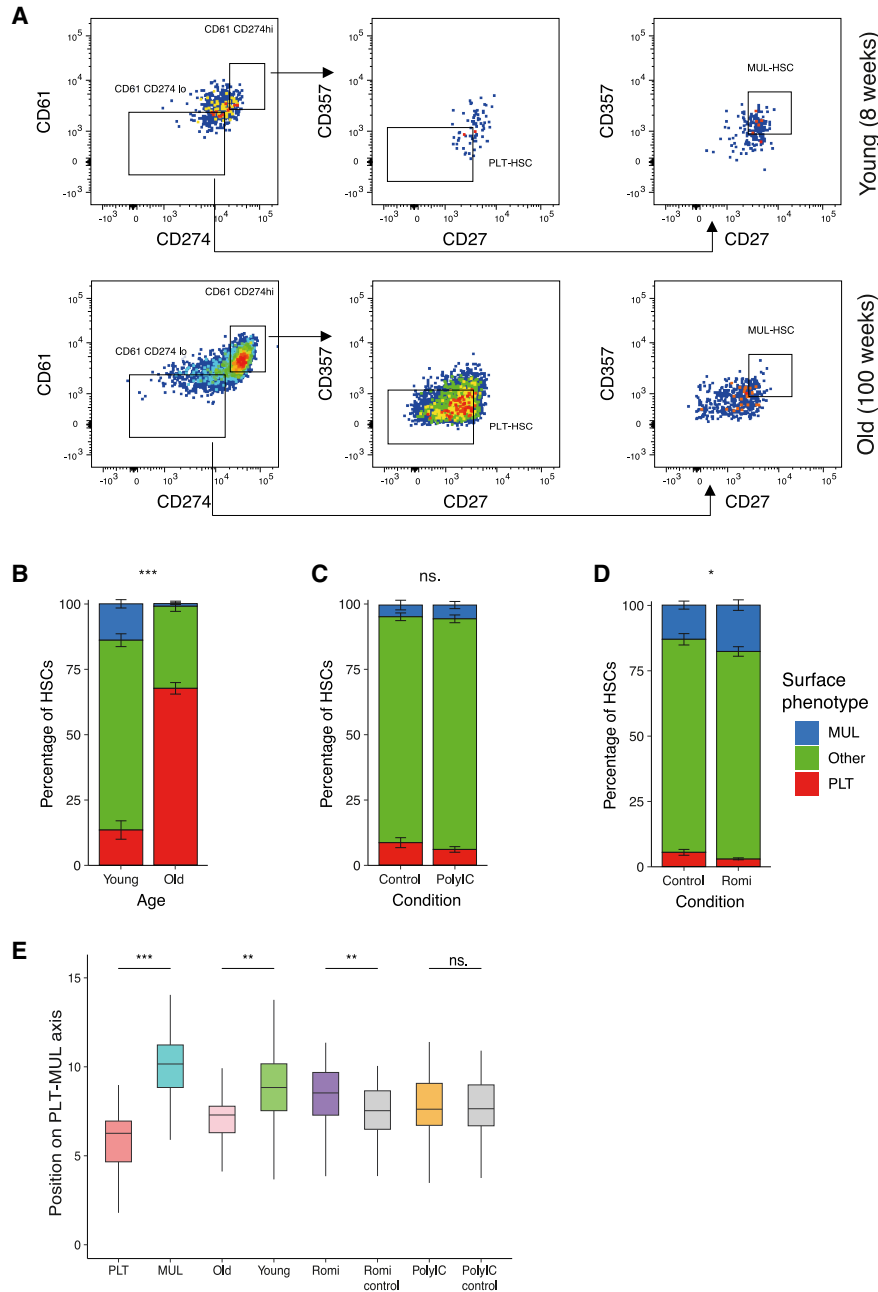

**Figure 5. FACS and qPCR panel discriminate HSC subtypes**

(A) HSC subtype flow cytometry of young (8 weeks) and aged (100 weeks) mouse HSCs.

(B) Proportion of gated PLT (CD61<sup>hi</sup>CD274<sup>hi</sup>CD357<sup>lo</sup>CD27<sup>lo</sup>), MUL (CD61<sup>hi</sup>CD274<sup>lo</sup>CD357<sup>hi</sup>CD27<sup>hi</sup>), and non-PLT/MUL-gated (other) HSCs in young and aged mice.

(C) Proportion of gated PLT- and MUL-HSCs as in (A) in poly(I-C)-treated and control mice.

(D) Proportion of gated PLT- and MUL-HSCs as in (A) in romiplostim-treated and control mice.

(E) Lineage bias scores of the FACS-sorted PLT- and MUL-HSCs (Figure 2C), young, aged, poly(I-C) treated, and control HSCs. Scores were calculated by projecting individual cells onto a Slingshot trajectory connecting the PLT- and MUL-HSC populations using principal components derived from microfluidics RT-qPCR gene expression values (Figure 3C).

Mouse number: young,  $N = 5$ ; old,  $N = 4$ ; romiplostim,  $N = 4$ ; romiplostim control,  $N = 4$ ; poly(I-C),  $N = 8$ ; poly(I-C) control,  $N = 4$ . qPCR HSC number: MUL,  $N = 62$ ; PLT,  $N = 63$ ; old,  $N = 80$ ; young,  $N = 85$ ; romiplostim,  $N = 89$ ; romiplostim control,  $N = 89$ ; poly(I-C),  $N = 240$ ; poly(I-C) control,  $N = 263$ . Statistical comparisons performed using multivariate analyses (MANOVA) for HSC subtype staining and unpaired two-tailed  $t$  tests for lineage bias scores; \* $p < 0.05$ , \*\* $p < 0.005$ , \*\*\* $p < 0.001$ . Data are presented as mean  $\pm$  standard deviation.

model of chronic inflammation based on prolonged treatment with poly(I-C), which leads to decline in HSC function (Bogeska et al., 2022), no significant changes to the proportion of HSC subtypes were observed (Figure 5C). Conversely, treatment with the thrombopoietin (TPO) agonist romiplostim (Romi) can enhance multi-lineage output from a depleted HSC pool in aplastic anemia (Lee et al., 2019) and in TPO-deficient mice (Nakamura-Ishizu et al., 2021). To test if Romi stimulation affects the phenotypic composition of the HSC compartment, we Romi

treated adult mice. Across 4 weeks of semi-weekly Romi treatment, we observed increased platelet counts (Figure S6A), accompanied by expansion of the HSC and downstream progenitor compartments (Figure S6B). Our marker panel also revealed a significant increase in the proportion of MUL-HSCs relative to controls (Figure 5D).

To further substantiate these findings, we used microfluidics-based RT-qPCR, comparing purified MUL- and PLT-HSCs to aged and treated HSCs. To quantify any changes to lineage bias, we projected each single-cell population onto

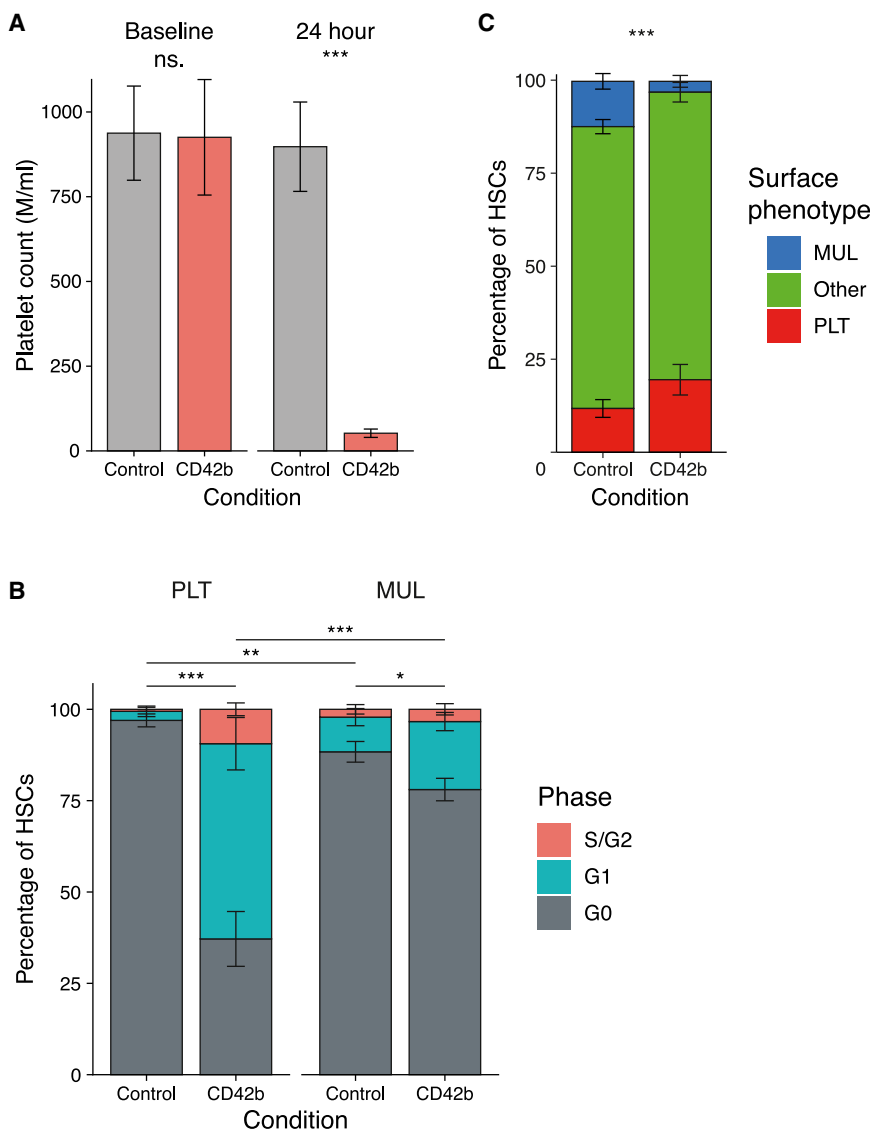

**Figure 6. PLT-HSCs are activated by acute platelet depletion**

(A) Peripheral blood platelet count following anti-CD42b treatment or control. (B) Cell cycle phase distribution of PLT- and MUL-HSCs in CD42b antibody-treated and control mice.

(C) Proportion of gated PLT ( $CD61^{hi}CD274^{hi}CD357^{lo}CD27^{lo}$ ), MUL ( $CD61^{lo}CD274^{lo}CD357^{hi}CD27^{hi}$ ), and non-PLT/MUL-gated (other) HSCs after platelet depletion.

Mouse number: CD42b treated,  $N = 6$ ; control:  $N = 4$ . Statistical comparisons performed using unpaired two-tailed  $t$  tests for platelet count, multivariate analyses (MANOVA) for cell cycle analysis and FACS gating,  $*p < 0.05$ ,  $**p < 0.005$ ,  $***p < 0.001$ . Data are presented as mean  $\pm$  standard deviation.

the axis connecting the fluorescence-activated cell sorting (FACS)-purified MUL- and PLT-HSCs and compared the projected positions along this axis between conditions. This confirmed a quantitative shift toward platelet bias in aged compared to young HSCs and increased multi-lineage signature following Romi treatment, with no significant difference between poly(I-C)-treated and control HSCs (Figure 5E).

Finally, we previously observed that  $Vwf$ -EGFP<sup>+</sup> HSCs were preferentially induced to proliferate compared to  $Vwf$ -EGFP<sup>−</sup> HSCs after anti-CD42b-mediated platelet depletion (Luis et al., 2023). While this would be consistent with selective activation of PLT-HSCs, these only comprise 30% of the  $Vwf$ -EGFP<sup>+</sup> HSC population (as discussed, Figure 3H), making a definitive conclusion difficult. Using the 4-marker panel to analyze platelet-depleted mice

(Figure 6A), we observed a significant induction of PLT-HSC cycling (Figure 6B), leading to increased prevalence of PLT-HSCs in platelet-depleted compared to control mice (Figure 6C). In contrast, MUL-HSCs were more proliferative at baseline but showed only a modest increase in cell cycling after platelet depletion.

## DISCUSSION

Previously, a number of cell surface markers such as CD41 (Gekas and Graf, 2013), CD150 (Morita et al., 2010), Neogenin-1 (Gulati et al., 2019), and CD62P (Ross et al., 2024) have been associated with PLT- or platelet-myeloid-biased HSCs at the population level, but the extent to which

these enrich PLT-HSCs at the single-cell level remains unclear. Currently, the best characterized strategy for PLT-HSC purification involves using a *Vwf* reporter. This partitions essentially all PLT-HSCs into the *Vwf*<sup>+</sup> fraction (Carrelha et al., 2018), which is sufficient to generate platelet bias at the population level (Sanjuan-Pla et al., 2013). However, by single-cell transplantation, only 30% of *Vwf*<sup>+</sup> HSCs are platelet biased, with the remaining 70% showing multi-lineage, myeloid-biased, and lymphoid-biased reconstitution patterns (Carrelha et al., 2018). We here used multiome profiling to identify a combination of cell surface markers that can identify PLT-HSCs within the HSC population with improved accuracy, allowing PLT-HSC to be prospectively identified and purified to ca. 85% purity, independently of any transgene, allowing more accurate phenotyping of HSC subtypes across multiple scenarios, including genetic and metabolic perturbations, aging and inflammation, as well as more accurate identification of cells-of-origin of hematological malignancies.

Hematopoietic stem cell aging is a complex process that involves both shifts in the abundance of HSC subtypes and changes to HSC function, and inflammation has been proposed to drive this process. However, comparing the effects of aging and chronic inflammation on HSC heterogeneity, we did not find that chronic inflammation increased HSC platelet bias using either cell surface markers or gene expression analysis. This suggests that while important for aging, an interferon-driven, pro-inflammatory response is not in itself sufficient to drive the age-associated change to HSC composition, which may involve a combination of extrinsic drivers such as IL-1 (Caiado and Manz, 2024) or TGF- $\beta$  (Valletta et al., 2020), as well as changes to the bone marrow stromal microenvironment. While it is important to emphasize that a single inflammatory signal does not mimic the aging, this indicates that loss of HSC functionality, while observed in aging, does not necessarily derive from inflammation alone but is generated through the integrated action of multiple age-associated processes.

Platelet depletion by anti-CD42b antibody treatment releases IL-1, leading to niche-mediated HSC proliferation (Luis et al., 2023). We here find that in this scenario, PLT-HSCs are preferentially activated, consistent with the previous observation that *Vwf*<sup>+</sup> HSCs are efficiently induced to expand, but providing greater specificity. In contrast, Romi treatment, which acts through the TPO receptor Mpl, induced a significant shift of the HSC compartment toward a multi-lineage phenotype, as measured using both cell surface and molecular markers. This indicates that sustained high-level Mpl activation can provide a selective advantage to MUL-HSCs, revealing a potential route to rebalancing the aging HSC compartment. While further work will be needed to explore this possibility, and in

particular to understand if Romi selectively expands MUL-HSCs or drives PLT-HSCs toward differentiation, these results, along with those discussed earlier, show that an improved molecular phenotyping framework for dissecting HSC lineage bias can guide future modeling and perturbation studies, with an important next step being to test the identified markers on human cells, and if needed identify additional ones, in order to develop a similar panel for human PLT- and MUL-HSCs, as recently identified (Aksoz et al., 2024).

## RESOURCE AVAILABILITY

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

Code for Fluidigm qPCR data analysis is available from GitHub repository NerlovLab/Fluidigm\_PCA\_projection. The sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession numbers GEO: GSE306075 and GEO: GSE328367. Raw microfluidics-based RT-qPCR data are available from GitHub: NerlovLab/Fluidigm\_PCA\_projection.

## ACKNOWLEDGMENTS

We thank Xinran Huang and Yifan Bao from the MRC WIMM and Feni Fotopoulou, Rebecca Lipp, Ian Ghezzi, Sena Alptekin, and Lena Bognar for assistance with poly(I-C) injections, cell sorting, and bone marrow harvests. We also acknowledge the Oxford Biomedical Services (BMS) for support with animal work and the WIMM Flow Cytometry Facility for expert assistance with cell sorting. This work was supported by MRC Unit grants (MC\_UU\_12009/7 and MC\_UU\_00029/9) to C.N.

## AUTHOR CONTRIBUTIONS

B.Z. conceived and designed the study and performed the majority of experiments, bioinformatic analyses, and data interpretations. Y.M. performed the HSC clonal expansion and bulk sequencing experiments, maintained the *Vwf*-EGFP mouse colony, contributed to bone marrow harvests, and provided daily supervision. E.R.C. performed poly(I-C) injections and contributed to bone marrow harvests. X.R. contributed to a substantial number of bone marrow harvests. A.F. maintained the *Gata1*-EGFP mouse colony. M.M. led the poly(I-C) experiments as co-PI. C.N. conceived and designed the study and supervised the projects as principal investigator.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS
  - Animals
- METHOD DETAILS
  - Flow cytometry
  - Bone marrow preparation
  - Cell cycle analysis
  - Single-cell transplantation
  - Peripheral blood cell preparation for FACS
  - CITEseq antibody conjugation
  - DOGMAseq
  - Fluidigm single-cell qRT-PCR
  - Poly(I-C) treatment
  - Romiplostim treatment
  - Anti-CD42b antibody platelet depletion
  - Candidate CITEseq and Fluidigm marker identification
  - Single-cell multiome data processing
  - WNN clustering and dimensional reduction
  - In silico HSC subtype scoring
  - In silico marker selection and gating
  - Multiome data label transfer
- QUANTIFICATION AND STATISTICAL ANALYSIS
  - Multiome data analysis
  - Figure-level statistical analyses

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.stemcr.2026.102959>.

Received: December 4, 2025

Revised: May 13, 2026

Accepted: May 14, 2026

Published: June 11, 2026

## REFERENCES

- Aksöz, M., Gafencu, G.A., Stoilova, B., Buono, M., Zhang, Y., Turkalj, S., Meng, Y., Jakobsen, N.A., Metzner, M., Clark, S.A., et al. (2024). Hematopoietic stem cell heterogeneity and age-associated platelet bias are evolutionarily conserved. *Sci. Immunol.* *9*, eadk3469.
- Amemiya, H.M., Kundaje, A., and Boyle, A.P. (2019). The ENCODE Blacklist: Identification of Problematic Regions of the Genome. *Sci. Rep.* *9*, 9354.
- Bogeska, R., Mikecin, A.M., Kaschutnig, P., Fawaz, M., Büchler-Schäff, M., Le, D., Ganuza, M., Vollmer, A., Paffenholz, S.V., Asada, N., et al. (2022). Inflammatory exposure drives long-lived impairment of hematopoietic stem cell self-renewal activity and accelerated aging. *Cell Stem Cell* *29*, 1273–1284.e8.
- Caiado, F., and Manz, M.G. (2024). IL-1 in aging and pathologies of hematopoietic stem cells. *Blood* *144*, 368–377.
- Carrelha, J., Meng, Y., Kettyle, L.M., Luis, T.C., Norfo, R., Alcolea, V., Boukarabila, H., Grasso, F., Gambardella, A., Grover, A., et al. (2018). Hierarchically related lineage-restricted fates of multipotent haematopoietic stem cells. *Nature* *554*, 106–111.
- Cho, R.H., Sieburg, H.B., and Muller-Sieburg, C.E. (2008). A new mechanism for the aging of hematopoietic stem cells: aging changes the clonal composition of the stem cell compartment but not individual stem cells. *Blood* *111*, 5553–5561.
- Drissen, R., Buza-Vidas, N., Woll, P., Thongjuea, S., Gambardella, A., Giustacchini, A., Mancini, E., Zriwil, A., Lutteropp, M., Grover, A., et al. (2016). Distinct myeloid progenitor-differentiation pathways identified through single-cell RNA sequencing. *Nat. Immunol.* *17*, 666–676.
- Finak, G., McDavid, A., Yajima, M., Deng, J., Gersuk, V., Shalek, A.K., Slichter, C.K., Miller, H.W., McElrath, M.J., Prlic, M., Linsley, P.S., and Gottardo, R. (2015). MAST: a flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. *Genome Biol* *16*, 278.
- Gekas, C., and Graf, T. (2013). CD41 expression marks myeloid-biased adult hematopoietic stem cells and increases with age. *Blood* *121*, 4463–4472.
- Grieshaber-Bouyer, R., Radtke, F.A., Cunin, P., Stifano, G., Levescot, A., Vijaykumar, B., Nelson-Maney, N., Blaustein, R.B., Monach, P.A., and Nigrovic, P.A.; ImmGen Consortium (2021). The neutrotime transcriptional signature defines a single continuum of neutrophils across biological compartments. *Nat. Commun.* *12*, 2856.
- Grover, A., Sanjuan-Pla, A., Thongjuea, S., Carrelha, J., Giustacchini, A., Gambardella, A., Macaulay, I., Mancini, E., Luis, T.C., Mead, A., et al. (2016). Single-cell RNA sequencing reveals molecular and functional platelet bias of aged haematopoietic stem cells. *Nat. Commun.* *7*, 11075.
- Gulati, G.S., Zukowska, M., Noh, J.J., Zhang, A., Wesche, D.J., Sinha, R., George, B.M., Weissman, I.L., and Szade, K. (2019). Neogenin-1 distinguishes between myeloid-biased and balanced Hoxb5(+) mouse long-term hematopoietic stem cells. *Proc. Natl. Acad. Sci. USA* *116*, 25115–25125.
- Hao, Y., Hao, S., Andersen-Nissen, E., Mauck, W.M., 3rd, Zheng, S., Butler, A., Lee, M.J., Wilk, A.J., Darby, C., Zager, M., et al. (2021). Integrated analysis of multimodal single-cell data. *Cell* *184*, 3573–3587.e29.
- Hao, Y., Stuart, T., Kowalski, M.H., Choudhary, S., Hoffman, P., Hartman, A., Srivastava, A., Molla, G., Madad, S., Fernandez-Granda, C., and Satija, R. (2024). Dictionary learning for integrative, multimodal and scalable single-cell analysis. *Nat. Biotechnol.* *42*, 293–304.
- Kimmerlin, Q., Usart, M., Fonseca, T., Hao-Shen, H., and Skoda, R.C. (2024). JAK2-V617F-Driven Myeloproliferative Neoplasms (MPN) Are Initiated By a Subset of HSCs Marked By High Expression of the Vwf-GFP Reporter Gene. *Blood* *144*, 751.
- Lee, J.W., Lee, S.E., Jung, C.W., Park, S., Keta, H., Park, S.K., Kim, J.A., Oh, I.H., and Jang, J.H. (2019). Romiplostim in patients with refractory aplastic anaemia previously treated with immunosuppressive therapy: a dose-finding and long-term treatment phase 2 trial. *Lancet Haematol.* *6*, e562–e572.

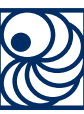

- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550.
- Luis, T.C., Barkas, N., Carrelha, J., Giustacchini, A., Mazzi, S., Norfo, R., Wu, B., Aliouat, A., Guerrero, J.A., Rodriguez-Meira, A., et al. (2023). Perivascular niche cells sense thrombocytopenia and activate hematopoietic stem cells in an IL-1 dependent manner. *Nat. Commun.* 14, 6062.
- Meng, Y., Carrelha, J., Drissen, R., Ren, X., Zhang, B., Gambardella, A., Valletta, S., Thongjuea, S., Jacobsen, S.E., and Nerlov, C. (2023). Epigenetic programming defines haematopoietic stem cell fate restriction. *Nat. Cell Biol.* 25, 812–822.
- Meng, Y., and Nerlov, C. (2025). Epigenetic regulation of hematopoietic stem cell fate. *Trends Cell Biol.* 35, 217–229.
- Mimitou, E.P., Lareau, C.A., Chen, K.Y., Zorzetto-Fernandes, A.L., Hao, Y., Takeshima, Y., Luo, W., Huang, T.S., Yeung, B.Z., Papalexi, E., et al. (2021). Scalable, multimodal profiling of chromatin accessibility, gene expression and protein levels in single cells. *Nat. Biotechnol.* 39, 1246–1258.
- Morita, Y., Ema, H., and Nakauchi, H. (2010). Heterogeneity and hierarchy within the most primitive hematopoietic stem cell compartment. *J. Exp. Med.* 207, 1173–1182.
- Nakamura-Ishizu, A., Chin, D.W.L., Matsumura, T., Tan, D.Q., Mochizuki-Kashio, M., Jianwen, D., and Suda, T. (2021). Prolonged maintenance of hematopoietic stem cells that escape from thrombopoietin deprivation. *Blood* 137, 2609–2620.
- Pei, W., Shang, F., Wang, X., Fanti, A.K., Greco, A., Busch, K., Klapproth, K., Zhang, Q., Quedenau, C., Sauer, S., et al. (2020). Resolving Fates and Single-Cell Transcriptomes of Hematopoietic Stem Cell Clones by PolyloxExpress Barcoding. *Cell Stem Cell* 27, 383–395.e8.
- Pinho, S., Marchand, T., Yang, E., Wei, Q., Nerlov, C., and Frenette, P.S. (2018). Lineage-Biased Hematopoietic Stem Cells Are Regulated by Distinct Niches. *Dev. Cell* 44, 634–641.e4.
- Rodriguez-Fraticelli, A.E., Weinreb, C., Wang, S.W., Migueles, R.P., Jankovic, M., Usart, M., Klein, A.M., Lowell, S., and Camargo, F.D. (2020). Single-cell lineage tracing unveils a role for TCF15 in haematopoiesis. *Nature* 583, 585–589.
- Ross, J.B., Myers, L.M., Noh, J.J., Collins, M.M., Carmody, A.B., Messer, R.J., Dhuey, E., Hasenkrug, K.J., and Weissman, I.L. (2024). Depleting myeloid-biased haematopoietic stem cells rejuvenates aged immunity. *Nature* 628, 162–170.
- Sanjuan-Pla, A., Macaulay, I.C., Jensen, C.T., Woll, P.S., Luis, T.C., Mead, A., Moore, S., Carella, C., Matsuoka, S., Bouriez Jones, T., et al. (2013). Platelet-biased stem cells reside at the apex of the haematopoietic stem-cell hierarchy. *Nature* 502, 232–236.
- Schep, A.N., Wu, B., Buenrostro, J.D., and Greenleaf, W.J. (2017). chromVAR: inferring transcription-factor-associated accessibility from single-cell epigenomic data. *Nat. Methods* 14, 975–978.
- Tirosch, I., Venteicher, A.S., Hebert, C., Escalante, L.E., Patel, A.P., Yizhak, K., Fisher, J.M., Rodman, C., Mount, C., Filbin, M.G., et al. (2016). Single-cell RNA-seq supports a developmental hierarchy in human oligodendrogloma. *Nature* 539, 309–313.
- Valletta, S., Thomas, A., Meng, Y., Ren, X., Drissen, R., Sengül, H., Di Genua, C., and Nerlov, C. (2020). Micro-environmental sensing by bone marrow stroma identifies IL-6 and TGF beta 1 as regulators of hematopoietic ageing. *Nat. Commun.* 11, 4075.
- Yu, G., Wang, L.G., Han, Y., and He, Q.Y. (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS* 16, 284–287.

## STAR★METHODS

### KEY RESOURCES TABLE

(Continued on next page)

**Continued**

(Continued on next page)

## Continued

## EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

### Animals

All animal procedures, including breeding, maintenance, blood sampling and culling were performed, in accordance with UK Home Office regulations and the U.K. Animals (Scientific Procedures) Act, 1986, and with ethical approval by the University of Oxford Medical Sciences Division Animal Welfare and Ethical Review Body, under UK Home Office project license PP2240412. Experimental mice were all from the C57BL6/J strain. For candidate FACS antibody validation, 8-week *Vwf*-EGFP mice (Sanjuan-Pla et al., 2013) were used. For transplantations, *Gata1*-EGFP mice (Drissen et al., 2016) with a CD45.1 allotype aged 8 to 12 weeks were used as HSC donors. Wild type CD45.2 recipient mice, aged 8 weeks, were obtained from Charles River UK (Model 632). These wild type C57Bl6/J mice were also used for single-cell sequencing, Fluidigm single-cell qPCR, Poly(I-C) and Romiplostim treatments.

## METHOD DETAILS

### Flow cytometry

Flow cytometric analysis was performed using BD Fortessa. Single-colour positive and negative compensation beads (BD, 51-90-9001189 & 51-90-9001291) were stained with 1:400 antibodies and used for creating the FACS panels. Fresh fluorescence-minus-one (FMO) controls were included in each individual experiment to guide gating and compensation. HSC sorting was carried out using BD Aria III, Aria Fusion, and S6 cell sorters. Bulk purity mode was used for sorting samples destined for bulk sequencing, DOGMAseq and bulk transplantation, while single-cell purity mode with indexing was employed for single-cell transplantation and single-cell qPCR experiments.

Spectral flow cytometry was performed using a Sony ID7000 spectral analyser. Single-colour reference controls were prepared using UltraComp eBeads (ThermoFisher, U20250) stained with individual antibodies and used for spectral unmixing and panel setup. For permeabilised panels, single-colour controls were subjected to the same fixation and permeabilization procedures as experimental samples. Spectral data were unmixed using the instrument's unmixing algorithm with reference controls acquired under identical settings. Both freshly isolated and permeabilised bone marrow samples treated with anti-CD42b antibody were analyzed by spectral flow cytometry.

### Bone marrow preparation

Bone marrow was harvested from sternum, femur, tibia and pelvis. Bones were crushed in FACS media (PBS with 5% FCS and 2 mM EDTA), and filtered through a 50  $\mu$ m sterile filter. Sample leukocyte concentrations were measured by a Horiba Pentra Haematology Analyser ES60. Whole bone marrow (BM) cells were c-Kit enriched using MACS magnetic separation. The filtered BM cells were pelleted by centrifugation at 500g for 5 min and resuspended at a concentration of 1 million (M) WBCs/ $\mu$ L of FACS media. The cells were then mixed with CD117 magnetic beads (Miltenyi, 130-097-146) at a ratio of 2.5  $\mu$ L/100 M WBCs and incubated on ice for 20 min. Subsequently, cells were washed, resuspended in 4 mL of FACS media, and passed through a MACS LS column (Miltenyi, 130-042-401). The column was washed three times with 3 mL of FACS media, removed from the magnet, and the c-Kit enriched cells were collected by flushing 8 mL of FACS media through the column into a new tube. The c-Kit enriched cells were first incubated with 1  $\times$  FcR blocking agent (Miltenyi, 130-092-575) for 10 min and mixed with a 2  $\times$  antibody (FACS + CITE-seq) cocktail, incubated further for 25 min, washed, and resuspended in FACS media containing 0.525  $\mu$ g/ $\mu$ L 7-AAD for FACS, or proceeded for cell cycle analysis.

### Cell cycle analysis

Stained bone marrow cells were permeabilised by Cytofix/Cytoperm buffer (BD, 554714) on ice for 20 min. Permeabilised cells were then washed in 1  $\times$  Perm/Wash buffer (BD, 554714) twice, resuspended, and stained with Ki-67 antibody overnight at 4°C. The next day, cells were stained with 1  $\mu$ g/mL DAPI on ice for 10 min and resuspended in wash buffer for FACS.

### Single-cell transplantation

Single HSCs were sorted into 100  $\mu$ L of injection media (IMDM Pen/Strep L-Glutamine 0.1mM 2-Mercaptoethanol 20% BIT9500) in a U-bottom 96-well tissue culture plate. After sorting, an additional 100  $\mu$ L of injection media containing 200,000 fresh CD45.2 competitor BM cells were added to each well, bringing the total injection volume to 200  $\mu$ L. The cells were then loaded into a 30G needle (Omnican50, B.Braun 9151125S) and injected intravenously into lethally irra-

diated (10.5Gray) recipients via the tail vein. The recipients were then given Baytril water for 4 weeks to prevent infection. PB was collected from the tail vein at week 6, 10, 16 for lineage reconstitution analysis (Platelet, Erythrocyte, Myeloid cell, T4 cell, T8 cell and B cell). PB lineage reconstitution was defined as > 0.1% donor chimerism within a given lineage. HSC fate restriction was defined by long-term reconstitution of peripheral blood cell types, as described (Carrelha et al., 2018).

### Peripheral blood cell preparation for FACS

Peripheral blood (PB) was collected from the tail vein into heparin-coated tubes. To collect platelets and erythrocytes, blood was centrifuged for 10 min at 100 g; all the supernatant and 1  $\mu$ L erythrocytes were transferred into a new tube containing 25  $\mu$ L PB media (PBS 1% FCS 2 mM EDTA). To collect WBCs, the remaining blood was gently mixed with 100  $\mu$ L PB media and 200  $\mu$ L 2% Dextran (Sigma, 31392) and incubated at 37°C for 40 min to pellet red blood cells (RBCs). The supernatant was then transferred to a new tube, washed with 1 mL PB media and centrifuged at 1000 g. Next, the pellet was resuspended with 200  $\mu$ L 0.8% ammonium chloride (Stemcell Technologies, 07850) for 4 min to lyse the remaining RBCs. Finally, the remaining WBCs were washed again with 1 mL PB media and resuspended in 25  $\mu$ L PB media containing 1  $\times$  FcR blocking reagents for 10 min before staining. Platelet, erythrocyte and WBC samples were stained with respective 2  $\times$  antibody cocktail for 25 min, washed with 1 mL PB media and resuspended in PB media for FACS analysis.

### CITEseq antibody conjugation

How the deposited data were processed for this re-analysis (not part of the article)

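The deposited data come from 1 preparation of HSCs from 8-week-old mice, profiled by DOGMA-seq, with 1 ATAC library, 1 RNA library and 1 ADT library. Each was mapped to its library from its labels and the paper's methods. No sample was left unmapped, and no condition is compared with another in the deposited files. The authors ran Cell Ranger ARC 2.0.2 with the mm10 reference, which maps reads, collapses duplicate ATAC read pairs into unique fragments, and calls cells jointly from ATAC and RNA. They deposited counts of reads, UMIs, genes and fragments for every barcode, together with the position of every fragment and the count of read pairs behind it. Cell Ranger ARC moves fragment ends for the offset of the transposase by default; whether the default was used is not given in the sources used here. The ADT counts were made by the authors with CITE-seq-Count, whose version is not given in the sources used here, and are UMIs per tag and column. No deposited value is normalized. The RNA counts per gene, the peak list, the clone ATAC signatures, the motif matrices and the data of older mice were not used here.

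Chromosome names and lengths were checked against GRCm38. No fragment and no gene of the GENCODE vM21 annotation ended beyond its chromosome in that build. Analysis ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2 and python-igraph 0.11.9, and matplotlib 3.10.9 drew the figures. A called cell was kept when it had more than 3000 fragments in peaks, more than 15% of fragments in peaks, a nucleosome signal under 4 and a TSS enrichment over 2. Nucleosome signal was the number of fragments of 147 to 294 bp over that of shorter ones. TSS enrichment was the density of cut sites around the starts of protein-coding genes over that in the flanks. It was computed here, so it can differ from Signac's value for the same cell. The paper's limits on blacklisted regions (5%) and mitochondrial RNA (15%) were not applied. Doublets were kept, as the methods name no removal, and were marked from sites covered by more than 2 fragments of a cell for an alternative. The mark was not adjusted for the depth of a cell and does not tell doublets from cycling cells.

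Cells were clustered on the 100000 tiles of 500 bp open in the largest numbers of cells, on chromosomes 1 to 19 and X. TF-IDF with a scale factor of 10000 and SVD gave 30 components, and those with an absolute r over 0.5 with the log10 number of fragments were dropped. A shared-neighbor graph from 20 nearest neighbors was clustered by Leiden at resolution 0.8 and seed 1. After the clusters were seen, single-cell clusters were joined to that of the nearest cell; kept apart, there were 10 clusters. Clusters kept their number, because the lineage markers set beforehand did not settle a name for any of them. The extreme clusters were the ones with the highest and the lowest PLT/MUL ratio among those with at least 5% of cells. Depth sets how precise each value is. Passing cells together held 139846 fragments on PLT genes and 98243 on MUL genes, whereas single genes rested on far fewer, and the tally over signature genes took those with at least 100 fragments in the extreme clusters. Intervals are exact 95% Poisson or binomial intervals, and for the log2 difference of the signature a normal approximation from the 4 sums; all cover counting error only. Cells of 1 preparation are not replicates, so no test between clusters was made.

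The genes named in the text follow a rule set before the data were examined. They are the 4 genes the paper names for its clusters, the genes of the 12 antibody targets of Table S3, the lineage genes of Tables S5 and S6, and the 5 genes with the highest and the 5 with the lowest ratio among genes with at least 300 fragments, taken only from clusters made without the chromosomes that hold the gene. Values of the first 3 kinds in Tables S1 and S2 had been seen when the rule was written. Bins of 1000 bp over *Vwf* were looked at after the values of the gene were seen. Motif families and their consensus strings were set at the same time as the rule. Background tiles for motifs were drawn 50 times within 20 bins of GC content and 20 bins of accessibility, from tiles with or without the motif. The supplementary qPCR values were used as the authors give them, centered and scaled within chip runs.

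The steps were tested on simulated data. For clusters 2 and 4, fragments of 12494 genes were drawn with 200 genes changed by known amounts. The slope of estimated on true log2 was 0.995, the interval held the true value for 95.4% of genes, and all changed genes had the right sign. In a simulation of 3108 cells with 100000 tiles in which 20.5% of cells had 5000 tiles changed 2-fold, 98.6% of those cells fell in 1 cluster, which held 99.1% such cells, although 9 clusters were made in all. When all simulated cells shared 1 profile the same steps still gave 5 clusters, the largest with 35.8% of the cells, so the number of clusters is not evidence of different cells. A rise of 5% in tiles with a motif was recovered as 4.09%, with background sets that could also hold tiles with the motif. Alternatives were a stricter or no cell filter, other tile sizes, resolutions, numbers of components and seeds, removal of doublets, thinning to 3000 fragments, other windows around genes, clusters made without the chromosomes measured, other uses of Table S2, and other motif and qPCR settings.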

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

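The comparison of X-linked cells with other cells by their share of fragments in peaks was chosen after the result was seen; the other tests here were set beforehand. The 3 signals lie in data the paper does not discuss, and there is no control library to set beside them.

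A single window of 10 kb on chromosome 17, from 39840001 to 39850000, held 261685 fragments of passing cells, 0.705% of all their fragments and 13.0 times the number in the next window. The annotation places lincRNA and rRNA genes there (Gm26917, Gm42418, AY036118 and CT010467.1). The median cell had 69 fragments in it. A diploid cell has 2 copies of a unique site, so more than 2 fragments over 1 position need more copies than the reference holds. In 95.8% of cells more than 2 fragments overlapped at 1 position, and the median of the largest overlap was 8. A candidate explanation is repeated ribosomal sequence placed at the only copy in the reference, and this test could have come out the other way. Fragments in this window count toward the fragments per cell. No biological explanation was tested.

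Of the passing cells, 29 (0.933%) had a share of fragments on X above 1.5 times the median. X took 3.30% of their fragments against 1.85% in other cells. A second open X chromosome would raise X fragments near TSSs to about 2 times the level of other cells, but that ratio was 1.09 (counting interval 1.05 to 1.13). The explanation that stays open is technical. A median of 41.4% of the fragments of these cells lay in peaks, against 70.7% in other cells, and their TSS enrichment was 5.29 against 6.94, so transposition may have been less confined to open chromatin in them. Of the 51 passing cells with under 50% of fragments in peaks, 25 were among these 29. A further sign of unusual chromatin is that 17 passing cells had an autosome above 1.5 or below 0.5 times its median share, 11 of them with under 50% of fragments in peaks. Whether these cells are dying, dividing or carry a gained chromosome was not tested.

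Passing cells, whose donors the deposited record describes as female, had 5227 fragments on the Y chromosome, 1.41 per 10000. Of these, 99.6% lay in 2 neighboring windows of 100 kb, from 90700001 to 90900000. Only 23 lay elsewhere on Y, in 23 cells with 1 each. Male cells would be expected to have fragments along the whole chromosome, and no cell did, so the signal is consistent with reads of a female genome placed on Y by sequence it shares with other chromosomes. Their variance over cells was 1.67 times what counting error gives at the depth of each cell, which sharing of sequence by itself would not give, and the source of this excess was not tested. The result does not contradict the stated sex.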

How the results depend on the processing

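The thinned fragments measured in unchanged clusters, the single-cell clusters kept apart, and the motif tiles measured in clusters from the other chromosomes were chosen after the results were seen; the other alternatives were set before the data were examined. No paired analysis of the sequenced libraries was possible because each library type has a single sample.

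With no filter beyond the cell call there were 3757 cells, and with more than 5000 fragments in peaks 2771, by the construction of the filters. The median number of fragments over all called cells was 10675, counted on chromosomes 1 to 19, X and Y; the authors' barcode counts, which are not limited to these, give 10691. The number of clusters was 2 at resolution 0.4, 8 at resolution 1.2, 8 with 15 components, 7 with 5000-bp tiles and 10 with single-cell clusters kept apart. It stayed between 3 and 6 under a second seed, in all called cells, without doublets and after thinning.

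The PLT/MUL difference in log2 is that of the highest minus the lowest cluster, so where these are chosen anew it is above 0 by construction, and only its size against shuffled labels (median 0.0325 for the clusters as first made) can be read. It stayed within its counting interval under a second seed, in all called cells, without doublets, with cut sites counted, with each gene weighted equally, with either of the other uses of Table S2, in clusters from the other chromosomes, with single-cell clusters kept apart, and with thinned fragments in the same clusters. It rose to 0.195 at resolution 1.2, 0.223 with 15 components and 0.218 with 5000-bp tiles, settings with more and therefore smaller clusters, for which shuffled labels also gave larger values. It fell to 0.0853 within 1000 bp of the TSS, to 0.0196 at resolution 0.4 and to 0.0128 after thinning to 3000 fragments, and the last 2 values lie inside the range of shuffled labels. Why these fell was not tested. With these values, which of the extreme clusters is the highest is not determined at resolution 0.4 or after thinning, and no direction there counts for or against the paper. The adjusted Rand index with the earlier clusters was 0.297 at resolution 0.4 and 0.0311 after thinning. It was also low in settings that kept the difference, at 0.312 with 5000-bp tiles, 0.388 in all called cells (where the difference only just exceeds its shuffles, up to 0.118, and 64.9% of the 348 cells of the highest cluster are ones the filter removes), 0.394 without doublets, and 0.342 and 0.324 in clusters from the odd-numbered and from the other chromosomes. A change of clusters is therefore no reason to set aside the value at resolution 0.4.

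Of the 4 genes *Vwf*, *Neo1*, *Ctla2a* and *Sox4*, 2 had the paper's direction at resolution 1.2 and within 1000 bp of the TSS; the cause was not tested. After thinning 2 had it in either order of the clusters, and at resolution 0.4 it was 0, or 4 with the order turned. In every other setting run, 3 or 4 did. Over the 24 named genes, 80 of 264 alternative values had the other sign. Of the 9 genes with an interval excluding 0, each changed sign at least once, in 21 of their 99 alternative values. Only 4 of these genes did so outside resolution 0.4 and thinning. The counts of 80 and 21 include these 2 settings, where the order of the clusters is not determined and every sign would turn with it. At resolution 0.4 the reversed log2 values were −0.14 for *Neo1*, 0.83 for *Ctla2a*, 0.33 for *P2rx7*, 0.31 for *Gpr4*, −0.14 for *Inhba*, −0.18 for *Pdgfc*, 0.32 for *Flt3* and −0.083 for *Sec16b*. After thinning they were 0.31 for *Ctla2a*, 0.24 for *Cxcr3*, 0.58 for *Gpr4*, −0.086 for *Inhba*, −0.064 for *Pdgfc*, 0.046 for *Flt3* and −0.12 for *Sec16b*. At resolution 1.2, *Neo1* was at −0.014, *Cxcr3* at 0.23 and *Sec16b* at −0.18. Within 1000 bp of the TSS, *Neo1* was at −0.36 and *Pdgfc* at −0.041, and in clusters from the other chromosomes *Sec16b* was at −0.041. The cause was not tested. *Vwf*, whose interval includes 0, had the other sign at resolutions 0.4 and 1.2, after thinning and with thinned fragments in the same clusters (−0.024). It also did when counted within 1000 bp of the TSS, where it rested on 3 and 2 fragments. At resolution 0.4, where the order of the clusters is not determined, *Vwf* was at −0.14 with an interval excluding 0 (−0.23 to −0.05). It had the paper's direction with an interval excluding 0 with 15 components (0.36), with 5000-bp tiles (0.14) and with both cut sites counted (0.09), where the ends of a fragment are not independent. *Sox4*, whose interval also includes 0, had the paper's direction with an interval excluding 0 with 15 components (−0.36), within 1000 bp of the TSS (−0.30) and in clusters from the other chromosomes (−0.29).

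The motif tally fell to 4 of 11 families when all called cells were clustered. It was 5 at resolution 0.4 and after thinning, where the order of the clusters is not determined. In every other setting run it was between 6 and 9. Among the 14 families, 6 were beyond 2 background SDs and each of these changed sign at least once, 4 of them outside resolution 0.4 and thinning. Under resolution 0.4 the reversed differences were 0.908% for RUNX, 0.319% for MEIS/TGIF, 0.236% for NEUROG/BHLHE22, −0.704% for STAT5 and 0.977% for SPI1. After thinning they were 0.873% for RUNX, 0.253% for MEIS/TGIF, 0.213% for NEUROG/BHLHE22, 1.14% for SPI1 and −0.498% for KLF. In all called cells NEUROG/BHLHE22 was at 0.209% and STAT5 at −0.0413%, and with 5000-bp tiles STAT5 was at −0.304% and KLF at −0.463%. Without the background correction RUNX was at 0.0995% and NEUROG/BHLHE22 at 0.902%. Of these, the last pair follows from the background that was no longer subtracted; the cause of the others was not tested.

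The tag with most UMIs over all columns took 30.4% of UMIs in columns with at least 100 UMIs. The old minus young difference in qPCR position kept its sign in every setting run and moved by less than the SD between sets. The poly(I-C) minus control difference was −0.0346 on the first principal component, −0.0610 for the difference of gene means and 0.00339 without *Vwf*. The last has the other sign. The spread between sets is held down by their joint centering and gives no measure of error here. The cause was not tested. The PLT minus MUL difference is −1 by construction when means are used, and was −1.02 for medians.

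Depth limits these results. A cell had a median of 73 fragments on signature genes, and a gene such as *Vcam1* had 23 and 18 fragments in the extreme clusters, so its log2 value could lie anywhere from −1.39 to 0.54; with thinned fragments in the same clusters, where the named genes in the paper's direction numbered 3, *Ctla2a* rested on 33 and 48 fragments.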

Differences from the paper's values

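The motif tally in clusters from the other chromosomes was chosen after the results were seen. The paper's methods give a depth of 25000 paired reads per cell for the ATAC library, following the manufacturer's guideline; in the deposited barcode counts, all ATAC read pairs divided by the number of called cells give 56311, of which a part lies outside called cells. For the RNA and ADT libraries together the paper gives 20000 paired reads per cell, and the same division gives 43647 for the RNA library alone. Of the alternatives set before the data were examined, none changes the number of read pairs, so none brings these values together.

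Figure 2C places 11 of the motif families searched here with PLT or MUL cells. Between the extreme ATAC clusters 7 of them lay on the side of the figure. GFI1B (0.530%) and MXI1 (0.0534%), which the figure shows higher in MUL cells, were more accessible in the cluster with the highest PLT/MUL ratio. GATA (−0.0629%) and EWSR1-FLI1 (−1.70%), which it shows higher in PLT cells, were less accessible there. Each of the 4 was within 2 background SDs of 0 in these clusters, but not in all settings run. GATA went against the figure by −19.6 SDs with 5000-bp tiles and −5.29 in all called cells. GFI1B went against it by 3.34 SDs with 5000-bp tiles and 3.11 without the background correction, and EWSR1-FLI1 by −2.08 when only the central 200 bp were searched. With clusters made from the other chromosomes, an alternative chosen after seeing the values, 8 of 11 lay on the side of the figure. In that alternative GATA went against it on both sets of chromosomes (−0.607% at a background SD of 0.167 and −0.617% at 0.196), as did GFI1B (1.26% at 0.427 and 1.05% at 0.492), and MXI1 did on the even-numbered chromosomes and X (0.669% at 0.202). At resolution 1.2, set before the data were examined, 9 did. The direction of the figure was reached by GFI1B at resolution 0.4 and after thinning, and by EWSR1-FLI1 in these settings, at resolution 1.2 and with 5000-bp tiles. MXI1 reached it at resolution 0.4, with 15 components, with 5000-bp tiles, without doublets and without the background correction. GATA reached it at resolution 1.2, after thinning and without the background correction. At resolution 0.4 and after thinning, the order of the extreme clusters lies within shuffled labels, so the directions reached there, for motifs as for genes, would turn with that order.

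All 4 genes that the paper names for its PLT and MUL clusters, *Vwf*, *Neo1*, *Ctla2a* and *Sox4*, lay in its direction by accessibility. Of the 8 further lineage genes set for comparison from its qPCR panels, 4 did. *Cd27*, a MUL gene of Table S6 that is not among the 8, did as well (−0.06), with an interval that includes 0. *Plek2* (0.09), which is among the 4, also had an interval that includes 0. It lay the other way in 7 alternative settings, with −0.68 (−1.19 to −0.19) on 5000-bp tiles. The paper lists *Gpr4* as a PLT gene, and its accessibility was lower in the cluster with the highest ratio (log2 −0.63). *Clec4d* (0.21), *Crip2* (0.05) and *Sec16b* (0.27) are listed as MUL genes and were higher there. For *Clec4d* and *Crip2* the counting interval includes 0. At resolution 0.4 and after thinning, *Gpr4* and *Sec16b* lay in the paper's direction, and *Sec16b* also did at resolution 1.2 and in clusters from the other chromosomes. *Clec4d* did at resolutions 0.4 and 1.2, with 5000-bp tiles, without doublets and after thinning. *Crip2* did with 15 components, with 5000-bp tiles, in all called cells, after thinning and within 1000 bp of the TSS. With thinned fragments in the same clusters, *Sec16b* (−0.042) and *Crip2* (−0.13) also lay in the paper's direction. The paper's statements concern expression, which was not analysed here.

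The numbers of qPCR cells equal the paper's in the 6 groups compared, and Table S3 lists 12 antibodies where the ADT matrix holds 13 entries. CITE-seq-Count adds an entry for unmatched reads by default, and whether this accounts for the difference is not known.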

Other observations

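The check within groups of cells by number of fragments and the count of thinned fragments in the same clusters were chosen after the result was seen.

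The difference in PLT/MUL accessibility between clusters was weighed against technical explanations. Over 2000 pairs of random gene lists matched on length, GC content and fragments, the central 95% of differences reached up to 0.0698, against 0.127 observed. The 2 clusters were chosen by the observed signature and not anew for each random list, so this comparison favors the observed value. Clustering and scoring on the same genes is argued against by the mean of 0.134 for genes on chromosomes that took no part in the clustering. Doublets are argued against by the value of 0.158 without the cells that bear their mark. Within 4 groups of cells by number of fragments, the difference between the same clusters was between 0.0981 and 0.164, with every counting interval above 0, so the number of fragments does not set the ratio within these clusters. With fragments thinned to 3000 per cell in the same clusters it was 0.130, only just above the largest of its shuffles (0.127). The test of depth that had been set beforehand, thinning followed by new clusters, left 0.0128, which is what would be seen if depth made the clusters. It also replaced the clusters themselves (adjusted Rand index 0.0311), and with 3000 fragments per cell weak structure may be lost for lack of data. This test therefore cannot tell depth as the source of the clusters from loss of information. The components kept for clustering still held links to depth, the strongest with an r of 0.387. Clusters 2 and 4 had median fragments of 11863.5 and 11584, against 25th and 75th percentiles of 9286 and 13519.5 over passing cells. With the 4 groups by number of fragments, this argues against depth as the source of the difference between these 2 clusters. The hypothesis that these HSCs vary in chromatin along the axis of the clones remains open, and no biological explanation was tested, as the design has 1 condition.

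At the level of single cells the signature was not measurable. Scores of the same cell from odd-numbered autosomes and from the other chromosomes correlated with a Spearman rho of 0.0192 over cells, inside the range from −0.0366 to 0.0357 of 500 random lists. With a median of 73 signature fragments per cell, counting error alone gives an SD of 6.08% in the PLT share, of the 7.11% seen. Counting error and a shared state of the cell cannot be told apart for single cells at this depth.

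The cells removed for few ATAC fragments were not spread evenly when all called cells were clustered. Of 348 cells in the fourth cluster 226 (64.9%) and of 336 in the fifth 300 (89.3%) were such cells, with median fragments of 3138.5 and 732.5. In that setting the fourth cluster was the one with the highest PLT/MUL ratio. No explanation was tested.

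The genes of the antibody targets were compared between the same extreme clusters. The markers that are high in the paper's in silico gate for PLT-HSCs are encoded by *Itgb3* (CD61; log2 −0.08, −0.22 to 0.07) and *Cd274* (0.24, −0.06 to 0.55). Those that are low in it are encoded by *Tnfrsf18* (CD357; −0.11, −0.59 to 0.38), *Cd27* (−0.06, −0.45 to 0.34) and *P2rx7* (−0.20, −0.34 to −0.06). Of these 5 only *P2rx7* had an interval that excludes 0 between these clusters, on the side of the gate, and it had the other sign only at resolution 0.4 (0.33), where the order of the clusters is not determined. The paper left P2X7R out of its later panel because it added little. A supplementary legend of the paper gates PLT-HSCs as P2X7R positive, the reverse of the in silico gate, so the side of this marker is not settled. In other settings *Itgb3* lay against the gate with intervals excluding 0, at −0.23 with 15 components, −0.36 with 5000-bp tiles, −0.34 without doublets and −0.19 in clusters from the other chromosomes. *Cd27* lay on the side of the gate with 5000-bp tiles (−0.68) and in clusters from the other chromosomes (−0.39). So did *Cd274* when both cut sites were counted (0.24), where the ends of a fragment are not independent. Among the other targets *Cxcr3* was lower in the cluster with the highest ratio (−0.42, −0.77 to −0.06). The genes are not the proteins, and no antibody value was compared with them.

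Outside the genes of the paper, clusters made without the chromosome of the gene gave the largest differences among 13292 genes for *Peg3* (log2 1.21, 1.03 to 1.38), *Dok5* (0.95), *Cacna2d3* (0.90), *Kcnma1* (0.84) and *Fam19a1* (0.82), and the lowest for *Havcr2* (−1.19, −1.57 to −0.82), *Rgs1* (−1.07), *Asmt* (−0.96), *Lrrc7* (−0.90) and *Umodl1* (−0.90). From the 5th to the 95th percentile, genes lay between −0.26 and 0.26. These are the extremes of a ranking without replicates, and no explanation was tested.

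The qPCR values were checked for the scaling that the methods describe. If scaling within runs removed differences between runs, each set scaled together would have gene means of 0. In the 3 sets of control and poly(I-C) cells that share a number, the largest mean was 1.58e-07, which is consistent with each set having been scaled as 1 run. Old and young cells together also had gene means near 0, while their sets by number had means up to 0.237, so a numbered set of these cells was not scaled by itself. PLT and MUL cells together, which set 0 and 1 of the position, had gene means up to 0.202. The positions of old and young cells relative to 0 and 1 therefore compare sets scaled apart, whereas the difference between old and young cells lies within 1 set. A shift shared by control and poly(I-C) cells would be invisible in these values, whereas one between them within a set would not.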
